# Elevated microglial oxidative phosphorylation and phagocytosis stimulate post-stroke brain remodeling and cognitive function recovery in mice

**DOI:** 10.1038/s42003-021-02984-4

**Published:** 2022-01-11

**Authors:** Shanshan Song, Lauren Yu, Md Nabiul Hasan, Satya S. Paruchuri, Steven J. Mullett, Mara L. G. Sullivan, Victoria M. Fiesler, Cullen B. Young, Donna B. Stolz, Stacy G. Wendell, Dandan Sun

**Keywords:** Stroke, Microglia, Neuroimmunology

## Abstract

New research shows that disease-associated microglia in neurodegenerative brains present features of elevated phagocytosis, lysosomal functions, and lipid metabolism, which benefit brain repair. The underlying mechanisms remain poorly understood. Intracellular pH (pH_i_) is important for regulating aerobic glycolysis in microglia, where Na/H exchanger (NHE1) is a key pH regulator by extruding H^+^ in exchange of Na^+^ influx. We report here that post-stroke *Cx3cr1-Cre*^*ER+/−*^*;Nhe1*^*flox/flox*^ (*Nhe1* cKO) brains displayed stimulation of microglial transcriptomes of rate-limiting enzyme genes for glycolysis, tricarboxylic acid cycle, and oxidative phosphorylation. The other upregulated genes included genes for phagocytosis and LXR/RXR pathway activation as well as the disease-associated microglia hallmark genes (*Apoe, Trem2, Spp1*). The cKO microglia exhibited increased oxidative phosphorylation capacity, and higher phagocytic activity, which likely played a role in enhanced synaptic stripping and remodeling, oligodendrogenesis, and remyelination. This study reveals that genetic blockade of microglial NHE1 stimulated oxidative phosphorylation immunometabolism, and boosted phagocytosis function which is associated with tissue remodeling and post-stroke cognitive function recovery.

## Abstract (web summary)

Song et al. use transgenic mice lacking the Na/H exchanger specifically in microglia to show that microglial oxidative phosphorylation plays a key role in post-stroke brain tissue repair and cognitive recovery. Their data is suggestive of a microglial metabolism signaling pathway that could constitute a potential therapeutic target in the context of stroke.

## Introduction

Metabolic reprogramming is essential for immune cells to regulate their effector responses^1,2^. The balance between glycolysis and oxidative phosphorylation is important for the transition between the damaging immune responses and their restorative functions in many immune cells^1,2^. Therefore, immune dysfunction/dysregulation is closely associated with loss of balance in immune energy metabolism homeostasis in many diseases, such as cancer, Alzheimer’s disease, and stroke^2–4^, and targeted regulation of immunometabolism emerges as a new therapeutic strategy for various types of neurodegenerative diseases^1,3^. Microglial cells, as the resident macrophages in the central nervous system, require a high energy expenditure to support their core functions such as surveillance and phagocytosis, where ATP is in high demand through various energy metabolism processes^5^. It is generally believed that homeostatic microglia primarily rely upon oxidative phosphorylation for ATP production, while inflammatory microglia reprogram their metabolism to suppress oxidative phosphorylation but stimulate aerobic glycolysis in both mouse models and human microglial cells^6,7^. Moreover, deficiency in microglial mitochondrial mass has been linked to microglial dysfunction and neurodegeneration in mice^4^, revealing the significance of microglial energy metabolism fitness in maintaining their core functions, such as phagocytosis^4^. Microglial phagocytosis is directly involved in efficient clearance of myelin debris in support of white matter remyelination after demyelination injury^8,9^, while dysfunction of microglial phagocytosis or inadequate elimination of the debris prolonged demyelination and/or impairs remyelination in either stroke or multiple sclerosis mouse models^10–12^. In addition, microglial phagocytosis impairment also limited sculpting of neural synapses/networks in synaptic pruning during early development or normal adolescent^13^, or stripping the weak/injured synapses after ischemic stroke, contributing to cognitive decline in mouse models^14,15^. However, the underlying mechanisms of how microglia regulate their energy metabolism to support phagocytic functions remain poorly understood.

We previously reported that Na^+^/H^+^ exchanger isoform-1 (NHE1), which mediates H^+^ efflux in exchange of Na^+^ influx, is essential in regulating microglial homeostatic intracellular pH (pH_i_) in primary microglial culture^16^. NHE1-mediated H^+^ extrusion activity alkalinizes microglial pH_i_ and promotes NADPH oxidase (NOX) function upon lipopolysaccharides (LPS) stimulation^16^, or in mouse brains upon NMDA injection or after ischemic stroke^17^. Our recent study of selective deletion of microglial *Nhe1* in the *Cx3cr1-Cre*^*ER+/−*^*;Nhe1*^*flox/flox*^ (cKO) mice demonstrated that loss of microglial NHE1 protein reduced pro-inflammatory microglial activation in ischemic brains and improved post-stroke motor-sensory functions^18^. In the current study, to investigate the underlying mechanisms, we conducted transcriptomic analysis of post-stroke wild-type (WT) and *Nhe1* cKO microglia by bulk RNA sequencing and measured microglial phagocytic activity, and cellular energy metabolism. We report here that the *Nhe1* cKO microglia displayed a stimulated spectrum of energy metabolism, featured with elevated transcriptomes for key rate-limiting enzymes involved in oxidative phosphorylation, as well as the tricarboxylic acid (TCA) cycle and glycolysis. Moreover, these cKO microglia showed a panel of upregulated genes for phagocytosis and liver X receptor-retinoid X receptor (LXR/RXR) pathway activation in the Ingenuity Pathways Analysis, which is also involved in microglial phagocytosis responses^19^. These changes were corroborated with the detection of increased oxidative phosphorylation capacity, elevated microglial phagocytic activity of bioparticles, enhanced synaptic remodeling in Golgi-Cox staining, and improved white matter myelination with transmission electron microscopy (TEM) and immunostaining. These findings suggest that microglial oxidative phosphorylation metabolism and elevated phagocytosis functions likely collectively enhance brain tissue remodeling and post-stroke cognitive function recovery. We identified the pH-regulatory protein NHE1 as a modulator for microglial immunometabolism and function in brain tissue repair.

## Results

### Microglial *Nhe1* cKO mice displayed accelerated post-stroke cognitive function recovery

We previously reported that *Cx3cr1-Cre*^*ER+/−*^*;Nhe1*^*f/f*^ mouse line successfully deleted NHE1 protein expression only in IBA1^+^ microglia, but remained intact in other cell types^18^. WT and *Nhe1* cKO mice underwent ischemic stroke injury (by the well-established transient middle cerebral artery occlusion model, tMCAO^18^). Mortality, changes of body weight and neurological behavior functions were monitored during day 1-28 post-stroke period (Fig. 1a, Supplementary Figure 1). Sham procedures did not induce any mortality in either WT or cKO mice, while stroke led to ~18% mortality in WT but 0% in cKO mice (*p* = 0.13, Supplementary Figure 1a). Both WT and cKO mice exhibited ~20% body weight loss after stroke injury (Supplementary Figure 1b-c). However, the cKO mice displayed faster post-stroke body weight recovery especially in the female mice (*p* = 0.038, Supplementary Figure 1d). Both sexes showed similar results otherwise, and thus were pooled for analysis. These data indicate that the *Nhe1* cKO mice are more tolerant to ischemic stroke. This is corroborated by our recent observation that *Nhe1* cKO mice showed better sensorimotor function in the acute to subacute post-stroke phase (1-14 d)^18^. In this study, we further assessed whether cognitive functions of WT and *Nhe1* cKO mice are differently affected by stroke in the y-maze spontaneous alternation test, the novel object recognition test, and the open field test (Fig. 1a). Figure 1b–c shows that sham-operated WT and cKO mice had comparable levels of triad spontaneous alternation rates, while the cKO stroke mice displayed a significantly increased rate of spontaneous alternation compared to the WT stroke mice, suggesting a stimulated short-term spatial working memory^20^ in the cKO mice. In addition, these cKO mice also showed significantly improved long-term recognition memory in the novel object recognition test (Fig. 1d–e). Compared to sham controls, stroke reduced the discrimination index (from 0.19 to 0.06), and recognition index (from 0.60 to 0.53) in WT mice. However, the cKO mice showed significant increases in both discrimination index and recognition index compared to the WT mice (*p* = 0.023), indicating improved abilities of the cKO mice in recognizing and distinguishing new objects from the old ones. Moreover, the WT and cKO mice exhibited similar locomotor activity after sham procedures (Supplementary Fig. 1e, Fig. 1f–g), while the post-stroke WT mice displayed hyperactivity reflected by the increased travel distance compared to the post-stroke cKO mice in the open field test (Fig. 1f–g). Taken together, these data demonstrate that the *Nhe1* cKO mice exhibited better post-stroke recovery evidenced with faster post-stroke body weight recovery, improved long-term and short-term memory function recovery, and ameliorated hyperactivity.

**Fig. 1:**
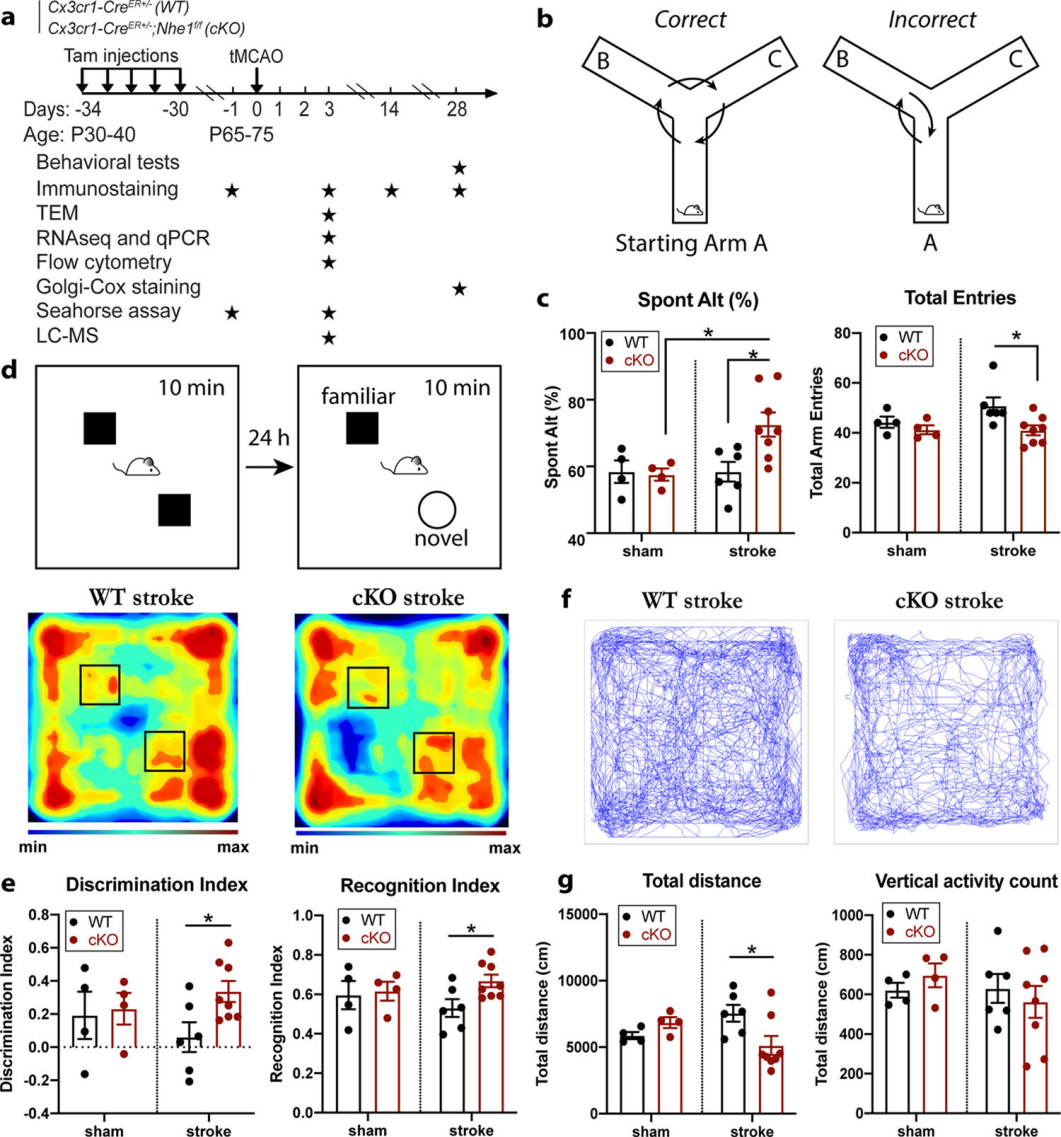
Microglial *Nhe1* cKO mice displayed improved post-stroke cognitive functions. **a** Experimental timeline. **b** Illustration of Y-maze spontaneous alternation test. **c** Percentages of triad spontaneous alternation and total arm entries in WT and cKO mice at 28 d post-sham or stroke. **d** Illustration of novel object recognition (NOR) test and representative heatmaps of mice exploring the objects. **e** Calculated discrimination index and recognition index. **f** Representative paths of WT and cKO mice in the open field (OF) test over a 60-min duration. **g** Total traveled distance and counts of vertical activity. *N* = 4 animals for sham groups, and *N* = 6-8 animals for stroke groups. Data are mean ± SEM. *p < 0.05.

### Microglial *Nhe1* cKO mice displayed increased microglial transcriptomes for phagocytosis and cholesterol export

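The data are the authors' gene counts of 12 RNA-seq libraries, 3 for each of WT CL, WT IL, cKO CL and cKO IL. They hold 12647526, 5155202 and 2091512 counts in WT CL, 9743603, 16937855 and 20349883 in cKO CL, 18425180, 25166928 and 23087202 in WT IL, and 44907863, 47256174 and 43961276 in cKO IL. Levels of genes are given in CPM (counts scaled to library size). The libraries' labels say WT and KO, and cKO is the paper's name. The cells were P2RY12-positive cells sorted with magnetic beads 72 h after a 60 min occlusion of the middle cerebral artery. WT mice carried Cx3cr1-CreER alone, and cKO mice carried it with the floxed allele. Both had received tamoxifen at 75 mg/kg for 5 days, 30 days before the operation. The deposited table holds 53801 genes, of which 35674 had enough counts to be tested. Each comparison was tested with edgeR's quasi-likelihood test after TMM scaling, all 12 libraries in 1 fit, and a gene was taken as changed at an adjusted p under 0.05 (Benjamini-Hochberg, two-sided). Gene lists fixed before the deposited counts were examined, 10 of them chosen by the paper on these samples, were tested with camera, which compares a list with the other genes, at a preset correlation of 0.01. In IL, of 50 genes simulated to change 4-fold between cKO and WT this test recovered 20%, and of those simulated to change 8-fold 72%. A count of changed genes from 3 libraries against 3 thus leaves out most changes of the sizes the paper reports.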

To better understand the underlying mechanisms of improved poststroke cognitive function recovery in the *Nhe1* cKO mice, we performed microglial transcriptomic analysis by bulk RNAseq of P2RY12^+^ microglia isolated by magnetically-activated cell sorting (MACS) from non-lesion (contralateral, CL) and ischemic (ipsilateral, IL) hemispheres of WT and cKO brains at 3-day post-stroke (Fig. 2a). The purity and specificity of these microglia were confirmed by high expression of several microglia-specific markers, along with low levels of cell type markers for neurons, astrocytes, or oligodendrocytes (Supplementary Figure 2a-c). It was reported recently^21^ that P2RY12 protein remained abundant and detectable in proinflammatory, phagocytosing microglia in brains of Alzheimer’s disease, where P2RY12 microglial cells were positive for CD68, progranulin, and HLA-DR^21^. 

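Genes of microglia were counted well above genes of neurons, astrocytes and oligodendrocytes in all 4 groups. Tmem119, a surface protein of microglia (chromosome 5, 113793729 to 113800516 in GRCm38), stood at 518 ± 148 CPM (SD, n = 3 libraries) in WT CL and 577 ± 154 in cKO CL. In IL it stood at 507 ± 247 CPM in WT and 296 ± 86.2 in cKO. Map2, a cytoskeletal protein of neurons, stood at 29.2 ± 2.55 CPM in WT CL, 28.5 ± 8.58 in cKO CL, 12.9 ± 2.71 in WT IL and 7.89 ± 1.48 in cKO IL. Gfap, the intermediate filament of astrocytes, stood at 13.8 ± 6.34 CPM in WT CL and 13.7 ± 2.09 in cKO CL, and at 4.60 ± 2.27 and 10.1 ± 0.941 in WT and cKO IL. Olig2, a transcription factor of the oligodendrocyte lineage, stood at 1.83 ± 1.21 and 5.64 ± 1.68 CPM in WT and cKO CL, and at 1.59 ± 1.44 and 0.833 ± 0.420 in IL. Of the 10 genes that the paper plots as markers of purity and development, none passed the test between cKO and WT in CL or IL (edgeR, two-sided, lowest adjusted p = 1 and 0.997), and none did when adjusted over the list alone. None of the 10 was at an unadjusted p under 0.05 in either hemisphere, and DESeq2 called none of them. voom with quality weights called Mif, Ms4a6c and Birc5 higher and Cx3cr1 and Tmem119 lower in cKO IL, and none in CL. The paper chose these genes on these samples, so they are not independent evidence of direction.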

Consistent with these findings, we detected similar level of *P2ry12* gene expression in WT or cKO microglia from our bulk RNAseq, and comparable CD11b^+^CD45^+^P2RY12^+^ microglial population in flow cytometry between the WT and cKO brains post-stroke (CL and IL hemispheres, Supplementary Figure 2d). These findings collectively indicate that our isolated P2RY12^+^ microglial population from WT and cKO stroke brains represent the microglia population in both control and stroke contexts. 

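P2ry12 encodes the purinergic receptor that was used to sort the cells (chromosome 3, 59216272 to 59262871 in GRCm38). It stood at 254 ± 84.2 CPM (SD, n = 3 libraries) in WT CL and 182 ± 88.0 in cKO CL, a log2 fold change of -0.48 (standard error 0.56). In IL it stood at 214 ± 141 CPM in WT and 360 ± 210 in cKO, a log2 fold change of 0.75 (standard error 0.56). The IL to CL ratio was -0.25 (standard error 0.56) in WT and 0.98 (standard error 0.56) in cKO, in log2. None of these 4 comparisons passed edgeR's test (two-sided, adjusted p = 1, 0.997, 0.85 and 0.264). A list of 20 genes of homeostatic microglia, which includes P2ry12, had a median log2 fold change of 0.15 in CL and -0.04 in IL (camera, adjusted p = 0.198 and 0.982). Siglech, a microglial lectin of that list, stood at 150 ± 71.7 CPM in cKO IL and 350 ± 229 in WT IL (log2 -1.22, standard error 0.55, adjusted p = 0.997 from edgeR). The spread between libraries leaves 2-fold differences of P2ry12 undetectable: the test recovered 0% of genes simulated to change 2-fold.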

Principle component analysis showed that microglial mRNA transcriptome profiles from CL or IL hemispheres of WT and cKO brains were separated by 60.9% of their top principal components (Fig. 2b). 

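Spp1, which encodes osteopontin, shows how far the libraries of one group lay apart: it stood at 9.38, 1255 and 4686 CPM in the WT IL libraries of 18425180, 25166928 and 23087202 counts. In the 3 cKO IL libraries it stood at 8612, 4326 and 3532 CPM. Principal components of log2 CPM of the 35674 tested genes gave shares of 34.6%, 28.7% and 12.8% of the variance for the first 3, together 76.0%. On the first component the 3 cKO IL libraries lay at -132 to -224 and the 3 cKO CL libraries at 93.0 to 230. The WT libraries did not part by hemisphere on it: the WT IL libraries lay at 33.7, -16.6 and -275, and the WT CL libraries at -42.4, 189 and 243. The second component set the WT CL library of 2091512 counts, the smallest of all, apart at -458. The third set the WT CL library of 12647526 counts apart at 338. Distances were root mean square log2 differences over the genes between a library and each group's mean. By these, the WT IL library of 18425180 counts was nearest to the cKO CL libraries and that of 23087202 counts to the cKO IL libraries. The WT CL library of 12647526 counts was nearest to the WT IL libraries, that of 5155202 counts to the cKO CL libraries, and the cKO IL library of 44907863 counts to the WT IL libraries. The other 7, among them all 3 cKO CL libraries, were nearest to their own group. A library was left out of its own group's mean, which thus rests on fewer libraries than the other means. Small gaps do not settle the nearest group, as for the cKO IL library of 44907863 counts (0.953 to WT IL, 1.079 to its own). No test was made of the separation of the groups; it is a description of 12 libraries.

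**Figure D1:**
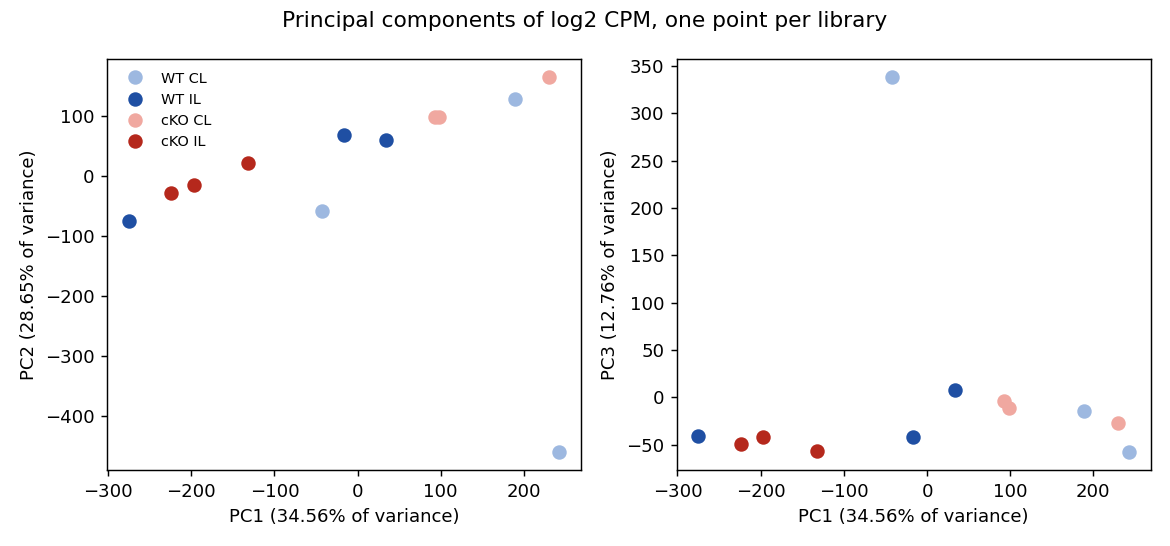
Scores of the 12 libraries on the first 3 principal components of log2 CPM, with the share of variance on each axis and a point for each library. The WT CL libraries of 2091512 and 12647526 counts lie alone at -458 on the second and 338 on the third component.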

Heatmaps and volcano plots illustrated the patterns of up- and downregulated genes (with fold change > 2 and *p* value < 0.05) in the CL and IL hemispheres of cKO brains, compared to the WT brains (Fig. 2c–d). 

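No gene passed the test between cKO and WT, in CL or in IL. Among the largest differences in IL was Rpl29, a protein of the large ribosomal subunit (chromosome 9, 106429454 to 106431568 in GRCm38), at 318 ± 80.9 CPM (SD, n = 3 libraries) in cKO and 18.5 ± 15.0 in WT, a log2 fold change of 4.10 (standard error 0.94) with an adjusted p of 0.997 from edgeR. Ctsl, a lysosomal protease, stood at 999 ± 188 and 436 ± 275 CPM in cKO and WT IL, a log2 fold change of 1.20 (standard error 0.53) at the same adjusted p. Nfkb2, a subunit of NF-kB, stood at 167 ± 23.3 and 348 ± 283 CPM (-1.06, standard error 0.57). At an unadjusted p under 0.05, edgeR had 1685 genes in CL and 843 in IL. Both numbers are below the share of 0.05 of the 35674 tested genes that no effect at all would give. At the study's thresholds (unadjusted p under 0.05 and a fold change over 2), 1166 genes were higher and 514 lower in cKO CL, and 119 were higher and 723 lower in cKO IL. The median over all tested genes was 0.23 in CL and -0.24 in IL, so these splits lean on the scaling: the share that was lower, 30.6% in CL and 85.9% in IL, was 50.7% and 96.4% with TMM from abundant genes, 40.6% and 91.9% with RLE, and 0.472% and 24.5% with no scaling. DESeq2 called 17 genes higher and 10 lower in CL, and 2 higher and 2 lower in IL. voom with quality weights called 0 in CL, with 798 genes at an unadjusted p under 0.05, and 2579 higher and 1669 lower in IL, where it gave the WT library of 25166928 counts a weight of 8.16. Without the WT CL library of 5155202 counts, 29 genes were called higher in CL. Directions here rest on the libraries' labels.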

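After stroke, Lgals3 and Msr1 rose in the sorted cells of WT, and Gpnmb, Fabp5 and Tgfbi rose in those of cKO. In WT, 192 genes were higher and 25 lower in IL than in CL, and in cKO 1050 were higher and 183 lower (edgeR, two-sided, adjusted p under 0.05). Lgals3, a galectin of activated microglia (chromosome 14, 47367751 to 47386160 in GRCm38), rose in WT from 3.04 ± 2.64 to 381 ± 529 CPM (SD, n = 3 libraries), a log2 fold change of 6.88 (standard error 1.19) with an adjusted p of 0.0197. Msr1, a scavenger receptor (chromosome 8, 39581685 to 39642673), rose in WT from 3.06 ± 2.88 to 252 ± 285 CPM (log2 6.26, standard error 0.90, adjusted p = 0.0153). In cKO, Gpnmb, a glycoprotein of lysosomes (chromosome 6, 49036546 to 49070929), rose from 13.5 ± 4.67 to 3985 ± 901 CPM (log2 8.20, standard error 1.34, adjusted p = 0.0087). Fabp5, a fatty acid carrier, rose in cKO from 12.1 ± 8.34 to 2187 ± 1096 CPM (log2 7.50, standard error 1.30, adjusted p = 0.00912), and Tgfbi, a matrix protein, from 57.3 ± 17.1 to 2846 ± 1272 (log2 5.63, standard error 0.84, adjusted p = 0.0087). Among the genes that fell, Padi4, a peptidyl arginine deiminase (chromosome 4, 140745865 to 140774236), was at 35.2 ± 34.1 CPM in WT CL and 2.17 ± 0.894 in WT IL (log2 -4.00, standard error 0.82, adjusted p = 0.036). Chga, chromogranin A (chromosome 12, 102554969 to 102565028), fell in cKO from 19.7 ± 12.2 to 1.50 ± 0.182 CPM (log2 -3.71, standard error 0.86, adjusted p = 0.0235).

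**Figure D2:**
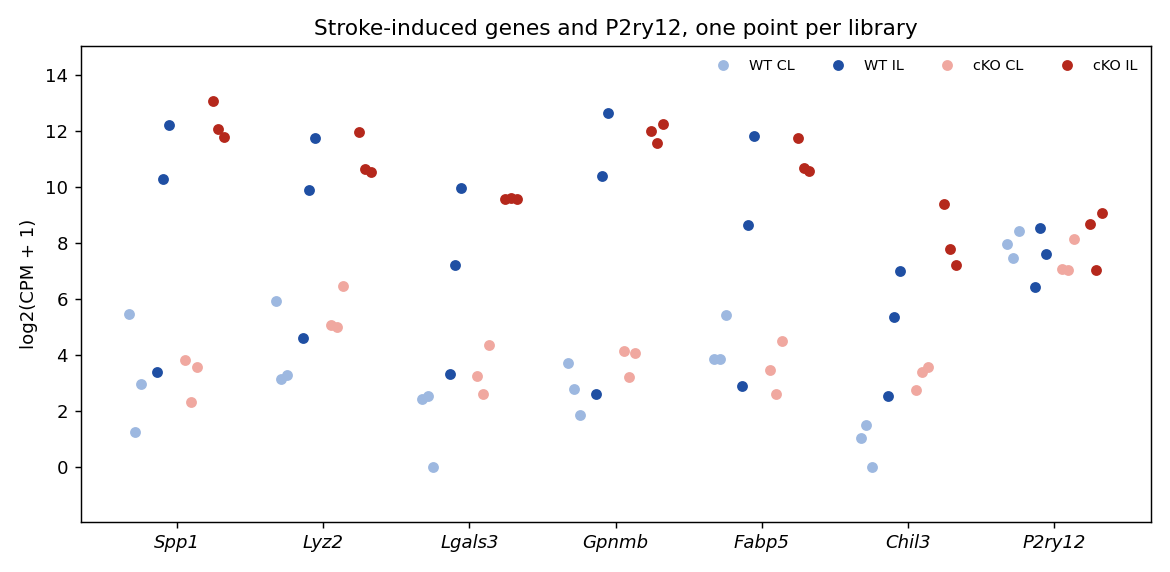
log2(CPM + 1) of stroke-induced genes and of P2ry12 in the 4 groups, with a point for each library. In WT IL the points of each stroke-induced gene spread over a wider range than in cKO IL.

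Of the calls, 155 genes were higher in both genotypes, where independent lists give 5.65, and 8 were lower in both, where they give 0.128. The genes are not independent of each other, and no splits of the libraries were run for this overlap. How far it exceeds chance was thus not tested. All 192 genes called higher in WT had a positive change in cKO, and 1045 of the 1050 called higher in cKO had one in WT. No gene passed the test of a different stroke response of the 2 genotypes (edgeR, interaction). At an unadjusted p under 0.05 there were 1355, below the share of 0.05 of tested genes that no effect would give. DESeq2 called 2 higher and 2 lower in that test, and voom with quality weights 0. The counts move with the libraries: without the WT IL library of 23087202 counts 0 genes were called in WT, and without any 1 of the cKO CL libraries 0 were called in cKO. DESeq2 called 1344 higher and 2571 lower in WT, and 2029 higher and 4501 lower in cKO. With every library thinned to the total of the smallest, 2091512 counts, edgeR called 664 higher and 639 lower in WT and 1027 higher and 748 lower in cKO. At the study's thresholds 3312 genes were higher and 3122 lower in WT, and 3645 higher and 4829 lower in cKO. The median over all tested genes was -0.31 in WT and -1.33 in cKO. The share that was lower rose from 48.5% to 78.0% in WT, and from 57.0% to 89.8% in cKO, when the libraries were scaled to total counts.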

Figure 2e further depicted the stroke-induced up- or downregulated genes in the WT and cKO brains (IL vs. CL), respectively. 

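Ifit3 and Xaf1, genes induced by interferon, had opposite differences between cKO and WT in the 2 hemispheres. Ifit3 was lower in cKO CL (log2 -2.78, standard error 1.10) and higher in cKO IL (2.56, standard error 1.09), and Xaf1 had log2 fold changes of -1.44 (standard error 0.65) in CL and 1.57 (standard error 0.65) in IL. In a list of interferon response genes the WT CL libraries lay far apart, at means of 4.42, 2.52 and -0.208 log2 CPM. Clec4e, a lectin receptor of myeloid cells, was higher in both hemispheres, by 1.73 (standard error 0.73) in CL and 1.67 (standard error 0.71) in IL. Slit2, a secreted guidance protein, was lower in both, at -1.63 (standard error 0.73) and -1.60 (standard error 0.73). Clec4e and Slit2 were chosen after their values were seen. These are among the 94 genes past the study's thresholds in CL and in IL, and none of them passed the test over all genes (edgeR, two-sided, adjusted p = 1 in CL and 0.997 in IL). Of the 94, 9 were higher in both hemispheres, 47 were lower in both and 38 had opposite directions. Independent lists of the same sizes would share 39.7 genes in all, 3.89 higher in both, 10.4 lower in both and 25.3 in opposite directions. Of 100 pairs of ways to part the libraries of each hemisphere into 3 and 3, 18 shared at least 94 genes, the real pair included, so 94 is not beyond chance. A further 514 genes were past the thresholds in CL and in no other comparison, and 77 in IL and in no other. The CL and IL comparisons share no library, and whether their libraries come from the same animals is not stated for each column. The number in both was 172 with DESeq2, 259 with voom and quality weights, and 37 without the WT IL library of 18425180 counts and the WT CL library of 2091512 counts.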

By comparing differentially expressed genes (DEGs) in each and every comparison of WT and cKO microglia, we identified 128 common DEGs (up- or downregulated) in microglia from both CL and IL hemispheres of the cKO brains (Fig. 2f, **yellow dashed area**), while 219 DEGs (up- or downregulated) were exclusively expressed in the CL hemispheric microglia of the cKO brains (Fig. 2f, **dashed red area**), and 370 DEGs (up- or downregulated) in the IL hemispheric microglia of the cKO brains (Fig. 2f, **dashed green area**). 

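Gene lists of myeloid cells other than microglia and of antigen presentation stood higher in cKO than in WT in IL. H2-Ab1, a chain of an MHC class II molecule, stood at 1586 ± 864 CPM (SD, n = 3 libraries) in cKO and 557 ± 439 in WT, a log2 fold change of 1.51 (standard error 0.64) with an adjusted p of 0.997 from edgeR. Cd74, the invariant chain, stood at 1646 ± 572 and 884 ± 585 CPM (log2 0.90, standard error 0.56). Vcan, a proteoglycan of monocytes, stood at 78.7 ± 44.1 and 25.8 ± 11.2 CPM (log2 1.61, standard error 0.58), and F13a1, a transglutaminase of macrophages, at 629 ± 310 and 244 ± 225 (1.36, standard error 0.59). S100a8, a calcium-binding protein of neutrophils, stood at 7.00 ± 2.66 and 2.29 ± 1.07 CPM (log2 1.61, standard error 1.18). None of the 10 MHC class II genes passed the test on its own, nor when adjusted over the list alone, and 9 of them had a positive fold change. As a group they were higher than the other genes, with a median of 0.69 (camera, two-sided, adjusted p = 2.76e-05; adjusted p = 0.127 with an estimated correlation). The list of infiltrating monocytes had a median of 1.63 with 20 of 20 genes positive (camera, adjusted p = 7.69e-25), and that of border-associated macrophages a median of 0.63 with 10 of 11 (adjusted p = 7.98e-05). That of neutrophils had a median of 0.69 with 16 of 19 (adjusted p = 0.0039). All 3 had an adjusted p of 0.113 with an estimated correlation. T and NK cell genes (-0.54) and B cell genes (-0.42) were not called (camera, adjusted p = 0.316 and 0.43). Of the 20 monocyte genes, 9 had every cKO library above every WT library and 0 every cKO library below, where chance gives 10% for both directions together and the genes are not independent (estimated correlation 0.487). Per library the mean of the monocyte list was 6.87 ± 0.59 in cKO and 4.88 ± 1.57 in WT, and the groups overlapped, as for border-associated macrophages and MHC class II (exact permutation test, two-sided, p = 0.2, 0.2 and 0.2). For neutrophils they were fully apart (p = 0.1 by the same exact permutation test, the smallest possible).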

Analyzing the 370 DEGs for downstream pathways using IPA, we found that a majority of the pathways (15/28) was involved in inflammation and/or immune responses. 

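Genes of the lysosome and of the proton pump that acidifies phagosomes stood higher in cKO IL than in WT IL. Ctsz, a lysosomal peptidase, stood at 1671 ± 252 CPM (SD, n = 3 libraries) in cKO and 907 ± 509 in WT, a log2 fold change of 0.88 (standard error 0.46). Lgmn, which encodes the protease legumain, stood at 4368 ± 1255 and 2361 ± 1136 CPM (0.89, standard error 0.47). Atp6v1a, a subunit of the vacuolar proton pump, stood at 310 ± 59.6 and 178 ± 116 CPM (0.80, standard error 0.48). Of 30 genes of lysosomal hydrolases and membrane proteins, 29 had a positive fold change and none passed the test on its own, over all genes or when adjusted over the list alone (edgeR, two-sided, lowest adjusted p = 0.997). As a group they were higher, with a median of 0.82, which is 1.05 above the median of all genes (camera, adjusted p = 5.51e-24; adjusted p = 0.113 with an estimated correlation). Of 17 genes of the pump, 16 were positive with a median of 0.63 (camera, adjusted p = 5.79e-10; adjusted p = 0.132 with an estimated correlation). Per library the groups overlapped: the mean log2 CPM of the lysosomal list was 7.58, 8.67 and 9.59 in the WT libraries of 18425180, 25166928 and 23087202 counts and 9.57 ± 0.31 in cKO, and that of the pump 5.74, 6.27 and 7.43 against 7.29 ± 0.17 (exact permutation test, two-sided, p = 0.3 for both). The 13 genes of the LXR/RXR pathway that the paper lists, which include the receptor Nr1h3 and its targets, had a median of 0.53, 0.76 above that of all genes, and 10 were positive (camera, adjusted p = 3.45e-05; adjusted p = 0.12 with an estimated correlation). The paper chose those 13 on these samples, so they are not independent evidence of direction. The call on the 13 was lost when genes needed 10 counts in every library (camera, adjusted p = 0.242) and with the sensory receptor share as a covariate (0.113). Their mean per library in the WT library of 23087202 counts, 8.74, lay above all 3 cKO libraries (exact permutation test, two-sided, p = 0.4).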

Interestingly, the top upregulated pathways included significant LXR/RXR activation (*p* = 7.15E-03), whose functions in microglia include regulating the expression of phagocytosis genes such as MerTK, and mediating transrepression at pro-inflammatory promoters^19^, along with the phagosome maturation pathways (Fig. 3a). 

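Nr1h3, which encodes the oxysterol receptor LXRa (chromosome 2, 91184061 to 91202834 in GRCm38), stood at 40.9 ± 5.12 CPM (SD, n = 3 libraries) in cKO IL and 22.8 ± 17.6 in WT IL, a log2 fold change of 0.84 (standard error 0.66). Apoe, a lipid carrier that LXR induces (chromosome 7, 19696109 to 19699188), stood at 45250 ± 5307 CPM in cKO and 29600 ± 35460 in WT (log2 fold change 0.61, standard error 0.78). Abca1, a transporter that exports cholesterol (chromosome 4, 53030787 to 53159895), stood at 3216 ± 571 CPM in cKO and 2127 ± 939 in WT (log2 fold change 0.60, standard error 0.45). Abcg1, another such transporter (chromosome 17, 31057675 to 31117988), stood at 457 ± 52.9 CPM in cKO and 281 ± 149 in WT (log2 fold change 0.70, standard error 0.54). Mertk, a receptor for the engulfment of dying cells (chromosome 2, 128698956 to 128802894), stood at 654 ± 120 CPM in cKO and 721 ± 193 in WT (log2 fold change -0.14, standard error 0.47). None of the 5 passed edgeR's test (two-sided, adjusted p = 0.997 for each), and none was at an unadjusted p under 0.05. Of the 13 genes of the list, 10 had a positive and 3 a negative fold change, with Ch25h at 0.94 and Mylip, which marks the LDL receptor for degradation, at -0.22. None passed when adjusted over the list alone, DESeq2 called none, and voom with quality weights was the 1 setting that called any of the paper's listed genes in IL, among them Nr1h3, Apoe, Abca1 and Abcg1 but not Mertk. The 13 were listed by the study from these samples and are not independent evidence of direction. In the WT IL libraries of 18425180, 25166928 and 23087202 counts Apoe was at 3227, 15670 and 69920 CPM, so the spread within WT exceeds the difference between the genotypes. Which group is cKO rests on the labels.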

Critical genes within the LXR/RXR pathway activation were significantly upregulated in cKO microglia compared to WT (*p* = 0.0014, Fig. 3b), including *Nr1h3* (encoding LXRa), *Apoe*, *Abca1*, *Abcg1, and Mertk*, where they work together to induce more phagocytosis of debris, including stroke-induced myelin debris which is rich in cholesterol^22^, and cholesterol export activity (Fig. 3c). Moreover, genes involved in phagocyte recruitment, recognition, and engulfment (Fig. 3d), as well as in phagolysosomal function and lipid metabolism (related to the digestion process of phagocytosis) were also significantly enhanced in the cKO microglia from both CL (Supplementary Fig. 3) and IL hemispheres (*p* < 0.0001, Fig. 3e–f).

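In IL, phagocytosis genes of the paper's lists stood higher in the cKO libraries, and no single gene passed the test. Cd14, a coreceptor for bacterial lipids (chromosome 18, 36725067 to 36726798 in GRCm38), stood at 879 ± 236 CPM (SD, n = 3 libraries) in cKO IL and 388 ± 209 in WT IL, a log2 fold change of 1.18 (standard error 0.49). Cd68, a lysosomal glycoprotein of phagocytes (chromosome 11, 69664213 to 69666153), stood at 1727 ± 291 and 951 ± 852 CPM (0.86, standard error 0.56). Tlr13, a receptor for bacterial RNA (chromosome X, 106143204 to 106160493), stood at 271 ± 132 and 101 ± 81.4 CPM in IL (1.42, standard error 0.58), and at 30.9 ± 14.1 and 8.98 ± 2.71 in CL (1.77, standard error 0.59). Ctsb, a lysosomal protease (chromosome 14, 63122462 to 63145923), stood at 10120 ± 2654 and 5109 ± 5226 CPM in IL (0.99, standard error 0.65). Saa3, an acute-phase protein (chromosome 7, 46711998 to 46715700), stood at 29.7 ± 23.9 and 4.36 ± 0.875 CPM (2.77, standard error 0.90), and Igf2r, the receptor that sorts lysosomal enzymes (chromosome 17, 12682406 to 12769664), at 374 ± 173 and 116 ± 80.5 (1.68, standard error 0.62). All had an adjusted p of 0.997 in IL from edgeR (two-sided).

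Of the 12 genes of recruitment, recognition and engulfment, all 12 were positive in IL with a median of 1.09, 1.33 above that of all genes. Of the 9 phagolysosomal genes all 9 were positive, with a median of 0.81, 1.04 above. Of the 11 lipid genes with counts all 11 were positive, with a median of 1.27, 1.51 above, and 4 passed when adjusted over the list alone. As groups all 3 were higher (camera, adjusted p = 1.2e-12, 1.83e-08 and 5.97e-11; adjusted p = 0.113 for each with an estimated correlation). Trex1, the other lipid gene, had 0 counts in every library. In CL, 11 of 12, 8 of 9 and 6 of 11 were positive, with medians of 0.56, 0.49 and 0.49, and no list was called (camera, adjusted p = 0.906, 0.906 and 0.883; for lipid genes the test ran downward). The mean log2 CPM of the phagocytosis list was 6.07 ± 0.40 in the cKO CL libraries and 5.48 ± 0.09 in the WT CL libraries, and that of the lipid list 4.84 ± 0.33 in cKO IL and 3.29 ± 0.82 in WT IL; in both, every cKO library lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). By the same exact permutation test, the groups were not fully apart for the phagocytosis list in IL (p = 0.2), the phagolysosomal list in IL and CL (p = 0.3 and 0.3) and the lipid list in CL (p = 0.2), where chance sets 10% fully apart. The paper chose these lists on these samples, so they are not independent evidence of direction. F10 of the lipid list is also a marker of monocytes, whose list stood higher in cKO IL too. From these lists the paper states that expression for all steps of phagocytosis was raised in cKO microglia. It also reports qPCR on independent RNA samples and a higher uptake of bioparticles by cKO microglia, which were not re-examined here. It proposes that increased phagocytosis helps to clear debris after stroke.

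**Figure D3:**
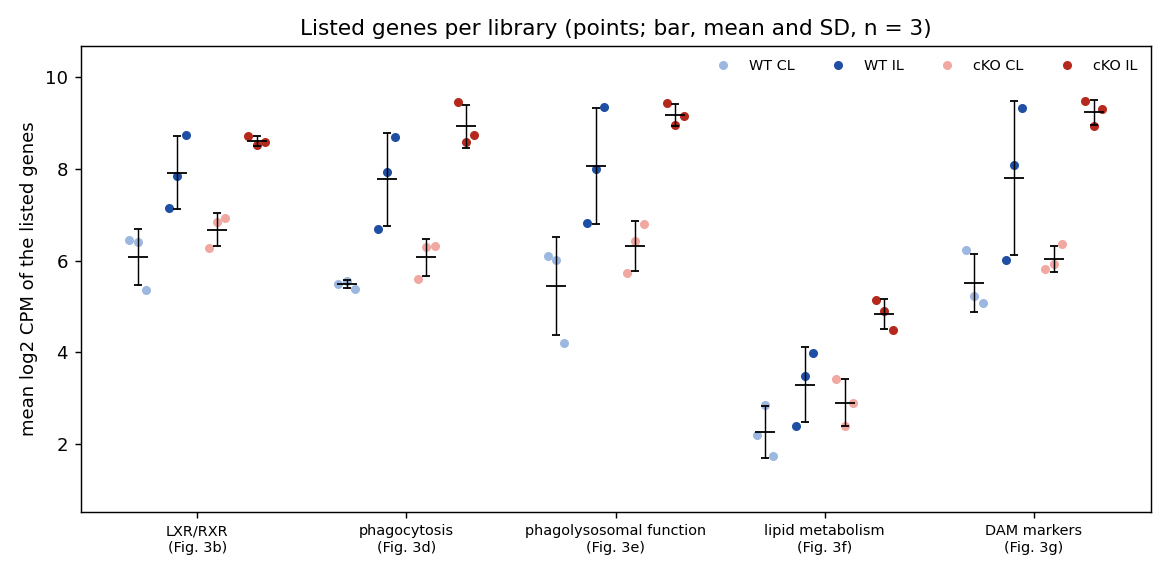
Mean log2 CPM of the paper's LXR/RXR, phagocytosis, phagolysosomal, lipid and disease-associated lists in each library, with a point for each library and a bar at each group's mean and SD (n = 3). In CL the 3 cKO libraries of the phagocytosis list, at 6.07 ± 0.40 (mean ± SD), lie above the 3 WT libraries at 5.48 ± 0.09.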

**Fig. 2:**
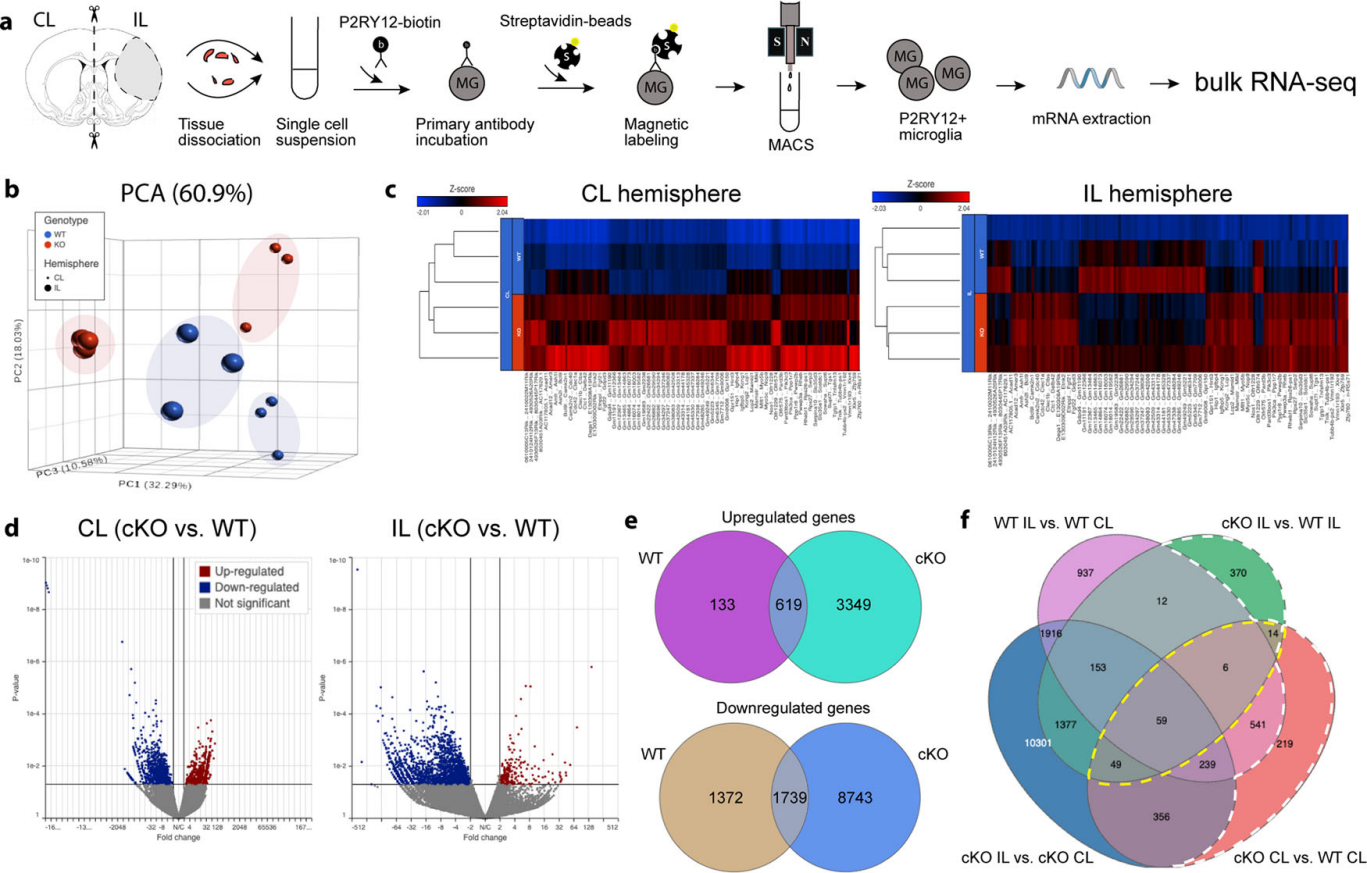
Post-stroke differential transcriptomic changes of P2RY12^+^ microglia from WT and *Nhe1* cKO mice. **a** Schematic illustration of P2RY12^+^ microglia isolation for bulk RNAseq on Illumina HiSeqX platform. **b** Principle component analysis plot showed separation of WT (blue) or cKO (red) data by their top three principal components. CL: small dots. IL: large dots. *N* = 3 biologically independent animals. **c** Heatmaps and unsupervised hierarchical clustering showing hemispheric microglial gene cluster changes. **d** Volcano plots of up- and downregulated genes. **e** Venn diagrams showing stroke-induced up- and downregulated genes in WT or cKO microglia (IL vs. CL). **f** Venn diagram with identified genes of interests for downstream pathway analysis.

**Fig. 3:**
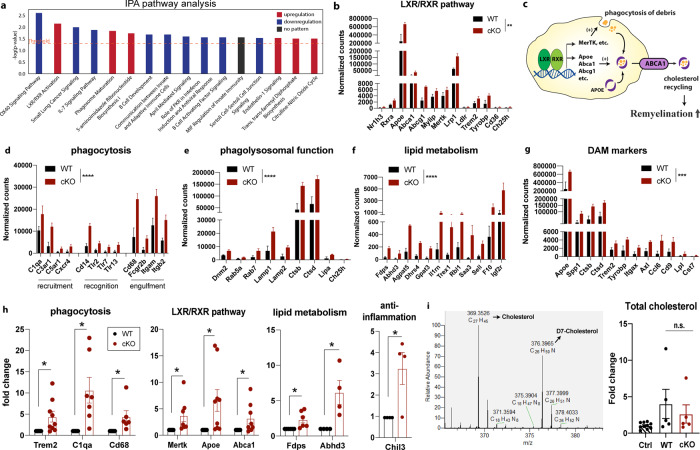
Upregulated transcriptomes of phagocytosis and LXR/RXR activation in the *Nhe1* cKO microglia. **a** Differentially up- and downregulated pathways from Ingenuity Pathway Analysis revealed elevated phagocytosis and LXR/RXR pathway activation in the cKO microglia. **b** Transcriptome analysis of genes regulated by LXR/RXR pathway in the IL hemispheres of WT and cKO microglia. **c** Illustration of the LXR/RXR activation in the regulation of phagocytosis and cholesterol metabolism. **d**–**g** Transcriptome analysis of genes relating to phagocytosis processes (recruitment, recognition, and engulfment), phagolysosomal function, lipid metabolism, and disease-associated microglia markers. *N* = 3 animals. **h** qPCR validation of genes for phagocytosis processes (*Trem2, C1qa, Cd68, Mertk*), LXR/RXR pathway activation (*Apoe, Abca1, Mertk*), lipid metabolism (*Fdps, Abhd3*), and restorative microglial marker (*Chil3*, for Ym1 protein) in the P2RY12^+^ microglia. *N* = 4-9 animals. **i** Measurement of total cholesterol content (normalized to internal control D7-cholesterol) in isolated P2RY12^+^ microglia from WT and cKO brains at 3-day post-stroke by LC-MS. Nonstroke CL hemisphere was used as control (Ctrl). *N* = 5 biologically independent samples. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

A recent report identified a new population of microglia in the context of Alzheimer’s disease, termed disease-associated microglia, with distinct features of elevated phagocytosis, phagolysosomal function, and lipid/cholesterol metabolism^23^, which shared many molecular signature markers with microglia in neurodegenerative diseases (MGnD)^24^. However, in our MCAO-induced stroke model, these gene signatures were elevated in both the lesioned IL hemisphere, and the non-lesion CL hemisphere. 

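In CL, 10 of the 12 genes of disease-associated microglia that the paper plots stood higher in cKO than in WT and 2 lower, with a median log2 fold change of 0.33. Apoe had a log2 fold change of 0.58 (standard error 0.78) there and Ctsb, a lysosomal protease, 0.49 (standard error 0.65). Spp1, osteopontin, had -0.89 (standard error 1.07). None passed the test, over all genes or when adjusted over the list alone (edgeR, two-sided, lowest adjusted p = 1), and none was at an unadjusted p under 0.05. The list was not called as a group, and the sign of the test, downward, is opposite to that of the median (camera, adjusted p = 0.961). Its mean log2 CPM was 6.03 ± 0.28 in the cKO CL libraries and 5.51 ± 0.63 in the WT CL libraries (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest possible). A wider list of 28 genes of this state, fixed from general knowledge, had a median of 0.39 in CL (camera, adjusted p = 0.961). In IL its median was 0.81 with 26 of 28 genes positive (camera, adjusted p = 6.71e-22; adjusted p = 0.113 with an estimated correlation). Per library the groups overlapped in IL, with the wider list at 8.93 ± 0.28 in cKO and 7.48 ± 1.80 in WT (exact permutation test, two-sided, p = 0.3). The test of a different cKO to WT change in IL and CL gave a median of 0.34 for the wider list (camera, adjusted p = 9.36e-07; adjusted p = 0.408 with an estimated correlation).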

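Spp1, which encodes osteopontin (chromosome 5, 104435118 to 104441050 in GRCm38), stood at 5490 ± 2733 CPM (SD, n = 3 libraries) in cKO IL and 1983 ± 2422 in WT IL, a log2 fold change of 1.47 (standard error 1.07). Cst7, an inhibitor of lysosomal proteases (chromosome 2, 150570415 to 150578944), stood at 21.9 ± 7.80 CPM in cKO and 7.12 ± 5.62 in WT (log2 fold change 1.62, standard error 0.90), and every cKO library lay above every WT library. Lpl, lipoprotein lipase (chromosome 8, 68880491 to 68907448), stood at 51.9 ± 39.8 CPM in cKO and 26.6 ± 18.0 in WT (log2 fold change 0.96, standard error 0.64). Ctsd, a lysosomal protease (chromosome 7, 142375911 to 142388038), stood at 5782 ± 1212 CPM in cKO and 3575 ± 2966 in WT (log2 fold change 0.69, standard error 0.60). Trem2, a lipid receptor of microglia (chromosome 17, 48346401 to 48354147), stood at 239 ± 84.7 CPM in cKO and 204 ± 61.7 in WT (log2 fold change 0.23, standard error 0.45), and Tyrobp, its adaptor (chromosome 7, 30413760 to 30417585), at 353 ± 56.5 CPM in cKO and 245 ± 225 in WT (log2 fold change 0.53, standard error 0.54). All 12 genes of the list had a positive fold change in IL, with a median of 0.76, 0.99 above that of all genes. None passed the test over all genes or when adjusted over the list alone (edgeR, two-sided, adjusted p = 0.997), and none was at an unadjusted p under 0.05. As a group the list was higher (camera, adjusted p = 1.04e-11; adjusted p = 0.113 with an estimated correlation). The study listed these genes from these samples, so they are not independent evidence of direction. Without the WT IL library of 18425180 counts, in which Spp1 was near its CL level, the median was 0.35 and the list was still called.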

While microglial responses are largely dependent on specific disease contexts, virtually all of the disease-associated microglia/MGnD signature genes reported^23,24^ were significantly elevated in the cKO stroke microglia (*p* = 0.0001, Fig. 3g). Using qRT-PCR in independent sets of RNA samples, we successfully validated the mRNA expressions for multiple important genes for phagocytosis, LXR/RXR pathway activation, and disease-associated microglia/MGnD signatures (Fig. 3h). Lastly, we conducted targeted LC-MS/MS for detection of free cholesterol content within isolated P2RY12^+^ microglia from WT or cKO brains, and observed that the cKO microglia exhibited similar levels of total cholesterol compared to the WT microglia (Fig. 3i).

### Microglial *Nhe1* cKO brains exhibited increased post-stroke microglial phagocytic activity and improved dendritic spine plasticity

We further tested whether the elevated transcriptome for all phagocytosis processes at 3-day post-stroke in Fig. 3 would translate into increased phagocytic activity in these cKO microglia. We previously reported similar infarct volume between the WT and cKO post-stroke mice^18^, therefore we assessed microglial phagocytic activity in hemispheric brain tissues in WT and cKO brains. Figure 4a-b illustrated that the *E.coli*-FITC^+^ bioparticle uptake occurred in the CD11b^+^/CD45^+^/P2RY12^+^ microglial population in WT brains (82.7 ± 6.7%). In contrast, nearly all of the CD11b^+^/CD45^+^/P2RY12^+^ microglial population (97.3 ± 0.6%) in post-stroke cKO brains displayed phagocytic activity of the bioparticles (*p* = 0.0047). In addition, microglial phagocytic activity in the non-stroke CL hemisphere from cKO brains was also significantly increased compared to the WT brains (Fig. 4b). These ex vivo data suggest that selective deletion of microglial *Nhe1* enhances their phagocytic activity in the non-lesion, as well as in the acute stroke tissues, which is in line with our RNAseq transcriptomic findings. However, additional in vivo assessment of microglial phagocytic activity is warranted in the future study.

**Fig. 4:**
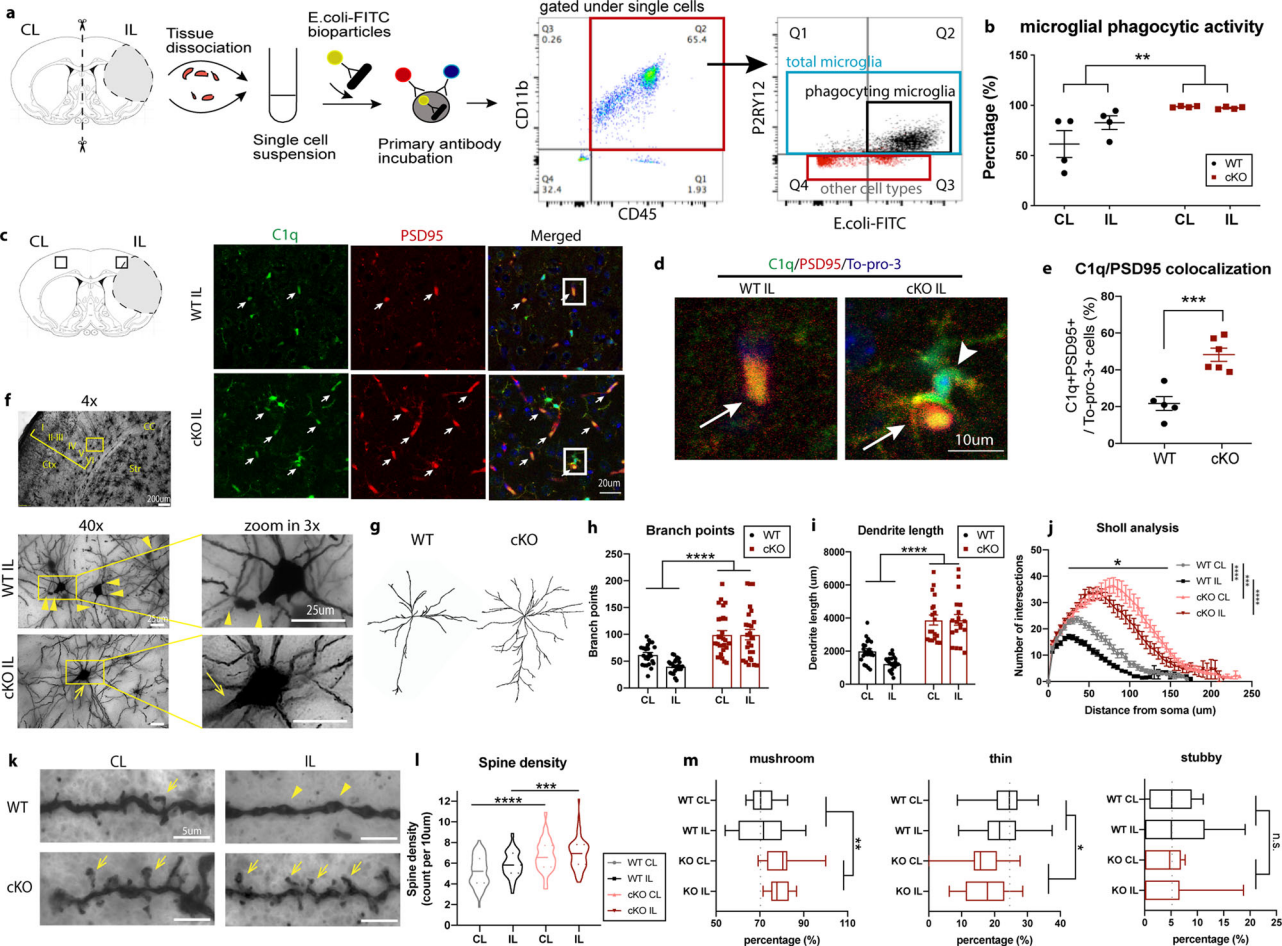
*Nhe1* cKO brains exhibited increased post-stroke microglial phagocytic activity and improved dendritic spine plasticity. **a** Isolation of CD11b^+^/CD45^+^/P2RY12^+^ microglial cells and gating strategies with engulfed *E.coli*-FITC^+^ bioparticles from the CL and IL hemispheres of WT and cKO brains at 3-day post-tMCAO. P2RY12^+^ containing *E.coli*-FITC^+^ population: Q2 (black). Nonmicroglial cells: Q3-4 (red) with a population of YFP^+^ cells in the FITC channel. **b** Quantification of microglial phagocytic activity. *N* = 4 animals. **c**. Representative staining images of C1q, PSD95, and To-pro-3 from the IL peri-lesion area at 3-day poststroke. Arrows: C1q^+^/PSD95^+^ colocalizing cells. **d** Enlarged images of colocalized C1q and PSD95 in IL peri-lesion brain area (from boxed areas in C). Arrow: C1q^+^/PSD95^+^ colocalizing cells. Arrowhead: C1q^+^ microglial cell. **e** Quantitative analysis of C1q^+^/PSD95^+^ colocalizing cells. *N* = 5–6 animals, 3 images per animal. **f** Representative 40x Golgi-Cox staining images of layer V neurons in the IL peri-lesion cortex of WT and cKO brains at 28-day post-stroke. Arrowheads: damaged/broken dendritic branches. Arrows: preserved/regrown dendritic branches. **g** Representative neuron morphology in the IL peri-lesion cortex of WT and cKO brains at 28-day post-stroke. **h** Sholl analysis of branching intersections in relation to distance from soma in neurons in the CL and IL peri-lesion cortex of WT and cKO brains at 28-day post-stroke. *N* = 24–28 neurons, from 4 brains per group, 3 areas per brain, 2–3 images per area. **i**–**j** Dendritic branch points and dendritic length from the same cohort of neurons as in h. **k** Representative 100x images of dendritic spines from the layer V neurons in the CL and IL peri-lesion cortex of WT and cKO brains at 28-day post-stroke. **l** Spine density from the secondary or tertiary dendrites were analyzed in same cohort of neurons as in h. Images were taken with z-stacked projection to include all spines from the dendrite. **m** Characterization of spine morphology. 100x images were analyzed as in k. Mushroom, stubby, and thin spines were counted and expressed as the percentage of all spine counts. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

As microglial phagocytosis is important for synapse pruning/remodeling in both healthy immature and mature brains^25–27^, or in injured brains^14,15^, we next investigated the impact of increased microglia phagocytosis on engulfment and clearance of the injured synaptic structures at the acute post-stroke phase and on the chronic post-stroke synapse remodeling. C1q is the initiating protein of the classical complement cascade, where its cleaved products attract phagocytes and tags target cells for elimination by phagocytosis, thus has been used as a marker for targets of microglial phagocytosis^28^. Of note, C1q is increased and associated with synapses in the context of Alzheimer’s disease^29^. Figure 4c shows that C1q associated with the post-synaptic density (PSD95) (C1q^+^/PSD95^+^ colocalizing puncta) were detected in the peri-lesion cortex of WT brains (~24% of total puncta) at 3 d post-stroke. Interestingly, the cKO mice exhibited increased number of C1q^+^/PSD95^+^ colocalizing puncta by 2.2-fold (*p* = 0.005) (arrows, Fig. 4c–e), along with phagocytosing microglial morphology showing increased C1q expression (arrowhead, Fig. 4d), an indication of microglia-mediated phagocytosis of synapses/dendritic spines^29^. Supplementary Figure 4 in assessing changes of the lysosomal marker LAMP1 expression further revealed that the inclusion of PSD95^+^ synapses within the LAMP1^+^ cells was more frequently detected in cKO post-stroke brains, compared to the WT brains (*p* < 0.0001). These data strongly suggest that deletion of microglial *Nhe1* enhanced microglial phagocytosis for stripping of injured dendritic spines during the acute phase post-stroke. More importantly, these changes may impact synapse remodeling in the chronic post-stroke recovery stage (Fig. 4f–m). Golgi-Cox staining and Imaris analysis of the peri-lesion cortical layer V pyramidal neurons revealed more damaged/broken neuronal dendrites of WT brains at 28-day post-stroke (**arrows**, Fig. 4f–g), while minimal damaged morphology was observed in the cKO brains (**arrowhead**, Fig. 4f–g). The layer V pyramidal neurons of the cKO brains exhibited increased number of total branch points (*p* < 0.0001, Fig. 4h) as well as increased total dendritic length (*p* < 0.0001, Fig. 4i). Sholl analysis of these cortical neurons highlighted significant increases in dendritic branching from the proximal (15 μm) to distal (145 μm) areas to the neuronal body in the cKO brains (*p* < 0.05, Fig. 4j). Importantly, a dramatic reduction in spine density was observed in the WT mice compared to the cKO mice at 28-day post-stroke (*p* < 0.0001; Fig. 4k–l). Moreover, morphology analysis of these dendritic spines revealed a significant increase in the proportion of mushroom-shaped spines (*p* = 0.0052), with reduced thin/filipodia spines (*p* = 0.015) in the cKO brains, compared to the WT (Fig. 4m). The stubby type of spines remains unchanged between the two groups (*p* = 0.34, Fig. 4m). These findings provide additional evidence that elevated microglial phagocytosis in the cKO brains at the early phase post-stroke could facilitate synaptic stripping for better synaptic remodeling.

Considering communications between microglia and infiltrated peripheral monocytes^30^, we further assessed changes of macrophages, neutrophil, and T cells in the spleen and their brain infiltration in WT and cKO mice with flow cytometry (Supplementary Figure 5a). Supplementary Figure 5b showed that similar cell counts of spleen CD11b^+^CD45^hi^ macrophages, CD11b^+^CD45^hi^Ly6G^+^ neutrophils, and CD3^+^ T cells were detected in WT and cKO sham mice. At 3-day post-stroke, no significant changes of spleen immune cells were detected in WT or cKO mice. These findings are consistent with reports that stroke did not significantly change the number of macrophages and neutrophils in the spleen^31^. In contrast, Supplementary Figure 5c showed that stroke led to an increased brain infiltration of macrophages, neutrophils, and T cells in WT as well as cKO mice, similar to other reports of stroke brains^31,32^. Taken together, our data imply that selective deletion of *Nhe1* in microglial cells did not significantly change either immune cell infiltration in stroke brains or immune responses in the spleen.

### *Nhe1* cKO microglia exhibited boosted oxidative phosphorylation metabolism transcriptome and function

How *Nhe1* cKO microglia increased their phagocytic function remains unknown. Within the 128 common DEGs from both hemispheres, our Gene Ontology analysis and Gene Set Enrichment Analysis showed significantly altered metabolism spectrum between WT and *Nhe1* cKO microglia (Fig. 5a-b). 

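Enzymes of glycolysis and of the TCA cycle stood higher in cKO than in WT in IL. Gapdh, a glycolytic dehydrogenase, stood at 460 ± 162 CPM (SD, n = 3 libraries) in cKO IL and 246 ± 129 in WT IL, a log2 fold change of 0.90 (standard error 0.48). Eno1, an enolase, stood at 409 ± 93.4 and 200 ± 144 CPM (1.03, standard error 0.56). Dld, a shared subunit of the pyruvate and oxoglutarate dehydrogenases, stood at 87.5 ± 23.9 and 45.0 ± 33.7 CPM (0.96, standard error 0.56). None of the 3 passed edgeR's test (two-sided, adjusted p = 0.997). In lists of enzymes fixed from textbook knowledge, 18 of 22 glycolytic genes and 22 of 22 TCA cycle genes were positive in IL, with medians of 0.59 and 0.68 (camera, adjusted p = 9.2e-07 and 1.43e-10; adjusted p = 0.127 and 0.145 with an estimated correlation). No gene of either list passed on its own, over all genes or when adjusted over the list alone. Per library the groups overlapped: the mean log2 CPM of the glycolytic list was 5.70, 6.25 and 6.78 in the WT libraries of 18425180, 25166928 and 23087202 counts and 6.83 ± 0.20 in cKO, and that of the TCA cycle list 4.78, 5.40 and 6.33 against 6.31 ± 0.27 (exact permutation test, two-sided, p = 0.2 and 0.3). In CL the medians were -0.12 and 0.13, and neither list was called (camera, adjusted p = 0.141 and 0.661), while 14 of the 22 TCA cycle genes were positive. The test of a different change in IL and CL gave adjusted p = 2.71e-06 and 6.88e-06 (camera), and 0.379 and 0.408 with an estimated correlation. Genes of cholesterol synthesis had a median of 0.37 in IL (camera, adjusted p = 0.0153; adjusted p = 0.164 with an estimated correlation), and this call was lost with scaling to total counts (0.0691). In CL their median was 0.14 (camera, adjusted p = 0.944). Targets of HIF1 had a median of 0.58 in IL (camera, adjusted p = 6.46e-05; adjusted p = 0.113 with an estimated correlation) and 0.11 in CL (adjusted p = 0.218). In IL every cKO library lay above every WT library in the mean of these lists of cholesterol synthesis and HIF1 (exact permutation test, two-sided, p = 0.1 for both, the smallest possible). In CL this held for cholesterol synthesis too, at 3.54 ± 0.11 log2 CPM in cKO and 2.63 ± 1.13 in WT. That difference was larger than the one in IL (0.907 against 0.349), but the WT CL library of 2091512 counts carries most of it. It lay at 1.333, against 3.208 and 3.349 in the other WT CL libraries. By the same exact permutation test p was 0.1 for cholesterol synthesis in CL, and 0.7 for HIF1, where the groups overlapped.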

We found upregulated energy metabolism in multiple processes in *Nhe1* cKO microglia, including glycolysis (*p* < 0.0001), the TCA cycle (*p* < 0.0001), and oxidative phosphorylation (*p* < 0.0001) (Fig. 5c–e). 

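In IL, most genes of the paper's glycolysis and TCA cycle lists stood higher in cKO than in WT, by less than 2-fold for most. Hif1a, a transcription factor that induces glycolytic genes (chromosome 12, 73901375 to 73947530 in GRCm38), stood at 683 ± 239 CPM (SD, n = 3 libraries) in cKO and 332 ± 268 in WT, a log2 fold change of 1.04 (standard error 0.67). Ldha, lactate dehydrogenase, stood at 300 ± 82.0 and 156 ± 137 CPM (0.94, standard error 0.55). Mtor, a kinase of growth signaling, had a log2 fold change of -0.05 (standard error 0.47). Idh3a, a subunit of isocitrate dehydrogenase, stood at 65.0 ± 6.47 and 30.5 ± 25.4 CPM (1.09, standard error 0.58), and Idh3g, another, had 0.69 (standard error 0.55). Of 9 glycolysis genes 8 were positive with a median of 0.31, 0.55 above that of all genes, and all 7 TCA cycle genes were positive with a median of 0.76, 1.00 above. None of the 16 passed edgeR's test, over all genes or when adjusted over its list alone (two-sided, adjusted p = 0.997), and none was at an unadjusted p under 0.05. As groups both lists were higher (camera, adjusted p = 0.000374 and 6.46e-05; adjusted p = 0.164 and 0.145 with an estimated correlation). Per library, the mean log2 CPM of the glycolysis list was 7.70 ± 0.24 in cKO and 7.10 ± 0.40 in WT, and that of the TCA cycle list 6.64 ± 0.34 and 5.77 ± 0.81; neither pair of groups was fully apart (exact permutation test, two-sided, p = 0.2 and 0.3). The glycolysis call was lost when genes needed 10 counts in every library (adjusted p = 0.127, camera) and with the sensory receptor share as a covariate (0.0848). With scaling to total counts the median of that list was 0.00, at an all-gene median of -0.62. These lists were chosen by the study on these samples and are not independent evidence of direction, which also rests on the labels.

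**Figure D4:**
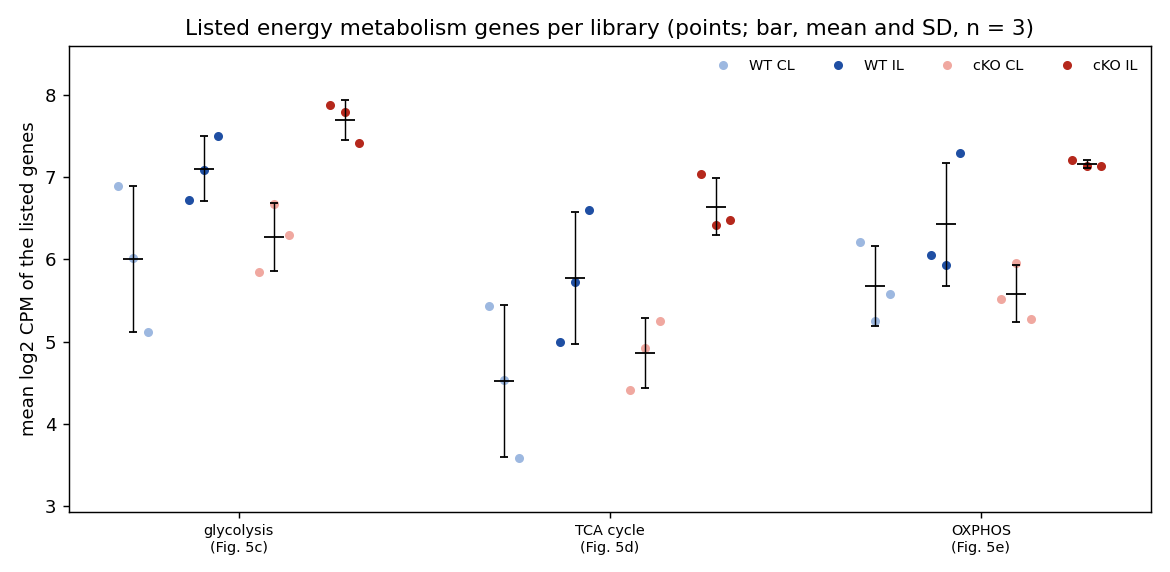
Mean log2 CPM of the paper's glycolysis, TCA cycle and oxidative phosphorylation lists in each library, with a point for each library and a bar at each group's mean and SD (n = 3). The WT IL libraries of the TCA cycle list, at 5.77 ± 0.81 (mean ± SD), overlap the cKO IL libraries at 6.64 ± 0.34.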

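Atp5b, a catalytic subunit of ATP synthase (chromosome 10, 128083273 to 128090391 in GRCm38), stood at 376 ± 68.2 CPM (SD, n = 3 libraries) in cKO IL and 186 ± 154 in WT IL, a log2 fold change of 1.01 (standard error 0.53). Ndufa13, a subunit of complex I, stood at 93.9 ± 18.9 CPM in cKO and 44.0 ± 36.8 in WT (log2 fold change 1.09, standard error 0.60). Sdha, of complex II (chromosome 13, 74322254 to 74350280), stood at 340 ± 73.2 CPM in cKO and 203 ± 142 in WT (log2 fold change 0.75, standard error 0.52), and Cox4i1, of complex IV, at 93.6 ± 26.6 CPM in cKO and 50.7 ± 48.0 in WT (log2 fold change 0.89, standard error 0.58). mt-Co1, the catalytic subunit of complex IV that mitochondria encode (the mitochondrial genome, 5328 to 6872), stood at 4317 ± 243 CPM in cKO and 2574 ± 790 in WT (log2 fold change 0.75, standard error 0.49). mt-Atp8 stood at 0.716 ± 0.334 CPM in cKO and 6.65 ± 10.5 in WT (log2 fold change -3.20, standard error 1.51), near the lower limit of detection. Of the 15 genes of the paper's oxidative phosphorylation list 13 were positive and 2, mt-Atp6 and mt-Atp8, negative, with a median of 0.72, 0.95 above that of all genes. None passed edgeR's test over all genes or when adjusted over the list alone (two-sided, adjusted p = 0.997). As a group the list was higher (camera, adjusted p = 2.3e-09; adjusted p = 0.113 with an estimated correlation). Per library its mean log2 CPM was 7.16 ± 0.04 in cKO and 6.43 ± 0.75 in WT (exact permutation test, two-sided, p = 0.4), and the WT library of 23087202 counts, at 7.289, lay above all 3 cKO libraries. The list was chosen by the study on these samples and is not independent evidence of direction. In lists fixed from textbook knowledge, all 37 nuclear genes of complex I and all 40 of complexes II to V were positive, with medians of 0.75 and 0.71 (camera, adjusted p = 2.55e-21 and 2.38e-25; adjusted p = 0.123 for both with an estimated correlation). The WT library of 23087202 counts lay above all 3 cKO libraries in the mean of both lists as well, at 5.73 and 6.69 (exact permutation test, two-sided, p = 0.4 for both), so the difference rests on the other WT libraries. None of these genes passed on its own. The 11 genes that mitochondria encode had a median of 0.45 with 8 positive (camera, adjusted p = 0.0258; adjusted p = 0.463 with an estimated correlation), and that call was lost with scaling to total counts (0.173). Per library their mean was lower in cKO, 6.89 ± 0.09 against 7.03 ± 0.47 (exact permutation test, two-sided, p = 0.7). mt-Nd4l (the mitochondrial genome, 9877 to 10173) was the 1 gene among them to pass when adjusted over the list alone, at 0.509 ± 0.0518 CPM in cKO and 22.0 ± 20.5 in WT. Its cKO level, like that of mt-Atp8, is near the lower limit of detection. The authors removed reads of mitochondrial DNA before alignment, so these counts are what remained.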

Importantly, multiple genes encoding mitochondrial complexes I-V were significantly upregulated (*p* < 0.0001, Fig. 5e). We next performed metabolism assays using Seahorse Extracellular Flux Analyzer, with pooled microglial cells from the CL hemispheres of WT and cKO stroke mice as the control groups, as no differences in microglial glycolytic metabolism were detected in naïve WT and cKO mice (Supplementary Figure 6). Seahorse mitochondrial stress tests showed that ischemic stroke stimulated basal and maximal mitochondrial respiration rates in WT microglia (*p* = 0.0063 and *p* = 0.018, respectively; Fig. 5f–g), possibly due to feedback mechanisms to ramp up microglial activation under inflammatory environment^33^. Interestingly, compared to WT microglia, the cKO microglia further accelerated basal and maximal mitochondrial respiration, as well as ATP-linked respiration (*p* = 0.0003, *p* = 0.0007, and *p* = 0.0057, respectively; Fig. 5f–g). Moreover, Fig. 5h–j showed that microglial cells from the nonlesion CL hemispheres displayed low basal glycolysis-mediated extracellular acidification rate (ECAR), an indirect analysis of the glycolytic rate of cells^34^. Stroke triggered significant stimulation of glycolysis in WT microglia, reflected by the increased basal glycolysis, as well as glycolytic capacity (Fig. 5h–i). In contrast, cKO microglial cells exhibited significantly slower ECAR, indicating less H^+^ extrusion rate and reduced glycolysis (Fig. 5h–i). Overall, the bioenergetics profile of WT and cKO microglia in Fig. 5j clearly demonstrated that microglia from the non-lesion CL brain tissues are less energetic with low respiration and glycolysis. WT microglia of stroke brains significantly ramped up their glycolytic activity than mitochondrial oxidative phosphorylation and thus showed more glycolytic phenotype. In contrast, the cKO microglia of stroke brains relied more on the oxidative phosphorylation for their energy demand (Fig. 5j). These data suggest that reduced glycolysis in the cKO microglia after stroke likely resulted from less NHE1-mediated H^+^ extrusion and more acidic pH_i_, preventing Warburg effect on stimulating glycolysis^35^. These data strongly suggest that loss of microglial NHE1 protein in the *Nhe1* cKO brains plays an important role in fine-tuning microglial glycolytic and oxidative phosphorylation metabolism to provide ATP fuels in meeting their energy demands in phagocytic functions.

**Fig. 5:**
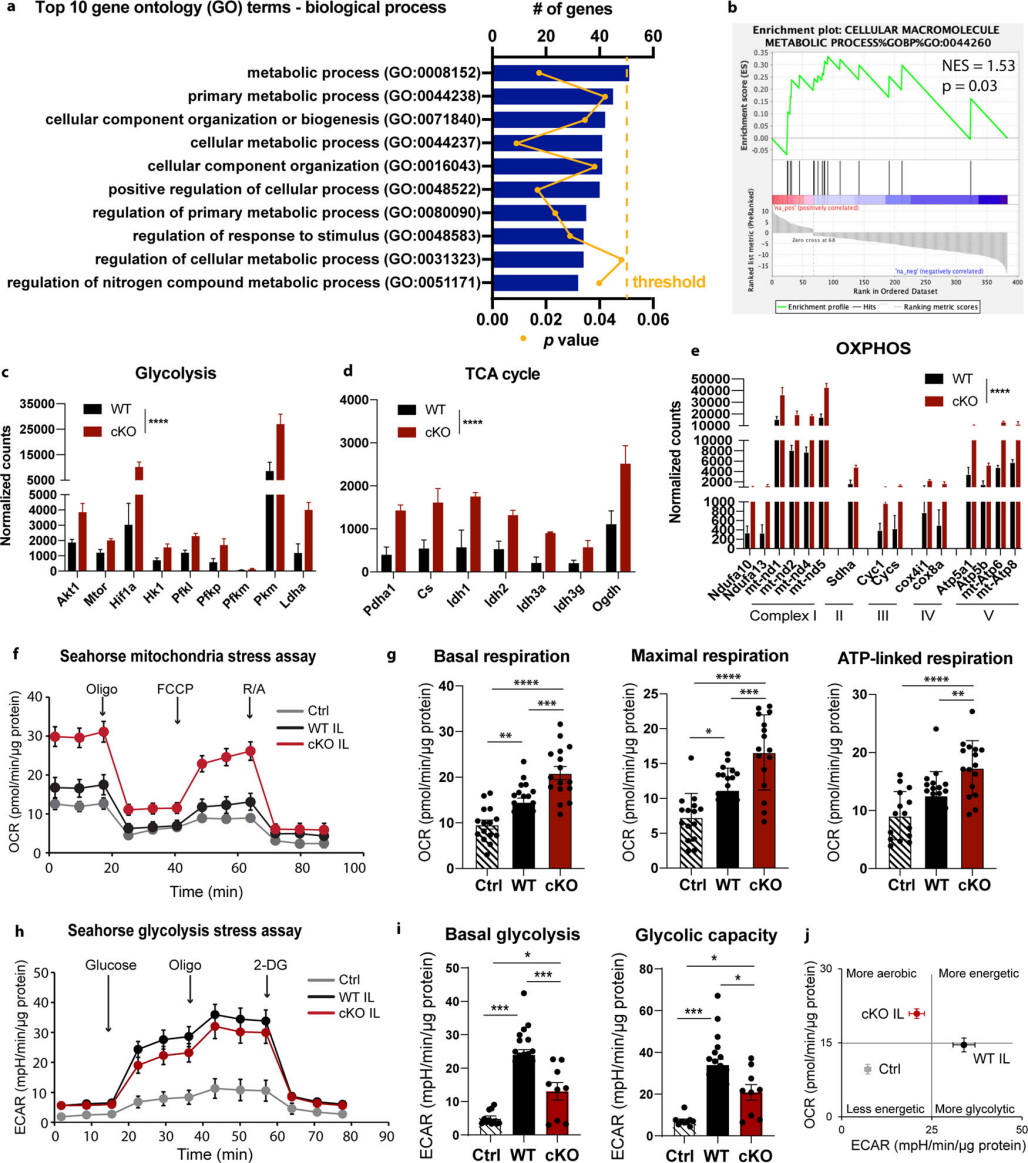
*Nhe1* cKO microglia showed accelerated oxidative phosphorylation and ATP-linked respiration. **a**–**b** Top 10 Gene Oncology terms in biological process, and Gene Set Enrichment Analysis analyzed with DEGs from Fig. 2D. **c**–**e** Transcriptome analysis of genes relating to glucose metabolism processes, including glycolysis, TCA cycle, and oxidative phosphorylation. *N* = 3 animals. **f**–**g** Oxygen consumption rate (OCR) measured by mitochondrial stress test using Seahorse Extracellular Flux Analyzer in isolated P2RY12^+^ microglial cells. As we observed similar results in non-lesion CL hemispheres from WT and cKO brains, these samples were pooled to represent as the non-lesion control (Ctrl). *N* = 15-20 measurements, from 3-4 independent experiments. **h**–**i** Extracellular acidification rate (ECAR) measured by Seahorse Extracellular Flux Analyzer in isolated P2RY12^+^ microglial cells. CL hemispheres from WT and cKO were pooled as the non-lesion control (Ctrl). *N* = 9-20 measurements, from 3 independent experiments. **j** Snapshot of bioenergetic profile of P2RY12^+^ microglia cells. Data are mean ± SEM. **p < 0.01, ***p < 0.001, ****p < 0.0001.

### *Nhe1*cKO mice showed stimulated white matter myelination and oligodendrogenesis

We previously detected high number of mature oligodendrocytes (APC^+^) in the corpus callosum (CC) and external capsule (EC) of cKO brains at 14 d post-stroke, which correlated with poststroke functional improvement^18^. However, the underlying mechanisms are not well understood. Accumulating evidence shows that microglial phagocytosis plays an important role in the clearance of myelin debris and stimulating remyelination^8,9^. We thus tested whether cKO mice exhibited stimulated oligodendrogenesis and white matter myelination. Indeed, we detected that in all myelinated axons from the medial portion of CC, myelin integrity was severely disrupted and the slope of g-ratio relative to axon diameter was significantly increased for the stroke-injured hemisphere of WT mice, indicating thinner myelin for a given axon diameter^36^ in the WT mice, but not in the post-stroke cKO mice (Fig. 6a) or in the non-stroke hemispheres of either WT or cKO mice (Supplementary Fig. 7a). Especially, the difference was most apparent in small to medium-sized axons while in large axons there was no difference (Supplementary Fig. 7b). As reported, in the CC of normal adult mice, approximately 60–70% of axons are unmyelinated and these axons do not exceed 0.6 μm in diameter^37^. Thus, the greater myelination of small to medium diameter axons could result from myelination of these axons that were not myelinated in normal circumstances^37^, which was also correlated with behavioral improvement^37^. We also detected significantly enhanced myelination of CC in the cKO brains (midline thickness at the same bregma level (Supplementary Fig. 7c) at 3–14-day post-stroke compared to WT brains (Fig. 6b). Moreover, as another integral part of white matter tissues, axons can also present damages in demyelination lesions, which may represent a stronger correlation with functional loss in human MRI studies^38^. We detected significantly decreased accumulation of SMI32 and APP intensities in the CC of cKO brains compared to the WT brains (*p* = 0.031 and *p* = 0.0025, respectively; Fig. 6c), both of which are indications of damaged axons and have been found in demyelinating lesions^39^.

**Fig. 6:**
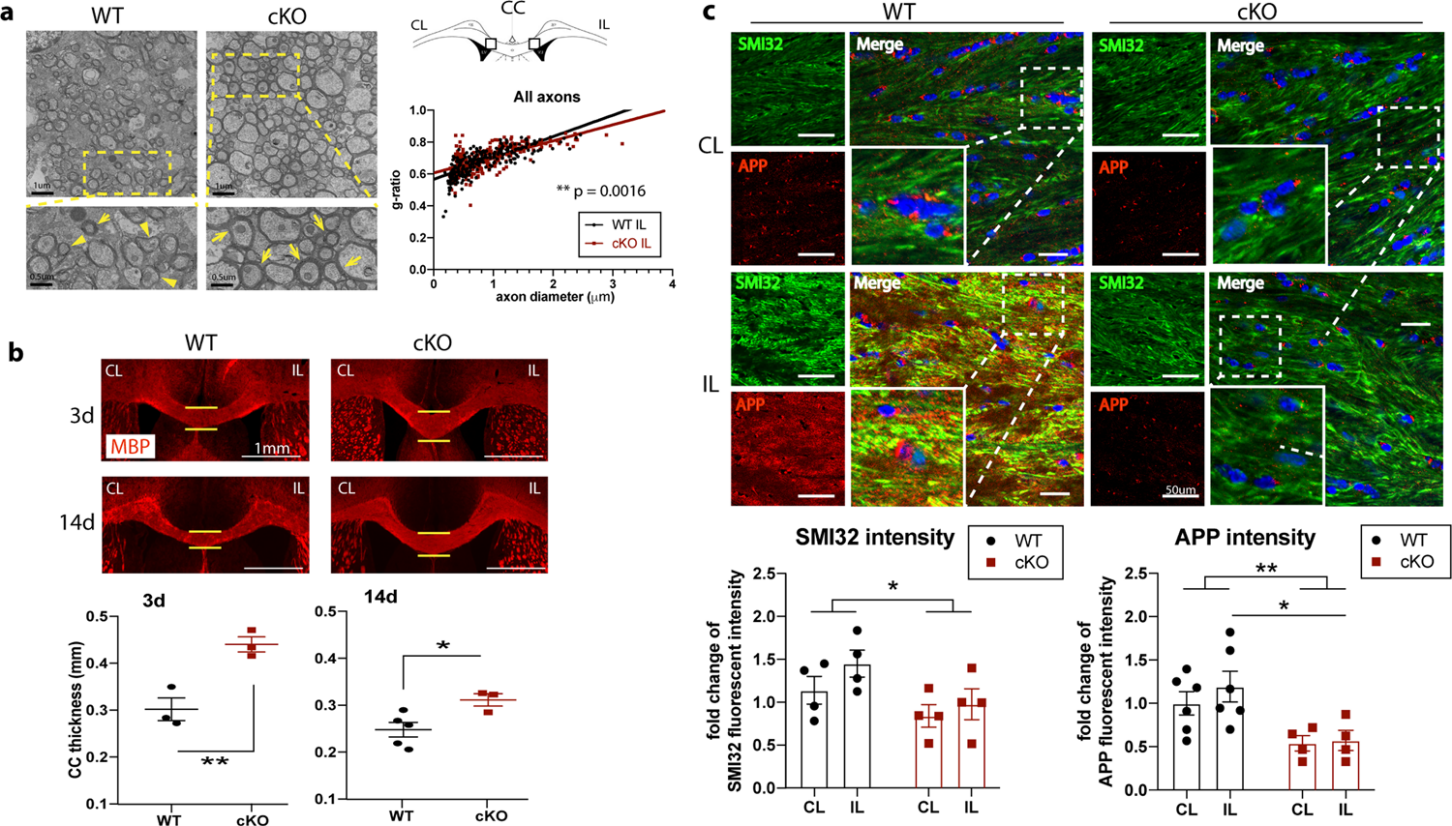
Microglial *Nhe1* cKO mice exhibited increased white matter resistance to ischemic stroke. **a** Representative images and g-ratio from axons in the medial corpus callosum (CC) by transmission electron microscopy (TEM). *N* = 30 myelinated axons per image, 3 images per animal, from 3 biological independent animals per group; totaling ~270 myelinated axons per group. Slopes from the linear regressions in WT or cKO mice were compared. **b** Increased CC thickness (at same bregma level) in *Nhe1* cKO mice at 3 and 14 d post-stroke by MBP staining. *N* = 3–5 animals. **c** Representative images and quantitative analysis of SMI32 and APP intensity in CL and IL peri-lesion area of CC from WT or *Nhe1* cKO mice at 3 d post-stroke. *N* = 4–6 animals. Data are mean ± SEM. *p < 0.05, **p < 0.01.

In assessment of oligodendrogenesis and cell death, quantification of OPC counts (NG2^+^Olig2^+^), proliferative OLs (Ki67^+^Olig2^+^), and apoptotic OLs (Caspase3^+^Olig2^+^) were conducted at baseline (naïve, Supplementary Fig. 7d), and 3–28-day post-stroke in the CC of WT and cKO brains (Fig. 7a–c). Figure 7a–c**(first column)** and Supplementary Fig. 7d showed higher percentage of OPCs (NG2^+^Olig2^+^; 1.5-fold, *p* = 0.016) and lower apoptotic OL populations (Caspase3^+^Olig2^+^; 0.5-fold, *p* = 0.0031) in the CC of naïve cKO brains than the WT brains, while similar counts of proliferative OLs (Ki67^+^Olig2^+^; *p* = 0.25) were detected in the naïve WT and cKO brains. These naïve cKO brains concurrently exhibited increased thickness of CC (Supplementary Figure 7d). On the other hand, stroke led to a 51.8 % initial decrease of NG2^+^Olig2^+^ OPCs in WT brains at 3-day post-stroke, which did not further decline at 14–28-day post-stroke (Fig. 7a). In comparison, the cKO brains showed significantly higher levels of NG2^+^Olig2^+^, Ki67^+^Olig2^+^, than the WT brains throughout 3–28-day post-stroke (Fig. 7a–b), with elevated NG2^+^Olig2^+^ and Ki67^+^Olig2^+^ counts both at the acute 3-day post-stroke (2.3-fold, *p* = 0.0005 and 2.8-fold, *p* < 0.0001, respectively) and the 28-day post-stroke chronic phase (1.8-fold, *p* = 0.036 and 1.3-fold, *p* = 0.016, respectively; Fig. 7a–b). The apoptotic Caspase3^+^/Olig2^+^ cells in the WT brains occurred early at 3-day post-stroke (2.8-fold, *p* < 0.0001) and remained significantly elevated at 28-day post-stroke (2.5-fold, *p* = 0.0069) (Fig. 7c). Interestingly, the cKO brains exhibited transient but delayed apoptosis of the Olig2^+^ cells at 14 d post-stroke, which were quickly reduced to the baseline level by 28-day poststroke (Fig. 7c). Because we detected an increased number of APC^+^ mature oligodendrocytes in the cKO brains at 14 d post-stroke^18^, we further tested whether the differentiation rate was also accelerated in these oligodendrocyte lineage cells from an earlier phase in cKO brains. Indeed, H3 lysine 9 trimethylation (H3K9me3), a post-translational histone modification marker for OPC differentiation^40^, was concurrently elevated in these Olig2^+^ cells in the cKO brains at 3-day post-stroke (1.4-fold, *p* = 0.030), further evidence of accelerated OPC differentiation in the cKO brains (Fig. 7d). The ECs of WT and cKO brains show similar changes in NG2^+^Olig2^+^, Ki67^+^Olig2^+^, and Caspase3^+^Olig2^+^ cell counts as in CC (Supplementary Fig. 8). Taken together, our study clearly demonstrates that specific deletion of microglia *Nhe1* stimulates early oligodendrogenesis and OPC differentiation under normal physiological and ischemic conditions that result in increased resistance/tolerance of white matter to ischemic injury.

**Fig. 7:**
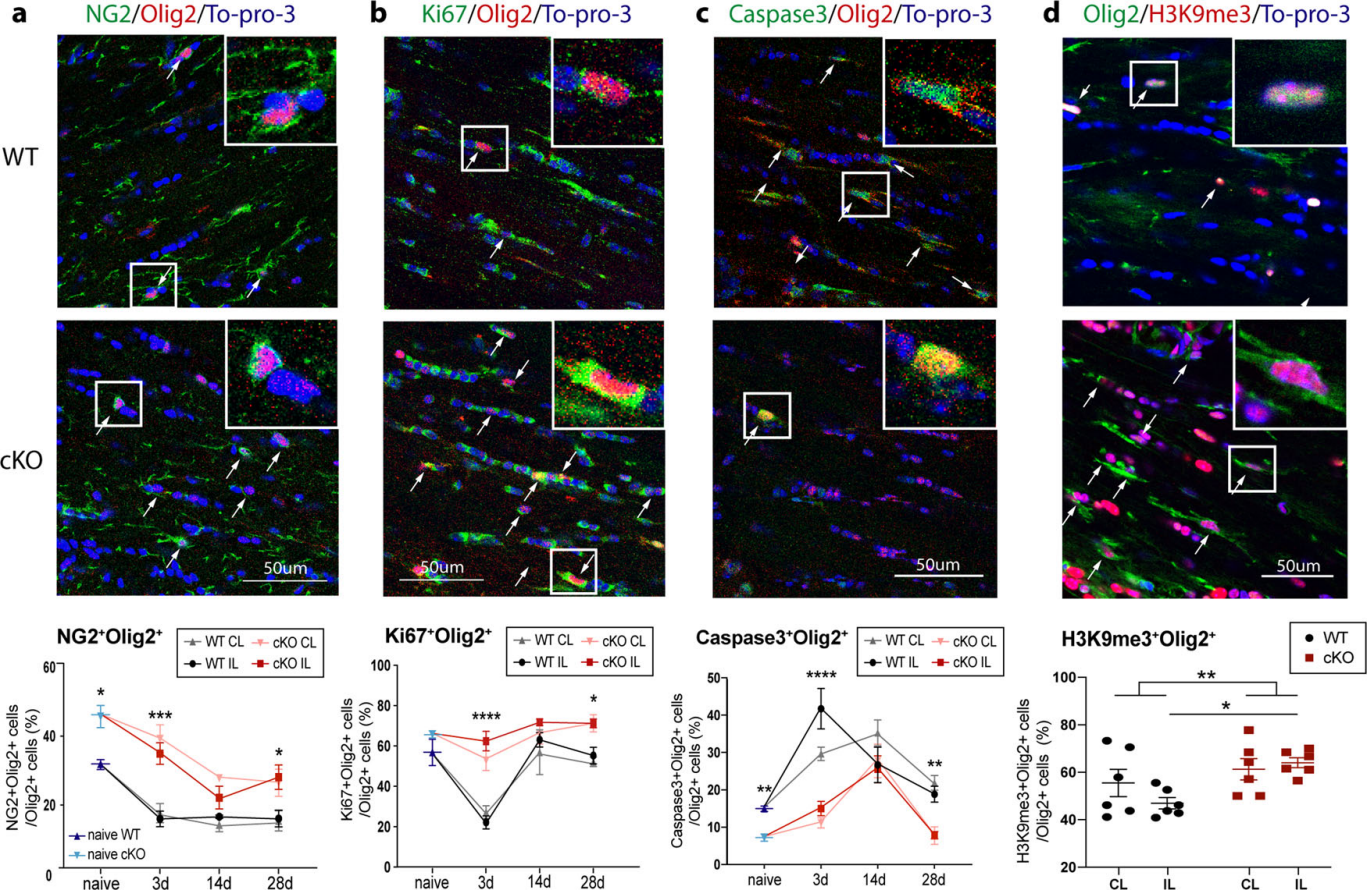
Increased oligodendrogenesis contributed to enhanced myelination in the microglial *Nhe1* cKO mice. **a**–**c** Representative images and quantitative analysis of NG2^+^/Olig2^+^, Ki67^+^/Olig2^+^, and Caspase3^+^/Olig2^+^ cells in CL and IL hemispheres of CC. **d** Changes of OPC differentiation marker H3K9me3 expression in CC at 3 d post-stroke. *N* = 3 animals for naïve (non-stroke) mice; *N* = 6–7 animals for 3d post-stroke; *N* = 3–4 for 14d post-stroke; *N* = 3–4 for 28d post-stroke. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

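Cd68, a glycoprotein of phagolysosomes, rose after stroke in both genotypes, by log2 3.52 (standard error 0.62) in WT (edgeR, two-sided, adjusted p = 0.0197) and 3.95 (standard error 0.63) in cKO (adjusted p = 0.0087). Abca1, a cholesterol exporter, rose by 2.19 (standard error 0.47) in WT (adjusted p = 0.0378) and 2.37 (standard error 0.47) in cKO (adjusted p = 0.0131). Nr1h3, which encodes LXRa, passed the test in cKO (2.71, standard error 0.70, adjusted p = 0.0357) and not in WT (1.46, standard error 0.68, adjusted p = 0.255), and its difference between the genotypes did not pass (interaction, adjusted p = 1). Of 12 phagocytosis genes 7 rose in WT and 9 in cKO, of 9 phagolysosomal genes 3 and 6, of 11 lipid genes 1 and 3, and of 13 LXR/RXR genes 4 and 5. When adjusted over each list alone the numbers were 11 and 12, 7 and 7, 1 and 5, and 7 and 8. The paper chose these lists on these samples, and their counts are not independent evidence of direction. As groups the phagocytosis, phagolysosomal and LXR/RXR lists were higher in IL in both genotypes, with medians of 2.40, 2.89 and 1.46 in WT and 2.73, 2.99 and 2.36 in cKO (camera, adjusted p of at most 1.82e-07 in WT and 1.45e-09 in cKO). With an estimated correlation the adjusted p was at least 0.287 in WT, and 0.0699 for each in cKO. The lipid list was called in cKO (median 1.98, adjusted p = 7.48e-07; adjusted p = 0.0699 with an estimated correlation) and not in WT (0.78, adjusted p = 0.106). The test of a different stroke response in cKO and WT gave medians of 0.38 for the phagocytosis, 0.26 for the phagolysosomal, 1.42 for the lipid and 0.04 for the LXR/RXR list (camera, adjusted p = 0.00078, 0.0114, 1.17e-05 and 0.0531). With an estimated correlation none was called, the lowest adjusted p being 0.379.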

We observed that the post-stroke cKO microglia exhibited increased transcriptome profiles for all processes in phagocytosis (recruitment, recognition, engulfment, and digestion), and stimulated LXR/RXR pathway activation, a regulatory pathway that stimulates phagocytosis and promote anti-inflammatory responses in microglial cells^19^. As a result, we concurrently detected increased phagocytic activity in these cKO microglia, and enhanced oligodendrogenesis and remyelination in poststroke cKO mice. It is worth mentioning that circulating monocytes can also become phagocytic and beneficial for debris clearance upon ischemic injury^30^. However, we did not detect differences in CD11b^+^CD45^high^ macrophage cell counts or other infiltrated immune cells between the WT and cKO brains through 3–14-day post-stroke (Supplementary Fig. 5). These findings suggest that the microglial NHE1 protein is involved in modulating microglial phagocytic function, which subsequently impacts post-injury brain repair.

Accumulating evidence suggests that disease-associated microglia are activated by sensing the neurodegeneration-associated molecular patterns in the brain, such as apoptotic neurons, myelin debris, and lipid degradation products^41^, and play a protective role by expressing a unique signature of genes relating to phagocytosis and lipid metabolism^23^, such as *Apoe, Ctsd, Lpl, Tyrobp, Trem2, Cd9*, and *Cst7*, etc. Interestingly, the *Nhe1* cKO microglia showed similar upregulation of these genes after ischemic stroke. These unbiased data indicate that suppression of microglial *Nhe1* promotes microglial transcriptomes upon ischemic stroke injury which resemble those disease-associated microglia phenotypes. 

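Several genes of disease-associated microglia rose after stroke in the sorted cells of both genotypes. Spp1, osteopontin, rose by log2 6.85 (standard error 1.36) in WT (edgeR, two-sided, adjusted p = 0.036) and by 9.21 (standard error 1.50) in cKO (adjusted p = 0.0087). Apoe, a lipid carrier, rose by 3.75 (standard error 0.87) in WT (adjusted p = 0.0487) and 3.79 (standard error 0.87) in cKO (adjusted p = 0.0235). Tyrobp, the adaptor of TREM2, rose by 2.59 (standard error 0.57, adjusted p = 0.0417) and 2.51 (standard error 0.57, adjusted p = 0.022). Ctsd, a lysosomal protease, passed in cKO (2.91, standard error 0.65, adjusted p = 0.0199) and not in WT (2.56, standard error 0.64, adjusted p = 0.0602). Cd9, a tetraspanin, had 1.88 (standard error 0.51) in cKO (adjusted p = 0.0428) and 2.05 (standard error 0.51) in WT (adjusted p = 0.0605). Trem2 passed in neither genotype (1.18 and 1.22), nor did Lpl, lipoprotein lipase (0.67 and 1.36). Of the 12 listed genes 5 rose in WT and 8 in cKO, and 10 and 12 when adjusted over the list alone. The study chose them on these samples, so the counts are not independent evidence of direction. Per library the mean log2 CPM of the 12 was 9.24 ± 0.27 in cKO IL and 6.03 ± 0.28 in cKO CL, fully apart (exact permutation test, two-sided, p = 0.1, the smallest possible). In WT it was 7.81 ± 1.68 in IL and 5.51 ± 0.63 in CL, and the groups overlapped (p = 0.2 by the same exact permutation test). The wider list of 28 had 13 that rose in WT and 18 in cKO, with medians of 2.42 and 2.98 (camera, adjusted p = 1.16e-13 and 1.41e-24; adjusted p = 0.339 and 0.0699 with an estimated correlation). No listed gene passed the test of a different stroke response in cKO and WT (edgeR, interaction). The 12 as a group had a median of 0.43 in it (camera, adjusted p = 0.000178; adjusted p = 0.408 with an estimated correlation).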

A more precise transcriptome profiling of these *Nhe1* cKO microglial cells with a better separation of different subcluster populations is needed, which can be investigated with single-cell RNAseq in future studies.

Additionally, the LXR/RXR pathway is also known for its key roles in regulating cholesterol efflux activity, especially in astrocytes and neurons^19^. While it remains unclear how LXR/RXR activation may impact cholesterol transport in microglial cells, an increased accumulation of cholesterol in microglial cells could induce formation of proinflammatory microglial foam cells and/or prohibit cholesterol recycling to neurons and oligodendrocytes for remyelination^42,43^. A significantly elevated anti-inflammatory marker *Chil3* (encoding Ym1 protein) was detected in the post-stroke cKO microglia, indicative of a transformation to the restoring microglial phenotype^44^. Moreover, compared to its non-lesion hemisphere, or to the post-stroke WT microglia (Fig. 2d-e), the post-stroke cKO microglia displayed a large number of downregulated genes that were mostly involved in inflammatory responses, such as the OX40 signaling pathway (Fig. 3a) involving in NF-kB activation^45^. This is consistent with the previous report that NHE1 blockade inhibited NF-kB activation^46^. However, we did not detect significant changes of the total cholesterol content in WT and cKO microglia; this could be masked by a dynamic balance of enhanced phagocytosis (of cholesterol-rich myelin debris) and concurrently elevated cholesterol export activity, both of which are downstream functions of the LXR/RXR activation^19^. 

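Chil3 encodes Ym1, a chitinase-like protein of alternatively activated macrophages (chromosome 3, 106147554 to 106167564 in GRCm38). In IL it stood at 343 ± 280 CPM (SD, n = 3 libraries) in cKO and 57.1 ± 62.6 in WT, a log2 fold change of 2.59 (standard error 0.81). The cKO IL libraries ran from 147 to 663 CPM and the WT IL libraries from 4.78 to 126, so every cKO library lay above every WT library. In CL it stood at 8.55 ± 2.62 CPM in cKO and 0.948 ± 0.903 in WT, a log2 fold change of 3.04 (standard error 0.90). Over all genes neither passed edgeR's test (two-sided, adjusted p = 0.997 in IL and 1 in CL), although Chil3 was past the study's thresholds in both hemispheres. In IL it passed with no filter on low counts and with voom and quality weights. After stroke it rose in WT by log2 5.77 (standard error 0.98, edgeR, adjusted p = 0.0196) and had 5.32 (standard error 0.92) in cKO (adjusted p = 0.00912). The difference of the cKO to WT change between IL and CL was not called, and its error allows a change either way (-0.45, standard error 1.14, adjusted p = 1 from edgeR). Chil3 is also a marker of monocytes that enter the brain, and others of that list stood higher in cKO IL. Ccl9, a chemokine of myeloid cells, stood at 137 ± 92.6 CPM in cKO and 41.1 ± 36.1 in WT (1.74, standard error 0.66), and F10, coagulation factor X, at 152 ± 73.2 and 46.1 ± 38.7 (1.72, standard error 0.65). Neither passed edgeR's test.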

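Genes of OX40 signaling and of NF-kB were not called lower as groups in cKO IL with TMM scaling. Traf5, an adaptor of OX40, stood at 22.1 ± 1.32 CPM (SD, n = 3 libraries) in cKO IL and 37.9 ± 23.0 in WT IL, a log2 fold change of -0.78 (standard error 0.70), and Relb, a subunit of NF-kB, at 87.5 ± 17.7 and 135 ± 84.4 (-0.63, standard error 0.61). Ccl2, a chemokine for monocytes, stood at 136 ± 22.9 CPM in cKO IL and 57.1 ± 51.8 in WT IL (1.25, standard error 0.60), and Cxcl2, one for neutrophils, at 263 ± 70.7 and 107 ± 80.4 (1.30, standard error 0.65). No gene of either list passed the test, over all genes or when adjusted over its list alone (edgeR, two-sided, adjusted p = 0.997). Of 18 genes of OX40 signaling and T cell costimulation, 12 had a negative fold change in cKO IL, with a median of -0.46 (camera, adjusted p = 0.309; adjusted p = 0.619 with an estimated correlation). The list was called lower with scaling to total counts (0.0335) or TMM from abundant genes (0.0393). Of 20 genes of NF-kB and inflammatory cytokines 13 were positive, with a median of 0.30 (camera, higher, adjusted p = 0.0138; adjusted p = 0.228 with an estimated correlation). With scaling to total counts their median was -0.04 and the call was lost (0.197). Per library the mean log2 CPM of the NF-kB list was 6.498 ± 0.233 in cKO IL and 6.105 ± 0.154 in WT IL. Every cKO library lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest possible).

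After stroke, the list of NF-kB and inflammatory cytokines was called higher by camera in both genotypes, and in neither with an estimated correlation. Ptgs2, which makes prostaglandins, rose in cKO from 4.49 ± 4.12 to 143 ± 35.3 CPM (log2 4.98, standard error 0.90, adjusted p = 0.0102 from edgeR), and Il1b, interleukin 1 beta, from 39.0 ± 16.6 to 190 ± 24.2 (2.29, standard error 0.57, adjusted p = 0.0326). Of the NF-kB list 4 genes rose and none fell in cKO, and 9 rose when adjusted over the list alone (median 1.20; camera, adjusted p = 1.01e-07; adjusted p = 0.0699 with an estimated correlation). In WT 1 rose and none fell, and 10 rose when adjusted over the list alone (median 1.45; camera, adjusted p = 4.42e-09; adjusted p = 0.242 with an estimated correlation). The OX40 list had a median of -0.63 in cKO, where the test ran upward (camera, adjusted p = 0.513), and 0.35 in WT (adjusted p = 0.0354; adjusted p = 0.359 with an estimated correlation). Per library the mean of the OX40 list was 4.55 ± 0.15 in cKO IL and 5.01 ± 0.16 in cKO CL, with every IL library below every CL library (exact permutation test, two-sided, p = 0.1, the smallest possible), and 4.88 ± 0.45 in WT IL and 4.24 ± 0.83 in WT CL (p = 0.3). Neither list was called for a different stroke response in cKO and WT (camera, interaction, adjusted p = 0.192 and 0.846).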

Additional measurements on the specific changes in cholesterol metabolism as well as transport activities in WT and cKO microglia are warranted in future studies.

We also compared stroke-induced differential pathway changes between CL and IL hemispheres from WT or cKO brains using IPA (Supplementary Fig. 9a). 

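Plaur, the urokinase receptor, rose after stroke in both genotypes, from 27.3 ± 15.5 to 166 ± 54.1 CPM (SD, n = 3 libraries) in WT (log2 2.60, standard error 0.53, adjusted p = 0.036 from edgeR) and from 61.4 ± 24.4 to 311 ± 75.3 in cKO (2.34, standard error 0.52, adjusted p = 0.0197). F10, coagulation factor X, rose in WT (2.94, standard error 0.69, adjusted p = 0.0492) and in cKO (4.02, standard error 0.71, adjusted p = 0.0102). F7, coagulation factor VII (chromosome 8, 13026034 to 13035809 in GRCm38), passed in cKO (4.47, standard error 1.11, adjusted p = 0.0323) and not in WT (3.87, standard error 1.10, adjusted p = 0.0887). Of 32 coagulation genes 2 rose in WT and 4 in cKO, and none fell. When adjusted over the list alone 5 rose and 1 fell in WT, and 4 rose in cKO. The list was not called in WT (median -0.52, test upward, camera, adjusted p = 0.263) or in cKO (median -0.38, test upward, adjusted p = 0.177).

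Eif2s1, the alpha subunit of eIF2 (chromosome 12, 78861819 to 78887010), rose in cKO from 22.7 ± 8.24 to 140 ± 12.4 CPM (log2 2.63, standard error 0.62, adjusted p = 0.0275) and had 2.33 (standard error 0.62) in WT (adjusted p = 0.0743, edgeR). Of 20 genes of eIF2 signaling 4 rose in cKO and 0 in WT, and 6 and 3 when adjusted over the list alone. The list was called higher in cKO (median 0.62, camera, adjusted p = 4.76e-06; adjusted p = 0.0847 with an estimated correlation) and in WT (median 0.78, adjusted p = 0.0012; adjusted p = 0.35 with an estimated correlation). Its median in cKO was -0.28 with scaling to total counts, at an all-gene median of -2.26. Uqcrb, a subunit of complex III, rose in cKO from 5.72 ± 1.87 to 90.9 ± 13.1 CPM (3.99, standard error 0.91, adjusted p = 0.022 from edgeR). Uqcrfs1, of the same complex, rose in WT from 1.50 ± 1.42 to 23.3 ± 21.9 (3.84, standard error 0.88, adjusted p = 0.0467). Of 40 nuclear genes of complexes II to V 18 rose in cKO and 1 in WT (38 and 19 when adjusted over the list alone), with medians of 2.51 and 1.75 (camera, adjusted p = 4.84e-27 and 2.9e-08; adjusted p = 0.0847 and 0.359 with an estimated correlation). The stroke response of this list was larger in cKO than in WT by a median of 0.84 (camera, interaction, adjusted p = 8.46e-13; adjusted p = 0.399 with an estimated correlation). For eIF2 genes the difference was 0.21 (adjusted p = 0.0258; adjusted p = 0.447 with an estimated correlation), and for coagulation genes -0.40 (adjusted p = 0.577).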

While stroke mainly induced upregulation of the coagulation system pathway in WT brains (Supplementary Fig. 9b), as expected in the ischemic stroke condition^47^, the cKO microglia also upregulated several signaling pathways after stroke, including the eIF2 signaling pathway and oxidative phosphorylation pathway (Supplementary Fig. 10c). Inactivation of eIF2 was associated with neurodegenerative diseases such as Alzheimer’s disease^48^, and was linked to leukoencephalopathy featured with brain white matter lesion^49^. The mechanisms underlying the upregulation of these transcriptions in cKO microglia and its impact on tissue repair should be investigated in future studies.

Healthy microglial phagocytosis function is required for selectively engulfing weak or injured pre- and post-synaptic elements during development^26,50^. After brain injury, microglial phagocytic activity is essential for sculpting neural synapses/networks and increasing synchronized neuronal firing by stripping axosomatic synapses^14,15,51^. We detected increased C1q/PSD95 co-localization in the *Nhe1* cKO brains at 3 d post-stroke, where C1q, the initiating protein in the classical complement cascade, can selectively target synaptosomes expressing proteins involved in apoptotic processes that need to be eliminated by microglia, and thus has emerged as a critical mediator for synaptic refinement and plasticity^25,27,28^. In addition to stimulated microglial stripping of the damaged dendritic spines in the acute post-stroke *Nhe1* cKO brains, we also detected enhanced spine remodeling at the chronic stage of 28-day post-stroke, reflected by the increased number of dendritic branching, as well as a higher dendritic spine density and restored spine morphology, which was positively correlated with the improved cognitive memory functions in these cKO mice (Supplementary Figure 10). Regarding the better performance of post-stroke cKO mice than post-sham group in the y-maze test, the possible causes are not clear. The previous report has shown that an elevation in BDNF levels in the post-stroke aged animals may underlie the neural circuitry enhancement that contributes to their improvement in cognitive flexibility, compared to the aged sham controls^52^. Our cKO stroke brains indeed showed improved synaptic remodeling for network strengthening. Future studies are warranted to examine whether changes of BDNF levels contribute to the enhancement of neural circuit in these cKO mice. On the other hand, the locomotor activity in the open field test showed the post-stroke WT animals were hyperactive while the post-stroke cKO mice were not. This could be due to the significantly increased mushroom-shaped dendritic spines in the cortex of cKO brains, which has been described as the mature “memory spines” to benefit cognitive memory functions^53^. The restoration of microglial engulfment function is reported to rescue aberrant spine morphology and improve cognitive functions^54^, while deficiency of microglia-mediated elimination of synaptic structures failed in synapse refinement, and led to changes in brain functional connectivity and resulted in diseased/abnormal behavior^55^. Our findings strongly suggest that selective deletion of microglial *Nhe1* promoted stripping of dendritic spines and synapses through increased microglial phagocytosis, which could contribute to faster post-stroke cognitive function recovery.

White matter lesions are the most common pathology feature of vascular contributions to cognitive impairment and dementia^56^. Persistent demyelination in neurodegenerative diseases can be caused by excess accumulation of myelin debris with inefficient clearance or dysfunction of microglial phagocytic activity, while the resulting axonal dystrophy, inhibited OPC differentiation, and mature OL reduction collectively impaired the remyelination process^12,57^. We observed that the cKO mice exhibited increased white matter repair (both in myelination and axonal integrity) and synapse remodeling, along with significantly improved cognitive function. We suspect that this was largely resulted from early microglia-mediated phagocytosis of myelin debris in the cKO brains. Additional studies are needed to determine the temporal course of the microglial phagocytic activity and correlation to white matter repair.

Lastly, we speculate that the impact of selective deletion of *Nhe1* in cKO microglial functions results from NHE1-mediated regulation of pH_i_. We reported that NHE1 activity is essential to regulate basal microglial pH_i_ (at ~7.19 ± 0.03^16^). NHE1-medieted H^+^ extrusion activity was stimulated and shifted the microglial pH_i_ to 7.29 ± 0.02 (*p* < 0.05) in response to LPS^16^, and promoted NOX function^16,17^ and aerobic glycolysis in proinflammatory microglial activation^16,58^. In general, intact mitochondrial TCA cycle and oxidative phosphorylation are required for microglia/macrophage differentiation^59^ and other microglial functions, including phagocytosis^3^. Suppression of oxidative phosphorylation leads to diminished microglial immune responses, such as cytokine secretion and phagocytosis^60^. 

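Pdha1, a subunit of pyruvate dehydrogenase (chromosome X, 160122209 to 160138413 in GRCm38), stood at 117 ± 13.7 CPM (SD, n = 3 libraries) in cKO IL and 64.1 ± 25.5 in WT IL, a log2 fold change of 0.87 (standard error 0.52), and every cKO library lay above every WT library. Cs, citrate synthase (chromosome 10, 128337734 to 128362479), stood at 120 ± 48.3 CPM in cKO and 66.4 ± 34.9 in WT (log2 fold change 0.85, standard error 0.50). The isocitrate dehydrogenases Idh1 and Idh2 had log2 fold changes of 0.76 (standard error 0.71) and 0.17 (standard error 0.63). Ogdh, of the oxoglutarate dehydrogenase complex (chromosome 11, 6291633 to 6356642), had 0.40 (standard error 0.65). Hk1, a hexokinase (chromosome 10, 62268855 to 62379908), stood at 124 ± 20.2 CPM in cKO and 99.7 ± 21.7 in WT (log2 fold change 0.31, standard error 0.48). The phosphofructokinases Pfkl, Pfkp and Pfkm had 0.15 (standard error 0.55), 0.73 (standard error 0.52) and 0.04 (standard error 0.56). Pkm, whose transcripts include pyruvate kinase M2 (chromosome 9, 59656368 to 59679375), stood at 1776 ± 502 CPM in cKO and 952 ± 663 in WT (log2 fold change 0.90, standard error 0.55); the counts do not tell its isoforms apart. None of these enzyme genes passed edgeR's test in IL (two-sided, adjusted p = 0.997) or was at an unadjusted p under 0.05. A log2 fold change of 1 is a 2-fold increase, and each of these genes lay below it; Idh3a, a subunit of the mitochondrial isocitrate dehydrogenase, lay above. In CL, Pdha1 had a log2 fold change of -0.11 (standard error 0.51), Cs 0.47 (standard error 0.50) and Hk1 -0.15 (standard error 0.48, edgeR, adjusted p = 1). The lists were taken from the paper's plots of these samples and are not independent evidence of direction.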

Interestingly, our study shows that compared to WT controls, the *Nhe1* cKO microglia displayed 2-4 folds increase in all the key rate-limiting enzyme genes for TCA cycle (PHDA1, CS, IDH, OGDH) and oxidative phosphorylation complex I-V as well as for glycolysis (HK1, PFK1, PKM2). These cKO microglia concurrently displayed higher oxidative phosphorylation capacity and ATP-linked respiration, as well as reduced basal glycolysis and glycolytic capacities. These findings strongly suggest that deletion of *Nhe1* acidifies microglia, which prevents excessive pH_i_ alkalization and glycolysis but utilizes oxidative phosphorylation to fuel the restorative microglial phagocytosis activity. Thus, our study identified NHE1 protein as a modulator for the dynamic tuning of microglial immunometabolism and function in brain tissue repair. Of note, pH_i_ homeostasis is involved in regulating energy metabolism as well as transcriptome changes^61^. More acidic pH_i_ has been linked to stimulating the master transcription regulator *Hif1a*^61^. Whether these biochemical mechanisms play a role in the transcriptome changes in cKO microglia is warranted for further study. In addition, pharmacological approaches using potent NHE1 inhibitors such as Cariporide or Rimeporide^62–64^ should be employed to assess their efficacy in stimulating microglial energy metabolism and phagocytosis in post-stroke brain repair.

In summary, we discovered that transgenic deletion of the major microglial pH-regulating protein NHE1 switched microglial metabolism from glycolysis to oxidative phosphorylation to generate more ATP. These microglia concurrently showed elevated phagocytosis activity, and enhanced synaptic remodeling and myelin repair. Improved post-stroke cognitive function recovery was observed following these metabolic alterations (Fig. 8). These findings identify NHE1 protein as a modulator for dynamic tuning of the microglial immunometabolism and functions in brain tissue repair, with therapeutic potentials for neurological diseases with dysregulated microglial functions.

**Fig. 8:**
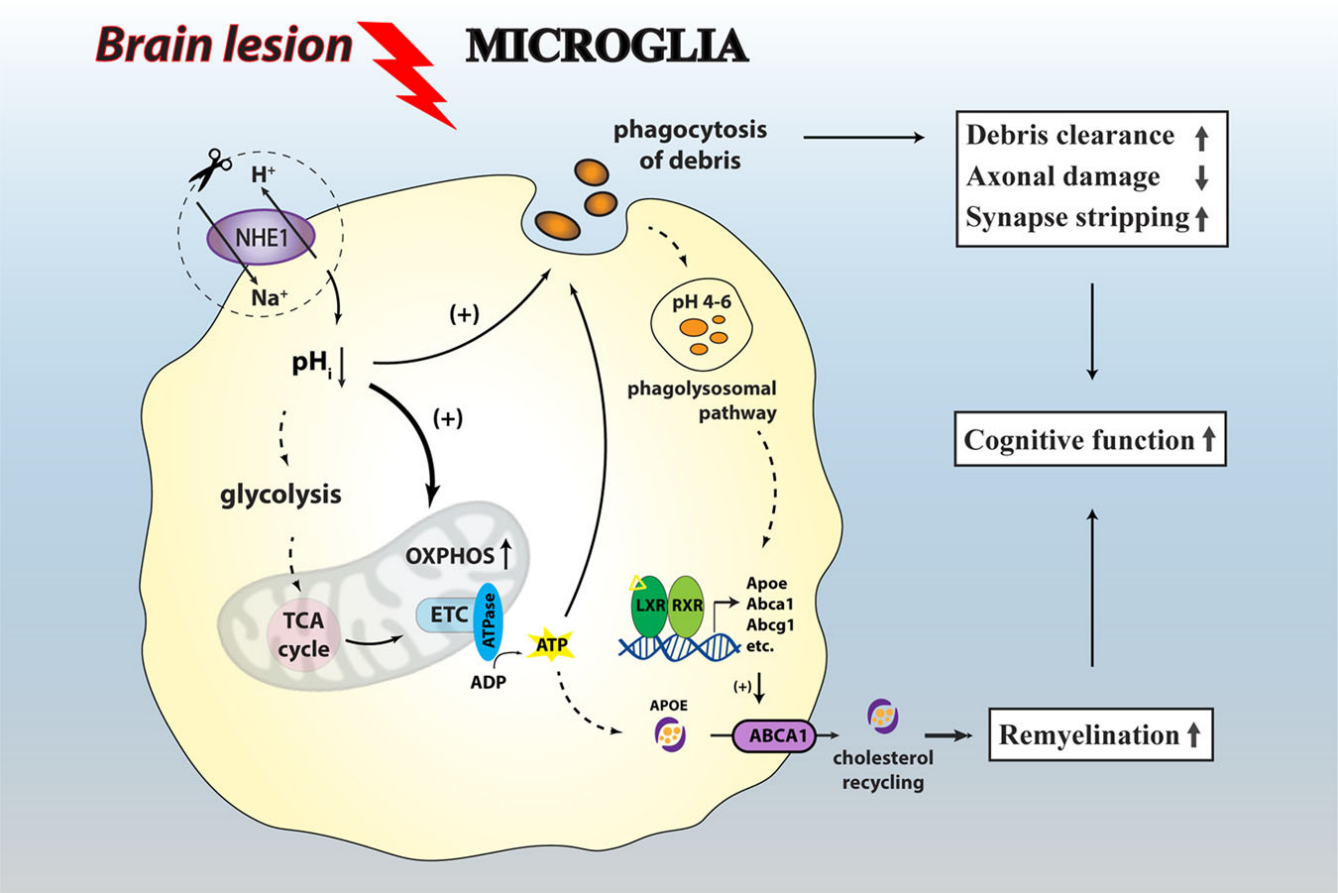
Illustration of NHE-1-mediated microglial pH_i_ regulation and immunometabolism in ischemic brain repair. Brain injury stimulates NHE1 protein expression in microglia, which mediates H^+^ efflux in exchange of Na^+^ influx and alkalinizes pH_i_ in microglia. Selective deletion of microglial *Nhe1* acidifies pH_i_, which is involved in boosting the immunometabolism of oxidative phosphorylation, as well as ATP production, which provides fuels for important microglial functions such as phagocytosis. Increased phagocytosis of debris improved debris clearance in favor of remyelination, reduced axonal damage, and promoted synaptic stripping for remodeling. The acidified pH_i_ could also potentially benefit the phagolysosomal pathway to provide ligand for the activation of LXR/RXR pathway, which increase transcription of cholesterol transporter genes and promote cholesterol recycling to support remyelination. These changes may collectively contribute to cognitive function improvement after brain lesions.

## Methods

### Animals

All animal studies were approved by the University of Pittsburgh Medical Center Institutional Animal Care and Use Committee, which adhere to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and reported in accordance with the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines^65^. A total of 212 mice (male and female, 2–3 months old) were used in the study. Animals were provided with food and water ad libitum and maintained in a temperature-controlled environment in a 12/12 h light-dark cycle. All efforts were made to minimize animal suffering and the number of animals used.

*Cx3cr1-CreER*^*+/−*^ (wild-type, WT) control mice and *Cx3cr1-CreER*^*+/−*^*;Nhe1*^*f/f*^ (*Nhe1* cKO) mice were established as described previously^18^. Both genotypes of mice (male or female) at postnatal day 30–40 (P30-40) received tamoxifen (Tam, Sigma) (75 mg/kg body weight/day at a concentration of 20 mg/ml in corn oil, intraperitoneally) for 5 consecutive days. As *Cx3cr1* is expressed by both brain resident microglia and peripheral infiltrating bone marrow-derived myeloid cells (BMDM), a 30-day postinjection waiting period was given for clearance of Tam^66–68^ and for replenishing of *Cx3cr1*^+^ monocytes^69^ prior to induction of ischemic stroke (Fig. 1a), considering the *Cx3cr1*^*+*^ BMDM, but not the *Cx3cr1*^*+*^ microglia, have a 21-day self-renewing cycle^70^. This method has been proven to achieve a complete replenishment of *Cx3cr1*^*+*^ BMDM^69^ and is effective in our study^18,71^ as well as in others^72–74^. Surgeries and all outcome assessments were performed by investigators blinded to mouse genotype and experimental group assignments.

### Transient focal ischemic stroke model

Focal cerebral ischemia was induced by occlusion of the left middle cerebral artery (MCA) as described before^18,75^. Briefly, mice were kept under 1.5% isoflurane anesthesia during the procedure and the core temperature (37.0 °C) was maintained by a small animal temperature controller pad throughout all procedures. After midline skin incision, the left common carotid artery was exposed and the superior thyroid artery and occipital artery branches of the external carotid artery were isolated and coagulated. The animals were subjected to MCA occlusion (MCAO) by the introduction of a silicone-coated suture (6-0 monofilament nylon, Doccol, USA) inserted via the external carotid artery. Reperfusion was established by the withdrawal of the filament after 60 min of transient MCAO (tMCAO). The incision was closed and the mice were allowed to recover under a heating lamp to maintain the core temperature (36~37 °C) during a 30-60 min recovery period. Sham controls underwent identical procedures without the use of suture. All animals were returned to their cages with free access to food and water after the procedures.

### Neurological function tests

Neurological functional deficits in mice were screened in a blinded manner. Cognitive functions were measured with the Y-maze spontaneous alternation test and the novel object recognition test, and locomotor functions were measured with the open field test, all previously reported for identifying and quantifying neurological functional deficits in ischemic white matter injury rodent models^76^.

- ***Y-maze test****.* The Y-maze spontaneous alternation test was used to assess spatial working memory, as described previously^77^. Each animal was placed into one arm of the Y-maze and monitored over an 8-min duration with an overhead video tracking system at 25 d post-stroke. A sequential list of arms entries was analyzed using an automated Sequence Analysis Tool macro in excel. Spontaneous alternation was only counted when a mouse entered three different arms consecutively. The spontaneous alternation % was calculated as the percentage of the number of triad spontaneous alternation in total arm entries minus two.
- ***Open field test****.* The open-field test was used to detect gross locomotor activity, as described previously^78^. Each mouse was placed in the center of an open field chamber (50 cm × 50 cm × 50 cm) and monitored for 60 min with an overhead video tracking system at 26 d post-stroke. Each animal’s total travelled distance and vertical activity were recorded. The open-field test also served as the habituation session for novel object recognition test, as described below.
- ***Novel object recognition test****.* The novel object recognition test was used to examine different memory processes, including acquisition, consolidation, and retrieval, as described previously^79^. Open field test performed at 26-day poststroke were used as habituation session to the empty arena. For training, each mouse was placed in the center of the same arena at 27 day poststroke, and allowed to explore two identical objects placed at opposite quadrants of the arena. Each animal will be monitored for 10 min with the overhead video tracking system. For testing of long-term recognition memory, at 24 h after the training session (28-day poststroke), one of the training objects was replaced with a novel object, and the mouse was monitored for another 10 min. Each animal’s path and time spent around each object were recorded. Discrimination index was calculated as (T_novel_ – T_old_)/(T_novel_ + T_old_) × 100 %, and recognition index was calculated as T_novel_/(T_novel_ + T_old_) × 100 %. Mice with a total exploration time for both objects less than 20 s in either training or testing sessions were excluded from the study, as it could not be confirmed that they spent enough time to learn or discriminate, as described before^79^.

### Flow cytometry

Mice were euthanized with overdose of CO_2_ and transcardially perfused with ice-cold saline, as described before^18^. After removal of cerebellum and meninges, CL and IL hemispheric tissues were separated and dissociated into single-cell suspensions using a neural tissue dissociation kit with the gentleMAC Octo Dissociator (Miltenyi Biotech Inc., Germany). Myelin was removed using the 30/70 Percoll gradient method as described^18^. Microglial phagocytic activity was determined by incubating cells (10^6^ cells/mL) with FITC-conjugated *E.coli* bioparticles (1 mg/mL) (Thermo Fisher Scientific, USA) for 1.5 h at 37 ^o^C, as described^80,81^, and subsequently stained with BV421-conjugated CD11b (1:400, BioLegend, USA), PerCP-Cy5.5-conjugated CD45 (1:400, BioLegend, USA), and APC-conjugated P2RY12 (1:400, BioLegend, USA) antibodies for 20 min at 4^o^C in the dark. Microglial phagocytic activity was measured as the percentage of bioparticle^+^/CD11b^+^/CD45^+^/P2RY12^+^ phagocytosing microglia within CD11b^+^/CD45^+^/P2RY12^+^ total microglia, using an LSRFortessa flow cytometer (BD Biosciences, USA) running FACS Diva software (BD Biosceiences, USA) with the following settings: Forward scatter (FSC) V = 600, mode = Lin; Side scatter (SSC) V = 275, mode = Lin; FITC V = 450, mode = Log; BV421 V = 400, mode = Log; PerCP-Cy5.5 V = 500, mode = Log; APC V = 400, mode = Log. In each experiment, at least 10,000 events were recorded from each hemispheric sample for analysis. For the analysis of the splenic and brain infiltrated immune cells, flow cytometry of the spleen and brain samples was performed. Spleens were homogenized and filtered through a 70 µM strainer and red blood cells were lysed with ACK lysing buffer (Gibco, USA). Brain samples were dissociated into the single-cell suspension as described above. Cells were stained with FITC-conjugated CD45 (1:250, Invitrogen, USA,), BUV395-conjugated CD11b (1:250, BD Biosciences), APC-conjugated P2RY12 (1:250, Biolegend USA), PerCP-Cy5.5-conjugated Ly6G (1:250, Biolegend USA), BV421-conjugated CD3 (1:250, Biolegend USA) antibodies and measured with the following settings: Forward scatter (FSC) V = 370, mode = Lin; Side scatter (SSC) V = 320, mode = Lin; FITC V = 500, mode = Log; BUV395 V = 480, mode = Log; APC V = 390, mode = Log; PerCp-Cyanine5.5 V = 550, mode = Log; BV421 V = 360, mode = Log. In each experiment, at least 20,000 events were recorded from each hemispheric sample for analysis, and data were analyzed using FlowJo (BD Biosciences, USA) software.

### Microglia isolation by magnetic-activated cell sorting (MACS)

Single-cell suspensions from the CL and IL hemispheric tissues were collected at 3 d post-tMCAO as described above, and P2RY12^+^ microglia were isolated by MACS using a MojoSort mouse P2RY12 selection kit (BioLegend, USA). Briefly, the single-cell suspensions were incubated with biotin-conjugated P2RY12 for 20 min at 4^o^C, then incubated with streptavidin-conjugated nanobeads for 20 min at 4^o^C, before washing through an MS column (Miltenyi Biotech Inc., Germany) placed on a OctoMACS magnetic field separator (Miltenyi Biotech Inc., Germany), with the magnetically labeled P2RY12^+^ cells maintained in the column and unlabeled P2RY12^−^ cells washed away. The purity of isolated P2RY12^+^ microglia was determined with subsequent labeling of BV421-conjugated CD11b, and expressed as the percentage of CD11b^+^ population within the total P2RY12^+^ population. The P2RY12^-^ cells were also collected to monitor purity and yield. Samples with a purity percentage > 95% were subsequently used for RNA sequencing and bioinformatic analysis.

### Bulk RNA sequencing and bioinformatics analysis

Bulk RNA sequencing and bioinformatic analysis were performed in P2RY12^+^ microglia samples sorted by MACS and paired-end sequenced in the platform of Illumina HiSeq X, as in our recent report^82^. Briefly, the library was prepared using the SMARTer stranded total RNA pico V2 kit (Takara Bio, USA). Adapter sequences, low-quality reads, and contamination of ribosomal RNA and mitochondrial DNA were removed prior to alignment to the mouse genome (mm10) using the STAR aligner (2.5.3a) in Partek Flow 8.0 software (Partek, USA). Quantification was performed by annotation to the mouse genome and DESeq2 was performed for the DEG analysis. Genes with *p* value < 0.05 and fold change > 2 or < −2 were considered as differentially expressed. Gene Ontology analysis of the DEGs was perform on Panther Classification System^83^, and Gene Set Enrichment Analysis was conducted^84^. Ingenuity Pathway Analysis (Qiagen Bioinformatics, Germany) was conducted to identify enriched biological pathways. The identified transcriptome profiles were subsequently verified by real-time qPCR (described below). The sequencing data have been deposited to the Gene Expression Omnibus database with experiment series accession number GSE175504.

### Quantitative real-time qPCR

The identified transcriptome profiles from the RNAseq bioinformatic analysis were subsequently verified by quantitative real-time qPCR. P2RY12^+^ microglia were isolated as described above, and microglial RNA was isolated with an RNeasy Plus Micro Kit (Qiagen, Germany), following the manufacturer’s instruction. The RNA concentration was quantitated using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, USA). Equal amount of RNA was processed for cDNA synthesis using the iScript cDNA synthesis kit (Bio-rad, USA). qPCR was performed using the iTaq Universal SYBR Green Supermix (Bio-rad, USA) on a CFX96 Real-Time PCR Detection System (Bio-rad, USA). Primer sequences are as follows: Apoe forward: CTCCCAAGTCACACAAGAACTG, reverse: CCAGCTCCTTTTTGTAAGCCTTT; Abca1 forward: GCTTGTTGGCCTCAGTTAAGG, reverse: GTAGCTCAGGCGTACAGAGAT; Trem2 forward: CTGGAACCGTCACCATCACTC, reverse: CGAAACTCGATGACTCCTCGG; Mertk forward: CAGGGCCTTTACCAGGGAGA, reverse: TGTGTGCTGGATGTGATCTTC; Cd68 forward: TGTCTGATCTTGCTAGGACCG, reverse: GAGAGTAACGGCCTTTTTGTGA; Cq1a forward: AAAGGCAATCCAGGCAATATCA, reverse: TGGTTCTGGTATGGACTCTCC; Chil3 forward: ACCTGCCCCGTTCAGTGCCAT, reverse: CCTTGGAATGTCTTTCTCCACAG; Cyp8b1 forward: CAGAGAAAGCGCTGGACTTC, reverse: GGCCCCAGTAGGGAGTAGAC; Fdps forward: GGAGGTCCTAGAGTACAATGCC, reverse: AAGCCTGGAGCAGTTCTACAC; GAPDH forward: AACTTTGGCATTGTGGAAGG, reverse: ACACATTGGGGGTAGGAACA; Hnrnpab forward: ATGGCGGCTACGACTACTC, reverse: GCTGGCTCTTTCCGTAATTTGT. Data were analyzed using the ΔΔCt method^85^ with triplicate reactions for each gene evaluated and normalized to GAPDH or Hnrnpab as the internal control.

### Extracellular flux analysis of P2RY12^+^ microglia cells

Mitochondrial stress tests were performed using Seahorse extracellular flux analyzer (Agilent Technologies) per the manufacturer’s instruction, as we reported recently^82^. P2RY12^+^ microglial cells were isolated from 3-day poststroke brain tissues using MACS, as described above. 1 ×10^5^ cells per well were seeded in an XF96 well plate in DMEM base media. The OCR was measured with the addition of (i) 2 µM Oligomycin, (ii) 1 µM Carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone, (iii) 1 µM Antimycin A + Rotenone. The ECAR was measured with the addition of (i) 10 mM glucose, (ii) 2 µM Oligomycin, (iii) 50 mM 2-Deoxyglucose. Measurements were done using an XF96 extracellular flux analyzer and results were analyzed using Wave v.2.2.0 software.

### Liquid chromatography–mass spectrometry (LC-MS)

Intracellular total cholesterol in P2RY12^+^ microglia were measured by HPLC-MS/MS. P2RY12^+^ microglia were isolated at 3 d post-stroke using MACS, before resuspended in 100 µL cold PBS and spiked with cholesterol-d_7_ (1.27 nmoles, Avanti Polar Lipids, Alabaster, AL) internal standard and Folch extracted with the addition of 900 µL water, 1 mL methanol, and 2 mL chloroform/formic acid. Samples were centrifuged at 3000 rpm at 4 °C for 10 min. The bottom layer (organic) was transferred to a clean vial and dried under N_2_. Samples were reconstituted in 100 μL of chloroform for high-performance liquid chromatography-electrospray ionization tandem mass spectrometry analysis (LC-MS/MS).

Analyses were performed by untargeted LC-HRMS. Briefly, Samples were injected via a Thermo Vanquish UHPLC and separated over a reversed-phase Phenomenex Kinetex C8 column (2.1 × 100 mm, 3 μm particle size) maintained at 55 °C. For the 30 min LC gradient flowing at 0.3 mL/min, the mobile phase consisted of the following: solvent A (10 mM ammonium formate /0.1% formic acid in 6:4 ACN/H2O) and solvent B (10 mM ammonium formate /0.1% formic acid in 90:10 IPA:ACN). The gradient started at 5% B for 2 min and increased to 10% B over the next 4 min. This was followed by an increase to 15% B over 4 min, and an increase to 50% B over 3.5 min. The organic was increased to 95% B over 9.5 min. and held for 3 min before equilibration at 5% B for 4 min. The Thermo ID-X tribrid mass spectrometer was operated in positive ESI mode. A data-dependent MS2 method scanning in Full MS mode from 300 to 800 *m/z* at 120,000 resolution with an AGC target of 5e4 for triggering MS2 fragmentation using stepped HCD collision energies at 25, 30, and 35 in the orbitrap at 15,000 resolution. Source ionization spray voltage setting was 3.5 kV. Source gas parameters were 35 sheath gas, 5 auxiliary gas at 300 °C, and 1 sweep gas. Calibration was performed prior to analysis using the PierceTM FlexMix Ion Calibration Solutions (Thermo Fisher Scientific). Internal standard peak areas were then extracted manually using Quan Browser (Thermo Fisher Xcalibur ver. 2.7), normalized to weight and internal standard peak area, then graphed using GraphPad PRISM (ver 9.0).

### Golgi-Cox staining

Cryosectioned coronal brain sections (150 µm) were stained using an FD Rapid GolgiStain^TM^ Kit (FD NeuroTechnologies Inc., USA) as instructed by the manufacturer. Staining images were obtained with 10x, 20x, 40x, and 100x lens under bright field with an Olympus IX83 epifluorescent microscope and processed with Imaris (Bitplane, Switzerland) using semi-automated measurements. Z-stacked images taken at 20x magnification were used to include all branches for the creation of 3-D images of dendrites and spines, and measurements of dendritic length, branch point, Sholl analysis, and spine density (from the secondary or tertiary dendrites) was conducted with the FilamentTracer module. At least 2–3 neurons were analyzed from each image; three images were taken per area; four brains per group. Spine morphology were manually measured for head width, neck width, and spine length in a blinded manner. With slight modification^86^, spines with a head-to-neck ratio > 1.5, with head width > 0.35 nm were counted as mushroom-shaped; spines with a head-to-neck ratio < 1.5, and a length-to-width ratio < 2.5 were counted as the stubby type; all the rest were counted as thin /filopodial spines^86^. A total of 130~200 spines per group were blindly measured from four brains, 2–3 images per brain area, 10–20 dendritic spines per image. Mushroom, stubby, and thin /filopodial spines were counted and expressed as the percentage of all spine counts.

### Transmission electron microscopy (TEM)

Mice were transcardially perfused with 2% paraformaldehyde and 2.5% glutaraldehyde in PBS described previously^71^. After post-fixed for 24 h, brains were sectioned into 2 mm thick slices and medial corpus callosum was dissected from CL or IL hemispheres, respectively. Tissues were washed three times in PBS before postfixed in 1% Osmium Tetroxide with 1% potassium ferricyanide for 1 h. Following three additional PBS washes, the tissue was dehydrated through a graded series of 30–100% ethanol, 100% propylene oxide and then infiltrated in 1:1 mixture of propylene oxide: Polybed 812 (Luft formulations) epoxy resin for 1 hr. After several changes of 100% resin over 24 h, tissue was embedded in a final change of resin, cured at 37 °C overnight, followed by additional hardening at 65 °C for two more days. Ultrathin (70 nm) sections cut on a Leica Reichart Ultracut (Leica Microsystems, Buffalo Grove, IL) were collected on 200 mesh copper grids, stained with 2% uranyl acetate in 50% methanol for 10 min, followed by 1% lead citrate for 7 min. Sections were imaged using a JEOL JEM 1400plus transmission electron microscope (Peabody, MA) at 80 kV fitted with a side mount AMT 2k digital camera (Advanced Microscopy Techniques, Danvers, MA). G-ratio calculations were done on 10,000× images from three animals per genotype. G-ratios (inner axon diameter/total diameter) were measured on ~270 myelinated axons per group (three biological independent animals per group, three images per animal, 30 myelinated axons per image) using ImageJ software. Slopes of the linear regressions were compared to identify the differences between groups.

### Immunofluorescent staining

Mice were transcardially perfused with 0.1 M PBS (pH 7.4), followed by ice-cold 4 % PFA in 0.1 M PBS as described before^18^. Brains were cryoprotected with 30% sucrose after an overnight post-fixation in 4% PFA^18^. Coronal sections (25 μm thickness) were sectioned using a Leica SM2010R microtome (Leica, Germany) for immunofluorescent staining. The sections were incubated with blocking solution (10% normal goat serum and 0.3% Triton X-100 in PBS) and mouse on mouse (M.O.M.) kit (Vector Laboratories, USA) respectively, before incubating with the following antibodies for overnight at 4 °C: rabbit polyclonal anti-MBP (1:200, Abcam, USA); mouse monoclonal anti-Olig2 (1:200, Millipore, USA) and rabbit polyclonal anti-NG2 (1:200, Millipore, USA) or rabbit polyclonal anti-Ki67 (1:200, Millipore, USA) or rabbit polyclonal anti-caspase3 (1:200, Cell Signaling Technology, USA) or rabbit polyclonal anti-H3K9me3 (1:200, Abcam, USA); mouse monoclonal anti-PSD95 (1:500, Cell Signaling Technology, USA) and rabbit polyclonal anti-C1q (1:100, Cell Signaling Technology, USA); mouse monoclonal anti-SMI32 (1:200, BioLegend, USA) and rabbit polyclonal anti-APP (1:200, Cell Signaling Technology, USA). After washing in TBS with 0.3% Triton X-100 for 3×10 min, the sections were incubated with goat antimouse Alexa 546-conjuagated IgG (1:200, Thermo Fisher Scientific) and goat antirabbit Alexa 488-conjugated IgG (1:200, Thermo Fisher Scientific), or goat antimouse Alexa 488-conjuagated IgG (1:200, Invitrogen) and goat antirabbit Alexa 546-conjugated IgG (1:200, Invitrogen) for 1 h. For negative controls, brain sections were stained with the secondary antibodies only. Nuclei were stained with To-pro-3 (1:500, Thermo Fisher Scientific) and sections were mounted with Vectashield mounting medium (Vector Laboratories). Under 40× objective lens using an Olympus IX81 confocal microscope (Olympus, Japan), fluorescent images were captured in peri-lesion areas which were defined as 150-450 μm from the margin of ischemic core showing condensed nuclei or tissue losses. Identical digital imaging acquisition parameters were used and images were obtained and analyzed in a blinded manner throughout the study.

### Statistics and reproducibility

Unbiased study design with randomized allocation and blinded analyses were implemented in all experiments. Blinding of investigators to experimental groups were maintained until data were fully analyzed whenever possible. Power analysis was performed with 80% power and α (two-sided)=0.05 to detect 20% changes. All measurements were taken from biological replicates unless specified otherwise. Data were expressed as mean ± SEM (GraphPad Prism, USA). Normal distribution were tested and two-tailed Student’s *t*-test with 95% confidence was used when comparing two conditions. For more than two conditions, one-way or two-way ANOVA analysis was used, depending on the data. Nonparametric data were analyzed with Mann–Whitney Test. Correlation analysis was performed with Pearson correlation coefficient. *P* value < 0.05 was considered statistically significant. A total of 212 mice (male and female) were used in the study. All data were included unless appropriate outlier analysis suggested otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplemental Materials

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All the data associated with this study are present in the paper or the Supplementary Materials. Dataset is provided in Supplementary Data 1. The RNA sequencing data have been deposited to the Gene Expression Omnibus database with experiment series accession number GSE175504.

# Supplementary material for: Elevated microglial oxidative phosphorylation and phagocytosis stimulate post-stroke brain remodeling and cognitive function recovery in mice
**Source:** Commun Biol. 2022 Jan 11;5:35. doi: 10.1038/s42003-021-02984-4
**Supplement:** Supplementary file 2 — Supplemental Materials

SUPPLEMENTARY MATERIALS

Supplementary Figure 1. Changes of survival rates and body weights in WT or *Nhe1* cKO mice.

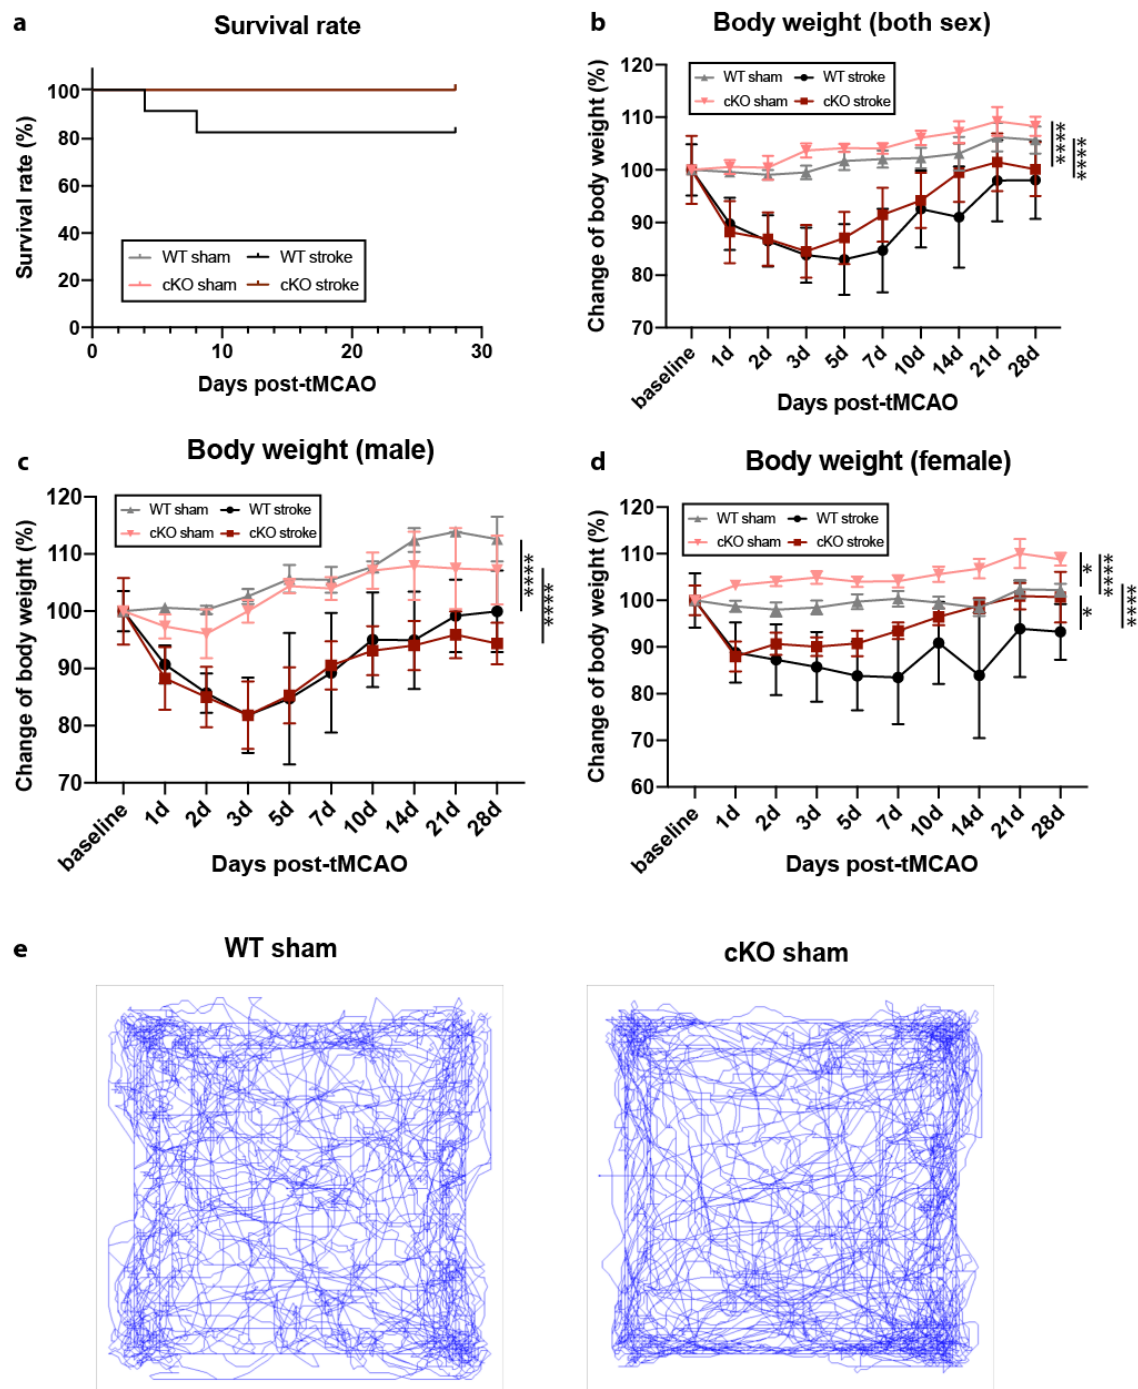

1   **a.** Survival curves of WT and *Nhe1* cKO mice during 1-28 d post-sham or stroke procedures. N =
2   9-12. **b.** Body weight changes of WT and *Nhe1* cKO mice. Same cohort of mice as in A. **c-d.** Body
3   weight changes of male or female WT and *Nhe1* cKO mice. Same cohort of mice as in A. Female
4   cKO mice showed increased recovery of body weight compared to female WT mice, either after
5   sham or stroke. ** $p < 0.05$, **** $p < 0.0001$. **e.** Representative paths of WT and cKO mice
6   underwent sham procedures showed similar traveled distance in the open field test over a 60-min
7   duration.

Supplementary Figure 2. Characterizations of MACS-isolated microglia with transcription markers.

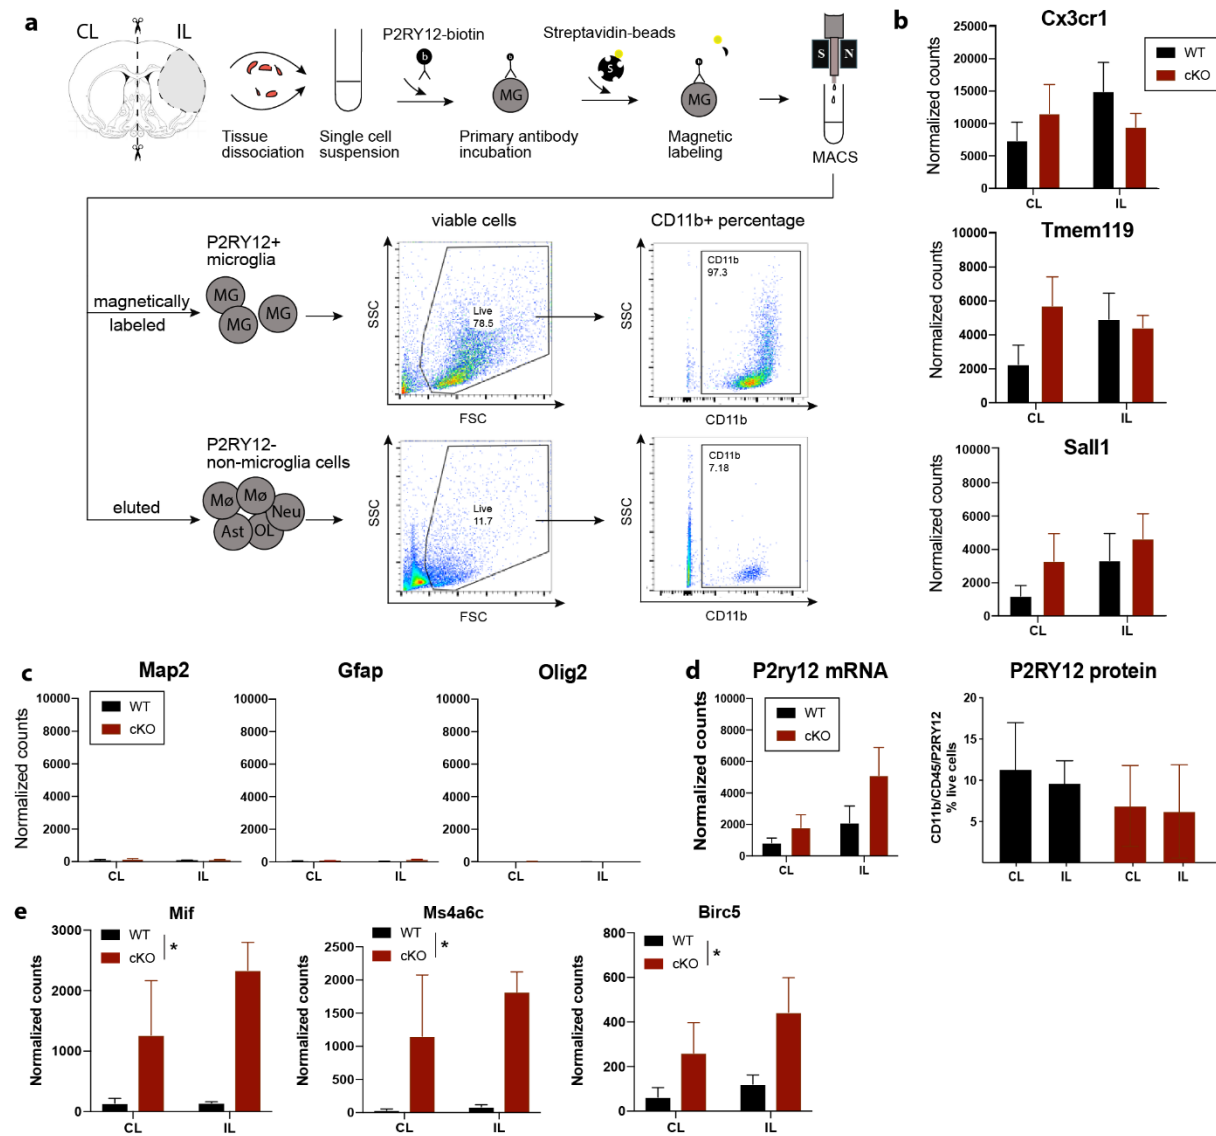

a. Verification of microglial viability and purity in the eluted P2RY12⁺ and P2RY12⁻ populations using flow cytometry. **b.** Transcriptome markers for microglia in the RNAseq analysis. N=3. **c.** Transcriptome markers for other cell types (neurons, astrocytes, oligodendrocytes) in the RNAseq analysis. **d.** Validation of *P2ry12* mRNA expression in RNAseq analysis, and

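Cx3cr1, the fractalkine receptor of microglia, whose promoter drives the Cre of both genotypes (chromosome 9, 119901616 to 120069879 in GRCm38), stood at 3246 ± 3566 CPM (SD, n = 3 libraries) in WT CL and 1251 ± 872 in cKO CL. In IL it stood at 1547 ± 736 CPM in WT and 643 ± 266 in cKO, and the log2 fold changes were -1.38 (standard error 0.71) and -1.27 (standard error 0.71). Sall1, a transcription factor of microglial identity, stood at 336 ± 212 CPM in WT IL and 313 ± 168 in cKO IL (-0.10, standard error 0.56). Snap25, a synaptic protein of neurons, stood at 0.792 ± 0.660 CPM in cKO IL and 2.54 ± 0.795 in WT IL (-1.67, standard error 1.06). Mbp, myelin basic protein, stood at 97.9 ± 17.2 and 71.6 ± 24.1 CPM (0.45, standard error 0.50), and Kdr, a receptor of endothelial cells, at 70.4 ± 33.3 and 33.1 ± 24.0 (1.09, standard error 0.60). None of these genes passed edgeR's test (two-sided, adjusted p = 0.997 in IL). All 15 genes of neurons were lower in cKO IL than in WT IL, with a median of -0.92 (camera, adjusted p = 0.028; adjusted p = 0.414 with an estimated correlation). All 13 genes of endothelial cells were higher, with a median of 0.71 (adjusted p = 0.000432; adjusted p = 0.344 with an estimated correlation). Lists of astrocytes (-0.06), oligodendrocytes (0.23), their precursors (-1.07), mural cells (0.22) and erythroid cells (0.05) were not called (camera, lowest adjusted p = 0.123). Per library the groups overlapped in IL for neurons and endothelial cells (exact permutation test, two-sided, p = 0.3 for both). In CL none of these lists was called. The P2RY12 sort selects against these cells, and where these transcripts come from was not tested.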

1 CD11b⁺CD45⁺P2RY12⁺ microglial population using flow cytometry. 

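Mif, a cytokine that is high in early microglia (chromosome 10, 75859353 to 75860240 in GRCm38), stood at 141 ± 46.7 CPM (SD, n = 3 libraries) in cKO IL and 68.5 ± 83.8 in WT IL, a log2 fold change of 1.04 (standard error 0.85). Ms4a6c, a membrane protein of myeloid cells (chromosome 19, 11469366 to 11482192), stood at 110 ± 31.3 CPM in cKO and 62.3 ± 86.1 in WT (log2 fold change 0.82, standard error 0.95). Birc5, which encodes survivin, a protein of dividing cells (chromosome 11, 117849251 to 117855743), stood at 26.6 ± 15.7 CPM in cKO and 14.3 ± 12.5 in WT (log2 fold change 0.90, standard error 0.92). In CL the log2 fold changes of cKO over WT were 0.04 (standard error 0.85), 1.58 (standard error 1.05) and 0.90 (standard error 0.93). None of the 3 passed edgeR's test between cKO and WT (two-sided, adjusted p = 0.997 in IL and 1 in CL), nor when adjusted over the list alone, and none was at an unadjusted p under 0.05. After stroke Ms4a6c rose in WT by 5.36 (standard error 1.18, adjusted p = 0.0415 from edgeR) and in cKO by 4.60 (standard error 1.10, adjusted p = 0.0282). Mif rose in cKO by 4.26 (standard error 0.96, adjusted p = 0.0211) and had 3.26 (standard error 0.92) in WT (adjusted p = 0.0883). Birc5 passed in neither genotype (2.11 in WT, 2.11 in cKO). The 3 genes were picked by the study on these samples and are not independent evidence of direction.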

N=3. **e.** cKO microglia with
2 elevated expression of early developmental microglia transcriptomes. * $p < 0.05$.

3

Supplementary Figure 3. Transcriptomic analysis of *Nhe1* cKO microglia in the non-lesion CL hemisphere after stroke.

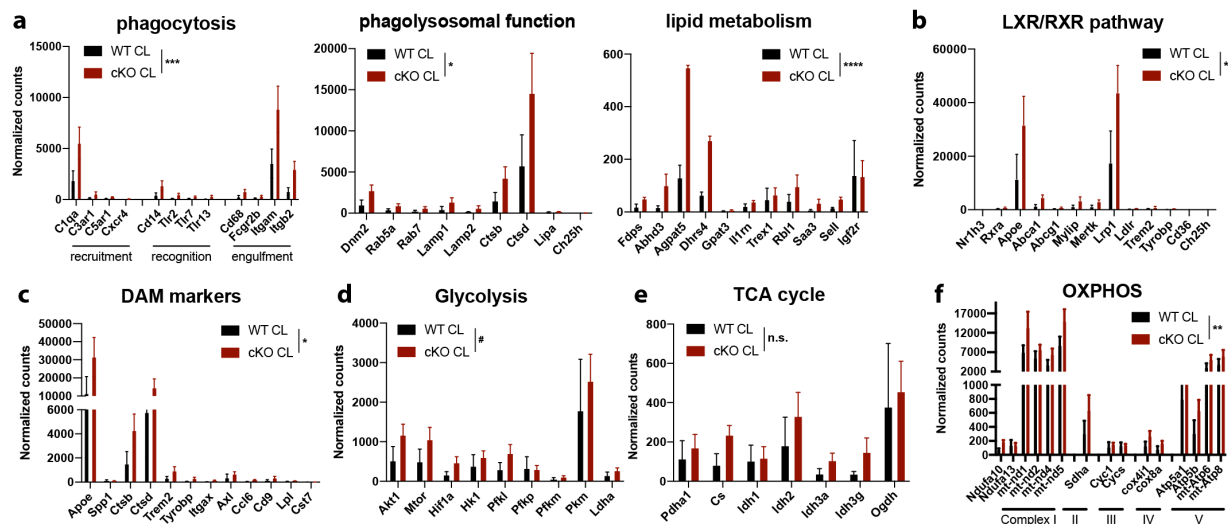

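Nr1h3, which encodes LXRa, stood at 6.27 ± 2.38 CPM (SD, n = 3 libraries) in cKO CL and 8.41 ± 5.47 in WT CL, a log2 fold change of -0.40 (standard error 0.67). Abcg1, a cholesterol exporter, had 0.77 (standard error 0.54) and Mertk, an engulfment receptor, 0.20 (standard error 0.47). Ndufa13, a subunit of complex I, stood at 16.2 ± 3.87 CPM in cKO CL and 34.5 ± 20.5 in WT CL (-1.09, standard error 0.60), and mt-Nd2, a subunit of that complex encoded by mitochondria, at 913 ± 422 and 1612 ± 703 (-0.82, standard error 0.48). No gene of the paper's lists passed edgeR's test in CL (two-sided, adjusted p = 1), and none did when adjusted over its list alone. No other tool called any of them in CL. Of 82 listed genes with counts, 54 were positive and 28 negative, and 1, Tlr13, was past the study's thresholds. The LXR/RXR list had a median of 0.33, the glycolysis list 0.05 and the TCA cycle list 0.07, and none of the 3 was called (camera, adjusted p = 0.906, 0.495 and 0.707; the sign of the test is downward for glycolysis and the TCA cycle). The oxidative phosphorylation list was lower in cKO CL, with a median of -0.34, -0.56 against the median of all genes, and 5 of 15 positive (camera, adjusted p = 0.00117; adjusted p = 0.999 with an estimated correlation). The 11 genes that mitochondria encode had a median of -0.48 (camera, lower, adjusted p = 1.73e-06; adjusted p = 0.999 with an estimated correlation). Their mean per library was 5.26 in the cKO library of 20349883 counts and 6.78 and 7.07 in the other cKO libraries, against 6.63, 6.38 and 7.51 in WT, so 1 library carries the difference (exact permutation test, two-sided, p = 0.6; p = 0.8 for the paper's list). The nuclear genes of complex I (0.19) and of complexes II to V (-0.03) were not called (camera, adjusted p = 0.994 and 0.198). The mitochondrial share of counts was 1.82 ± 0.990% (SD, n = 3) in cKO CL and 2.57 ± 1.32% in WT CL. The paper chose these lists on these samples, so they are not independent evidence of direction.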

Transcriptome analysis of genes relating to **a.** phagocytosis processes (recruitment, recognition and engulfment), phagolysosomal function, and lipid metabolism; **b.** LXR/RXR pathway activation; **c.** disease-associated microglia markers; **d-f.** energy metabolism processes, including glycolysis, TCA cycle, and oxidative phosphorylation in microglia from the CL hemispheres of WT and cKO brains at 3 d post-stroke. N=3. # $p < 0.1$, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$.

Supplementary Figure 4. *Nhe1* cKO brains exhibited increased lysosomal activity of dendritic spines after stroke.

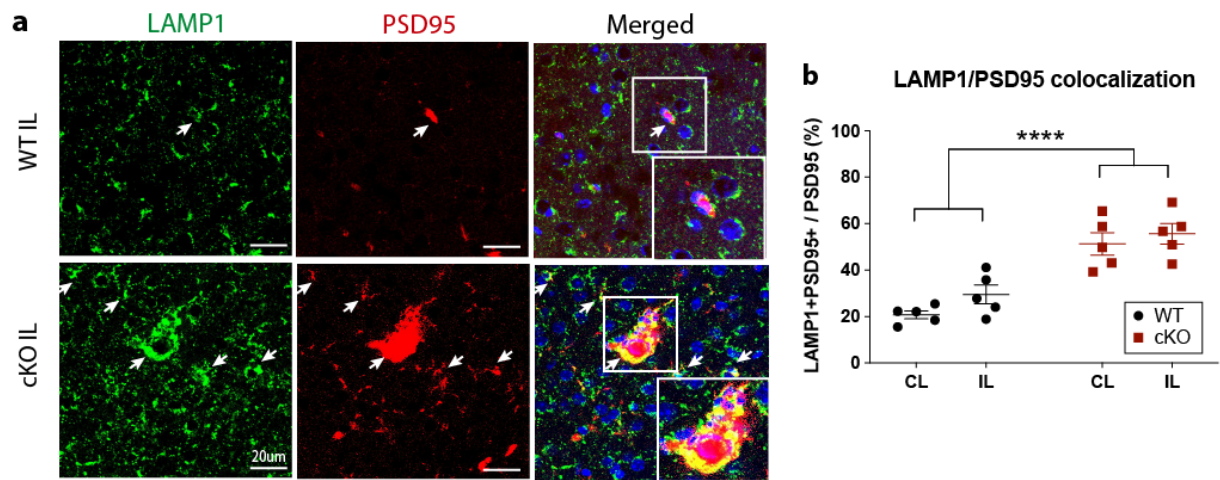

a. Representative staining images of LAMP1, PSD95, and DAPI from the IL peri-lesion area at 3 d post-stroke. Arrows: LAMP1⁺/PSD95⁺ colocalizing cells. **b.** Quantitative analysis of LAMP1⁺/PSD95⁺ colocalizing cells. N = 5 animals, 3-8 images per area (CL or IL) per animal.

Supplementary Figure 5. Myeloid and T cells in the spleen and their infiltration in the brain at 3 d post-stroke.

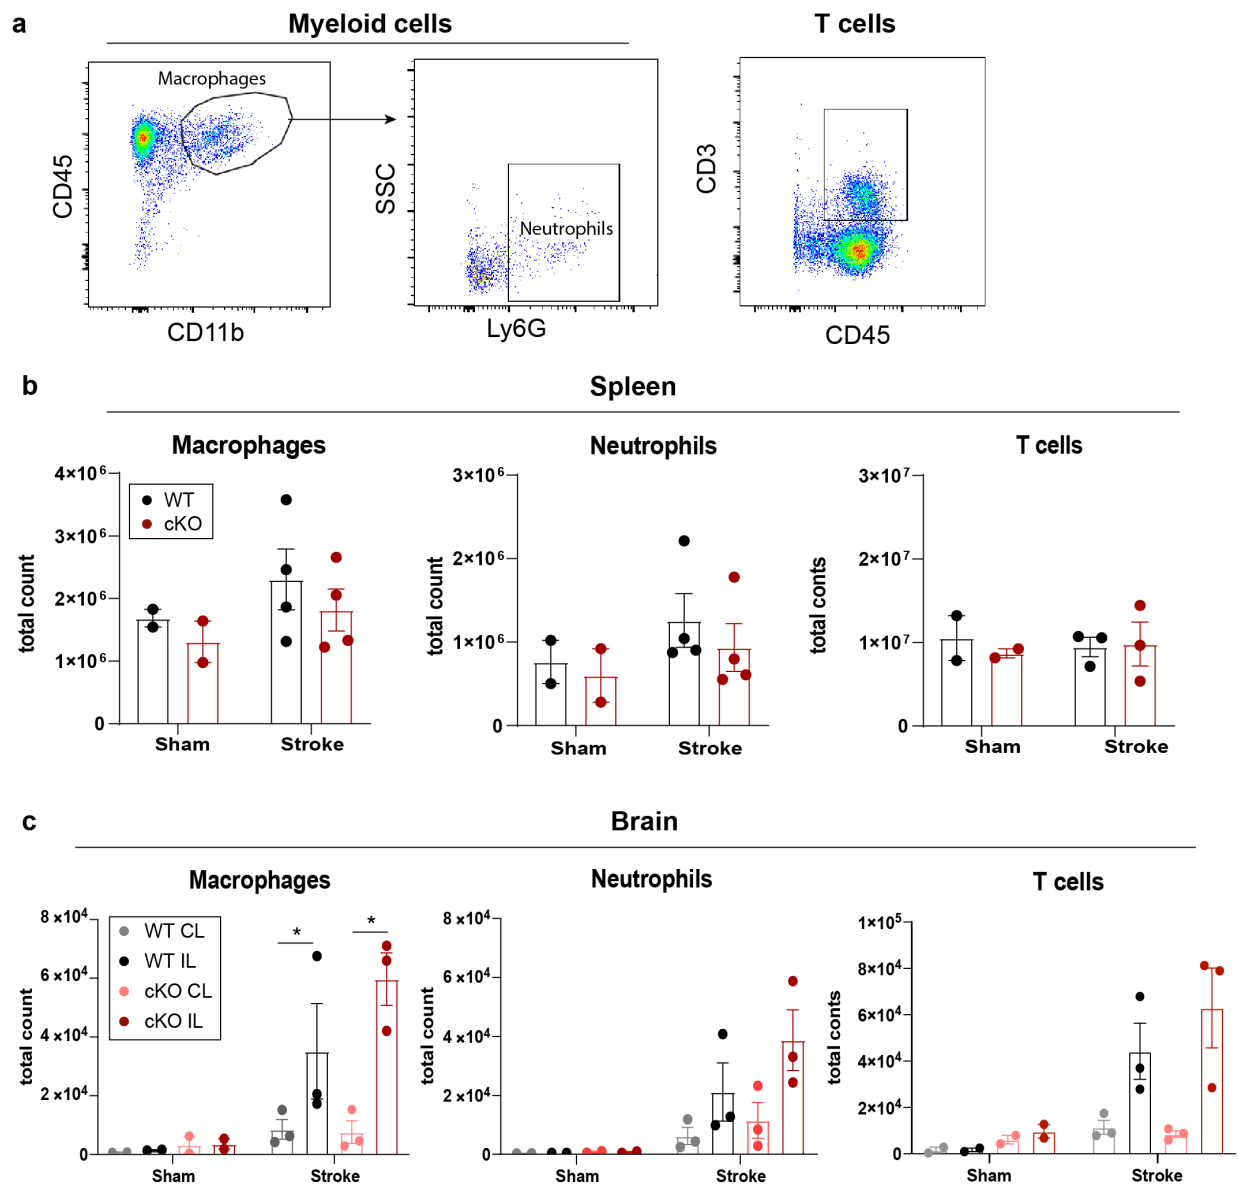

a. Representative gating strategy of CD11b⁺CD45^{hi}P2RY12⁻ macrophages, CD11b⁺CD45^{hi}Ly6G⁺ neutrophils, and CD3⁺ T cells from the brain or spleen of WT and cKO mice at 3 d post-sham and post-stroke using flow cytometry. **b.** Total count of macrophages, neutrophils, and T cells within live singlets in the spleens of post-sham or post-stroke animals. **c.** Total count of macrophages,

- 1 neutrophils, and T cells within live singlets in the non-lesion CL hemispheres and IL hemispheres
- 2 post-sham or post-stroke. Data are mean $\pm$ SEM, N = 3-4. * $p < 0.05$.

1 **Supplementary Figure 6. Extracellular acidification rate (ECAR) profiles of naïve WT and**
 2 **cKO mice.**

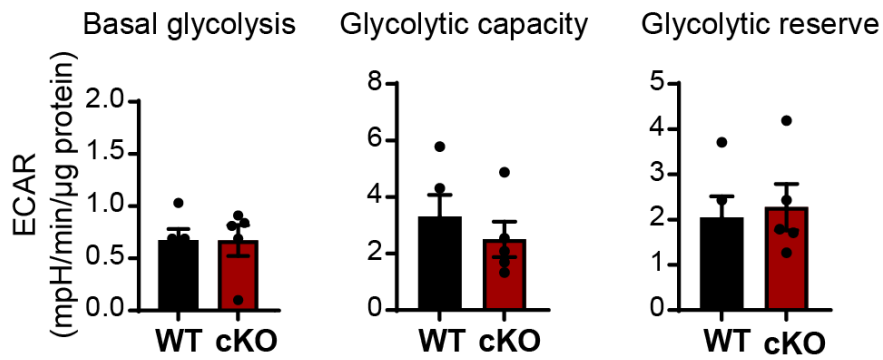

3
 4 Extracellular acidification rate (ECAR) measured by Seahorse Extracellular Flux Analyzer in
 5 isolated P2RY12⁺ microglial cells from naïve WT (n=2 mice) and cKO mice (n=2 mice). The
 6 P2RY12⁺ cells from 2 WT and 2 cKO mice were pooled to run n=5 repetitive measurements.

Supplementary Figure 7. Changes of CC white matter myelination in WT and *Nhe1* cKO mice after stroke.

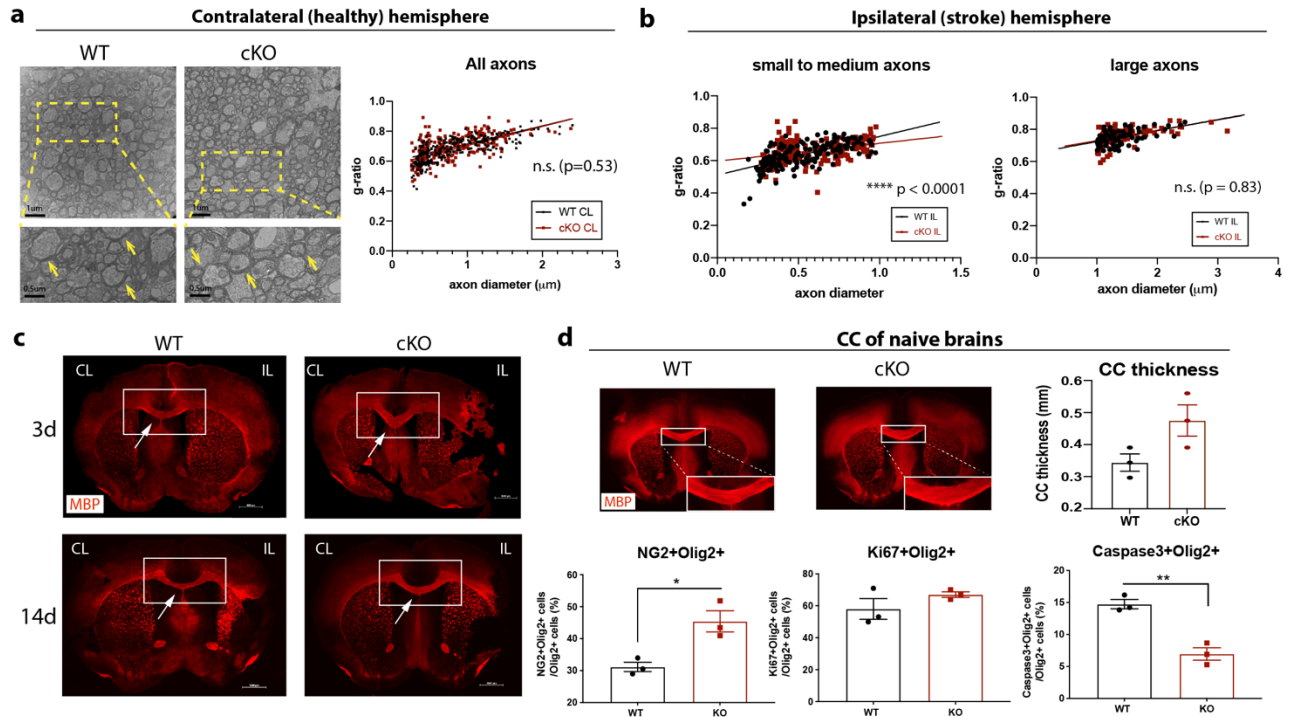

a. Representative images and g-ratio from axons in the medial corpus callosum (CC) by transmission electron microscopy (TEM) in the CL hemispheres of WT and cKO mice. Slopes from the linear regressions in WT or cKO mice were compared. N=4 animals. **b.** G-ratio from small to medium sized or large sized axons in the medial CC in the IL hemispheres of WT and cKO mice. Same cohort of mice as in A. **c.** Whole brain images at the same bregma level showing increased CC thickness in *Nhe1* cKO mice at 3 and 14 d post-stroke by MBP staining. N=3-5. **d.** CC thickness, and oligodendrogenesis in the naïve WT or cKO brains. N=3. * $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$.

Supplementary Figure 8. Changes of EC white matter myelination in WT and *Nhe1* cKO mice after stroke.

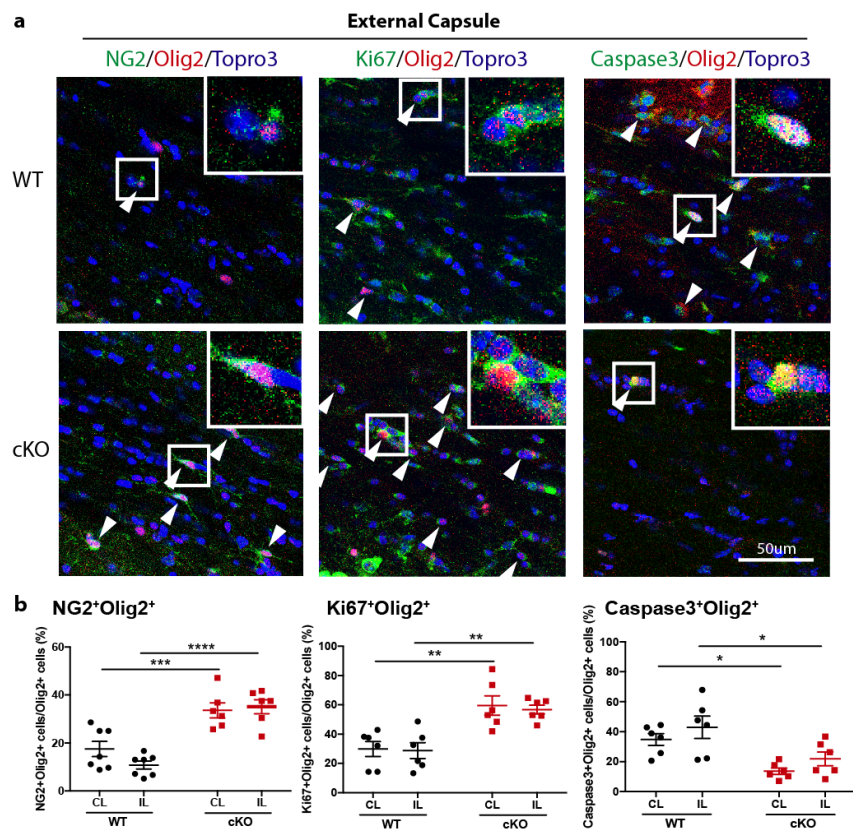

a-b. Representative images and quantitative analysis of NG2, Ki67, and Caspase-3 staining colocalized with Olig2 in external capsules (EC) from CL or IL hemispheres of WT or *Nhe1* cKO mice at 3 d post-stroke. N=6-7. Data are mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$.

Supplementary Figure 9. Stroke-induced transcriptomic changes in WT and *Nhe1* cKO microglia.

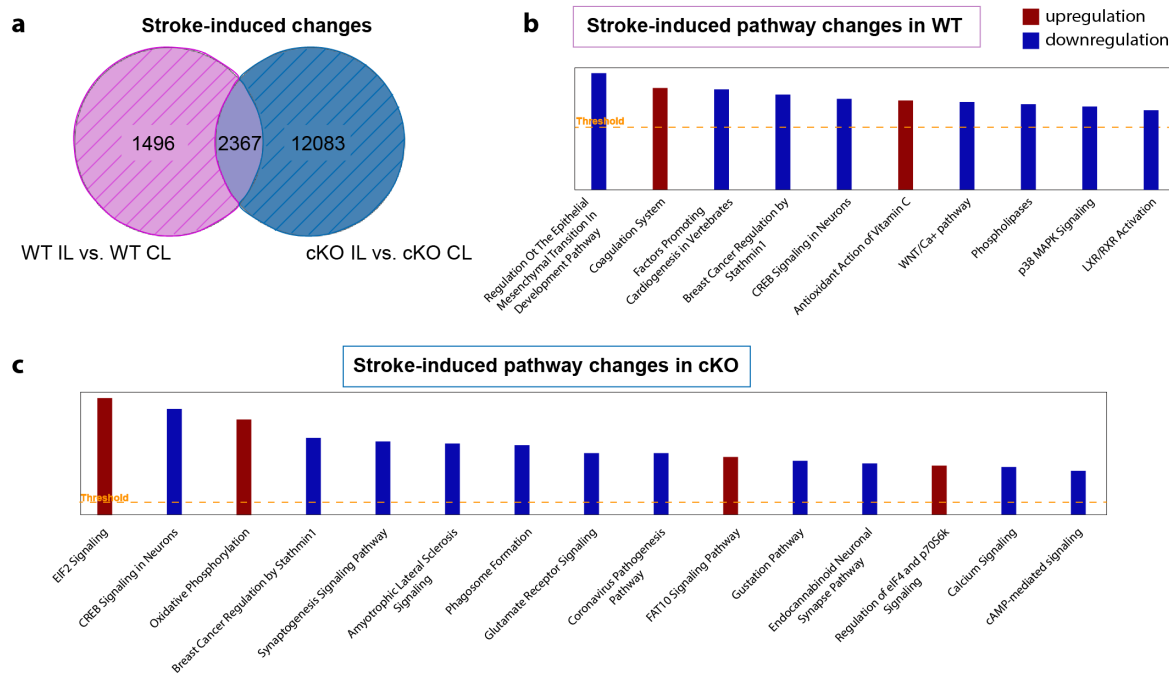

a. Venn diagram showing stroke-induced genes (up- and down-regulated) in WT or cKO microglia (IL vs. CL), with shadowed areas identifying genes of interests for downstream IPA analysis. **b.** Stroke-induced differentially up- and down-regulated pathways in the WT microglia. **c.** Stroke-induced differentially up- and down-regulated pathways in the cKO microglia.

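Pla2g7, a lipase of macrophages that degrades oxidized phospholipids, was among the 10 largest increases after stroke in both genotypes, by log2 6.65 (standard error 1.11) in WT (edgeR, two-sided, adjusted p = 0.0191) and 5.68 (standard error 1.06) in cKO (adjusted p = 0.0109). Apoc1, an apolipoprotein, rose in WT by 7.92 (standard error 1.51, adjusted p = 0.0308), and Thbs1, thrombospondin 1, rose in cKO by 5.81 (standard error 0.91, adjusted p = 0.0087). Apoc1 ran from 0 to 0.30 CPM in WT CL and from 2.45 to 58.6 in WT IL. The size of its rise thus rests on CL values near the lower limit of detection. Lyz2, lysozyme of myeloid cells, rose in cKO by 5.54 (standard error 1.12, adjusted p = 0.0135). Col1a1, a collagen, fell in cKO, with a log2 fold change of -3.71 (standard error 0.88, adjusted p = 0.0275), and Islr, a secreted protein of mesenchymal cells (chromosome 9, 58156268 to 58204306 in GRCm38), fell in WT, with -5.53 (standard error 1.18, adjusted p = 0.0375). Islr stood at 49.25 ± 80.54 CPM in WT CL, from 1.76 to 142.2, and at 1.07 ± 0.37 in WT IL. Thus 1 WT CL library carries most of that fall. At the study's thresholds, 2047 genes were higher in IL in both genotypes, 1265 in WT and not in cKO, and 1598 in cKO and not in WT. Independent lists would share 338. Lower in IL were 1402 genes in both genotypes, 1720 in WT and not in cKO, and 3427 in cKO and not in WT, where independent lists would share 423. A gene past the thresholds in 1 genotype and not the other need not differ between them: 1355 genes had an unadjusted p under 0.05 in the test of that difference and none passed it (edgeR, interaction). That number is below a share of 0.05 of the tested genes. Of the 4829 genes that were lower in cKO IL, 41.3% were gene models or sensory receptor genes, against 44.0% of all tested genes. Counts of sensory receptor genes, which microglia do not express, made up 0.503 ± 0.350% (SD, n = 3) of cKO CL libraries and 0.0464 ± 0.0104% of cKO IL libraries.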

1   **Supplementary Figure 10. Correlation study of cognitive deficits with dendritic spine density.**

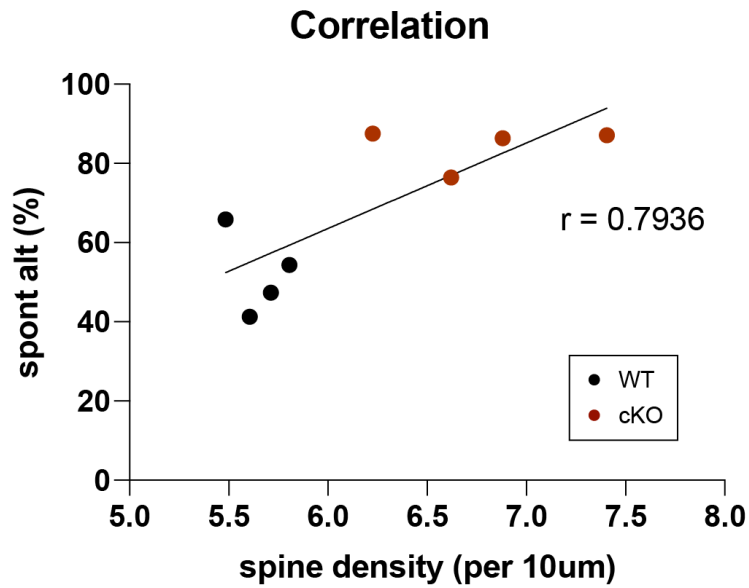

2

3   Pearson correlation showed a positive correlation between the spontaneous alternation rates in the

4   Y-maze test, with their dendritic spine density in the Golgi-Cox staining. Matched data were

5   obtained from the same cohort of animals in Figs. 1 and 4. N = 4 for WT and cKO. Pearson

6   coefficient was shown as r.

# Supplementary material for: Elevated microglial oxidative phosphorylation and phagocytosis stimulate post-stroke brain remodeling and cognitive function recovery in mice
**Source:** Commun Biol. 2022 Jan 11;5:35. doi: 10.1038/s42003-021-02984-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Source data (each Figure is a tab)

# Supplementary material for: Elevated microglial oxidative phosphorylation and phagocytosis stimulate post-stroke brain remodeling and cognitive function recovery in mice
**Source:** Commun Biol. 2022 Jan 11;5:35. doi: 10.1038/s42003-021-02984-4
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

RNAseq data were collected on the Illumina HiSeq X platform (Illumina, USA). qPCR data were collected on a CFX96 Real-Time PCR Detection System (Bio-rad, USA). Flow cytometry data were collected on a LSR Fortessa flow cytometer (BD Biosciences, USA) running FACS Diva software (BD Biosciences, USA). Seahorse data were collected on an XF96 extracellular flux analyzer (Agilent, USA). LC-MS data were collected via a Thermo Vanquish UHPLC and Thermo IDX tribrid mass spectrometer (Thermo Fisher Scientific, USA). Staining images were obtained with Olympus IX83 epifluorescent microscope or Olympus IX81 confocal microscope (Olympus, Japan). TEM images were obtained with a JEOL JEM 1400plus transmission electron microscope (Peabody, MA). Behavioral data were collected with the Fusion behavioral tracking software (Omnitech Electronics, USA) or the Ethovision XT software (Noldus, USA).

Data analysis

RNAseq data were analyzed with Partek Flow 8.0 software (Partek, USA). qPCR data were analyzed with Excel (Microsoft, USA) and plotted in Prism 9.0 software (Graphpad, USA). Flow cytometry data were analyzed with FlowJo software (BD Biosciences, USA). Seahorse data were analyzed with Wave v.2.2.0 software (Agilent, USA). LC-MS data were analyzed with Xcalibur Quan Browser 2.7 software (Thermo Fisher Scientific, USA). Fluorescent images and TEM images were analyzed with ImageJ bundled with Java 1.8.0 (NIH, USA). Golgi-Cox stained images were analyzed with Imaris (Bitplane, Switzerland). Behavioral data were analyzed with the Fusion software (Omnitech Electronics, USA) and Excel (Microsoft, USA) before plotted in Prism 9.0 software (Graphpad, USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the data associated with this study are present in the paper or the Supplementary Materials. The RNA sequencing data have been deposited to the Gene Expression Omnibus (GEO) database with experiment series accession number GSE175504.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size for experiments was determined at the outset and based on power calculations with 80% power and α (two-sided)=0.05, and derived from previous analysis from our laboratory.
Data exclusions	All data were included in the study.
Replication	Experiments were conducted in different sets on different days by different blinded investigators to verify the reproducibility of data collected.
Randomization	Due to the nature of different genotypes, mice could not be randomized into different groups. However, age-matched and sex-matched animals were used whenever possible, and housed in the same facility, and cohorts of mice were bred at the same time. Each group contained roughly equal numbers of male and female animals. All experiments and analysis were conducted blindly whenever possible.
Blinding	Data collection and analysis were conducted blindly whenever possible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Rabbit polyclonal anti-MBP (Abcam, ab40390), mouse monoclonal anti-Olig2 (Millipore, MABN50), rabbit polyclonal anti-NG2 (Millipore, AB5320), rabbit polyclonal anti-Ki67 (Millipore, ab15580), rabbit polyclonal anti-caspase3 (Cell Signaling Technology, 9662S), rabbit polyclonal anti-H3K9me3 (Abcam, ab8898), mouse monoclonal anti-PSD95 (Cell Signaling Technology, 36233), rabbit polyclonal anti-C1q (Cell Signaling Technology, 6502S), mouse monoclonal anti-SMI32 (BioLegend, 801701), rabbit polyclonal anti-APP (Cell Signaling Technology, 19389S) antibodies were used for immunofluorescent staining primary antibodies, and goat anti-mouse Alexa 546-conjugated IgG (Invitrogen, A-11030), goat anti-rabbit Alexa 488-conjugated IgG (Invitrogen, A-11008), goat anti-mouse Alexa 488-conjugated IgG (Invitrogen, A-11001), and goat anti-rabbit Alexa 546-conjugated IgG (Invitrogen, A-11035) were used as secondary antibodies. BV421-conjugated CD11b (BioLegend, 101235), PerCP-Cy5.5-conjugated CD45 (BioLegend, 103131),

and APC-conjugated P2RY12 (BioLegend, 848006) antibodies were used for flow cytometry. Biotin-conjugated anti-mouse P2RY12 antibody followed by streptavidin nanobeads (BioLegend, 480114) were used for magnetic separation.

Validation

Rabbit polyclonal anti-MBP (Abcam, ab40390): validated for WB, ICC
 mouse monoclonal anti-Olig2 (Millipore, MABN50): validated for use in WB, IC, IH & IP.
 rabbit polyclonal anti-NG2 (Millipore, AB5320): validated for use in IHC and WB
 rabbit polyclonal anti-Ki67 (Millipore, ab15580): validated for IHC-P, ICC
 rabbit polyclonal anti-caspase3 (Cell Signaling Technology, 9662S): validated for WB, IP and IHC
 rabbit polyclonal anti-H3K9me3 (Abcam, ab8898): validated for WB, IHC-P, ICC, ChIP
 mouse monoclonal anti-PSD95 (Cell Signaling Technology, 36233): validated for WB, IF (Frozen), and IF (ICC)
 rabbit polyclonal anti-C1q (Cell Signaling Technology, 6502S): validated for WB, IHC (Paraffin), IF (ICC), and Flow Cytometry
 mouse monoclonal anti-SMI32 (BioLegend, 801701): validated for IHC and WB
 rabbit polyclonal anti-APP (Cell Signaling Technology, 19389S): validated for IHC
 BV421-conjugated CD11b (BioLegend, 101235): validated for flow cytometry, ICC, and IHC-F
 PerCP-Cy5.5-conjugated CD45 (BioLegend, 103131): validated for flow cytometry
 APC-conjugated P2RY12 (BioLegend, 848006): validated for flow cytometry
 Biotin-conjugated anti-mouse P2RY12 antibody followed by streptavidin nanobeads (BioLegend, 480114): validated for cell separation

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Cx3cr1-CreER^{+/−} (wild-type, WT) control mice and Cx3cr1-CreER^{+/−};Nhe1f/f (Nhe1 cKO) mice of both males or females at 2-3 months of age were used in this study.

Wild animals

N/A

Field-collected samples

N/A

Ethics oversight

All animal studies were approved by the University of Pittsburgh Medical Center Institutional Animal Care and Use Committee, which adhere to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and reported in accordance with the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines. Animals were provided with food and water ad libitum and maintained in a temperature-controlled environment in a 12/12 h light-dark cycle. All efforts were made to minimize animal suffering and the number of animals used.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Mice were euthanized with overdose of CO₂ and transcardially perfused with ice-cold saline. CL or IL hemispheres were collected separately, and single cell suspensions were prepared using a neural tissue dissociation kit with the gentleMAC Octo Dissociator (Miltenyi Biotec Inc., Germany). Myelin was removed using the 30/70 Percoll gradient method before further processing.

Instrument

LSR Fortessa flow cytometer (BD Biosciences, USA) running FACS Diva software (BD Biosciences, USA)

Software

FlowJo software (BD Biosciences, USA) were used for data analysis.

Cell population abundance

Gated under the CD11b⁺/CD45^{low-med} population, abundance of microglial cells were further verified by P2RY12⁺ population. Approximately ~85% of the CD11b⁺/CD45^{low-med} population were P2RY12⁺, while microglial cell counts identified by CD11b⁺/CD45^{low-med} population or the CD11b⁺/CD45^{low-med}/P2RY12⁺ population displayed a strong correlation of $r = 0.9638$ ($p < 0.0001$), as verified in our previous study (Song et al, Glia, 2018).

Gating strategy

Gating of each channel was determined by comparing to non-stained cell control and single-color stained compensation beads.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

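The deposited table holds raw read counts per gene made by the authors, all of them whole numbers and not scaled. The authors trimmed adapters and low-quality bases, removed reads of ribosomal RNA and mitochondrial DNA, aligned the rest to mm10 with STAR 2.5.3a in Partek Flow 8.0 and quantified them to a mouse annotation whose release the paper's text does not name. None of these steps was repeated, since only the counts are in the files. Of the 53801 genes of the table, 49642 have a count in at least 1 library, and 53620 gene IDs are found in GENCODE vM21 (GRCm38), from which the positions were taken. 258 gene symbols stand on several rows, and the row of a named gene was chosen by its gene ID.

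The 12 libraries are 3 each of WT CL, WT IL, cKO CL and cKO IL, at 2091512 to 47256174 counts. The median total was 5155202 in WT CL, 23087202 in WT IL, 16937855 in cKO CL and 44907863 in cKO IL, so the groups differ in depth. The columns name the group and a number, and no source used here ties that number to an animal. Libraries are named in the text by their total counts.

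The comparisons, their tests, the gene lists, the rule for named genes and the alternatives listed below were chosen before the data were examined, apart from the paper's plotted IL values. Further alternatives, tests of explanations, splits and genes were chosen after, and the text says so where they stand. Genes were kept by edgeR's filterByExpr on the 4 groups, which left 35674. Counts were scaled by TMM, whose factors ran from 0.618 to 1.64, and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, two-sided) in 1 fit of all 12 libraries with a mean for each group and no block. The comparisons were cKO over WT in CL and in IL, and IL over CL in WT and in cKO. The interaction asks whether the stroke response differs between the genotypes. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. The study's thresholds, an unadjusted p under 0.05 and a fold change over 2 in either direction, were also applied to the same fit. The standard error of a log2 fold change comes from edgeR's fit, and group means are CPM after TMM, with the SD over 3 libraries.

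43 gene lists were fixed, of which 10 come from the paper's plots and 33 were added from general knowledge of microglia, other cell types, inflammation, metabolism, lysosomes and RNA quality. 42 have at least 3 tested members and were tested with camera (limma 3.58.1, two-sided) on voom log2 CPM with a preset correlation between genes of 0.01, adjusted over the lists within each comparison. Camera with an estimated correlation and fry are alternatives. With the estimated correlation no list was called in any comparison. Fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, called 0 lists in cKO over WT in CL, 1 in IL, 1 in IL over CL in WT and 30 in cKO. The paper's lists were also compared as a mean log2 CPM per library (prior count 2) with an exact two-sided permutation test, which cannot go below p = 0.1 for 3 libraries against 3. A count of genes for which every library of one group lies above every library of the other is set against the 10% that chance gives.

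The genes named are genes of the paper's lists, the 10 genes with the largest changes per direction that passed the test in each comparison with at least 10 CPM and no overlap of the groups, and the 4 genes with the lowest p of each added list in the comparison described. Some genes under this rule are not reported here. A few genes beyond these are named as examples of an overlap or a cell type. The paper's plotted IL values for its own lists had been seen in its Supplementary Data 1 before the lists were fixed. Ifi202b and Ms4a4c had 0 counts in every WT CL library, so no fold change is given for them there.

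Alternatives were DESeq2 1.42.0, voom with quality weights, RLE, total count and no scaling, TMM from the 4003 genes of at least 50 CPM, no filter, a filter of 10 counts in every library (10437 genes), the 6 libraries of a comparison alone, leaving out 15694 gene models and genes of sensory receptor families, the share of sensory receptor counts as a covariate, and leaving out each library in turn. For principal components, prior counts of 0.5 and 8, unit variance, all genes and the 500 most variable genes were tried.

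As a self-test, counts were drawn for every gene from a negative binomial distribution with the same mean in all groups, the library sizes and the dispersion of the fit, and 200 genes of at least 10 CPM were given simulated changes. In IL, edgeR recovered 0, 20, 72 and 100% of genes changed 2, 4, 8 and 16-fold and called 12 of 35444 unchanged genes. In CL it recovered 0, 8, 72 and 90% and called 5. A simulated 2-fold rise of the lysosomal list, with genes drawn independently of each other, was called by camera (adjusted p = 2.83e-20 in IL) with 0 of 41 other lists. The runs used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.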

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

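The splits for the interaction of the lists, the tests of the WT IL library of 18425180 counts, of the scaling behind the lower genes and of the ratios of the plotted values, and the 4 genes of the myeloid pattern, were chosen only after the result was seen. The test of a different change of cKO over WT in IL and in CL called 24 of 42 lists with the preset correlation, all higher in IL, and 0 with an estimated correlation (camera, lowest adjusted p = 0.379, 25 unadjusted). Of 40 splits of the libraries 11 called at least 24 lists with the preset correlation (highest other 31), so chance is not excluded. These lists are named here because camera called a different change in IL and in CL at the preset correlation. Among them were the interferon response (adjusted p = 9.88e-12, median 2.07), the paper's oxidative phosphorylation list (3.35e-11) and the oxidative phosphorylation genes that mitochondria encode (2.75e-08, median 0.90). For the interferon response the WT CL libraries lay far apart in mean log2 CPM, at 4.42, 2.52 and -0.208. The cKO CL libraries, at 2.78, 2.65 and 3.05, lay within that range.

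Other results come from gene lists that the paper does not plot, though it names F10 and Chil3 of the monocyte list. In cKO over WT in IL the median log2 fold change was 1.571 for genes of the interferon response, 0.849 for cytosolic ribosomal proteins and 1.632 for markers of infiltrating monocytes. Sensory receptor genes, which brain cells hardly express, took up to 1.07% of the counts, in the WT CL library of 2091512 counts.

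The paper's plotted IL values stand higher in cKO than in WT for nearly all listed genes, with a median ratio of 3.01. The plotted ratio divided by that of the deposited counts had a median of 1.04, with 63 of 82 genes within 10%, where scaling for library size would give 0.490, so the plotted values carry the difference in depth (total ratio 2.04). The values are 0.438 times the counts in WT and 0.455 times in cKO, not the counts themselves as first predicted, but a factor common to the groups changes no ratio. After scaling, the median log2 fold change of the listed genes was 0.80 with all libraries and 0.45 without the WT IL library of 18425180 counts, with 77 of 82 genes above 0. Without it the mean log2(CPM + 1) per library over these genes was higher in cKO by 0.554 (95% interval between libraries -0.597 to 1.71), so that library as the whole cause and the genotype cannot be told apart with these libraries.

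In cKO more genes were lower than higher after stroke at the study's thresholds, 4829 against 3645. Among genes called at an adjusted p under 0.05 the order was the reverse, 183 lower and 1050 higher (edgeR). The share of lower genes moved by up to 33.3 percentage points with the scaling, from 57.0% to 67.4% with RLE, 89.8% with total counts, 90.3% with TMM from abundant genes and 27.1% with none. Its size, and whether lower genes outnumber higher ones, thus rest on the scaling. Of the lower genes 46.1% were gene models, sensory receptor genes or under 1 CPM, against 50.1% of all tested genes and 5.38% of the higher ones, and every cKO CL library had a larger sensory receptor share than every cKO IL library. Genomic DNA or non-specific transcription in CL libraries and a response of the cells cannot be told apart here, because the share goes with the hemisphere in cKO. A loss of expression after stroke stays open, as untested.

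Myeloid genes that the paper names (F10, Chil3, Saa3 and Ms4a6c) stood higher in cKO IL than in WT IL, with a median of 2.16. Without the WT IL library of 18425180 counts the median was 1.63 and all 4 genes stayed above 0, from 0.28 to 2.77, but the mean log2(CPM + 1) per library was higher in cKO by 1.55 with a 95% interval of -1.02 to 4.13, so that library as the whole cause and the genotype cannot be told apart. The 18 monocyte genes outside the 4 had a median of 1.54 and neutrophil genes 0.690, but per library the monocyte list gave an exact permutation p of 0.2 and camera with an estimated correlation an adjusted p of 0.113. Infiltrating monocytes and a change within microglia cannot be told apart with these libraries: the P2RY12 sort would remove cells without the receptor, microglia after stroke express many of these genes, and F10 and Chil3 are in the monocyte list and among the study's picks. Abundant monocyte genes such as F13a1 and Vcan stood higher in cKO as well, while the paper states that it detected no difference in counts of macrophages or other infiltrated immune cells between the genotypes, and the genotype stays open, as untested.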

How the results depend on the processing

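The replicate block by number, leaving out a pair of libraries, thinning to the smallest library, and leaving out libraries from the paper's lists per library and from the principal components were chosen after the data were seen. The calls on the paper's 8 plotted lists in IL held under most alternatives that keep camera's preset correlation. All 8 were lost with an estimated correlation and with fry. The counts of changed genes did not hold under the alternatives. With 3 libraries per group the self-test found no 2-fold change. The planned block of replicates 1 to 3 across the groups was not run, because the columns carry no replicate number that the labels match to an animal. The column names carry numbers that a CL and an IL column share, but no source ties the number to an animal, and 4 of 6 such pairs correlate best with each other (from -0.068 to 0.17 over 10336 genes). With that number as a block, edgeR called 1 gene in IL over CL of WT (4039 past the study's thresholds) and 787 in cKO, and 0 in the interaction (1073 at an unadjusted p under 0.05; without the block 1355, DESeq2 called 4). Of the alternative values of 711 named fold changes, 11540 kept their direction and their side of the test, 951 lost the call, 643 gained one and 479, none of them called, changed sign. No called value changed its direction. Except where the number of genes or libraries differs by construction, the cause was not tested.

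In the order cKO over WT in CL and IL, and IL over CL in WT and cKO, edgeR changed 0, 0, 217 and 1233 genes, with 1680, 842, 6434 and 8474 past the study's thresholds and 94 in both hemispheres, and camera called 2, 30, 25 and 30 lists. DESeq2 changed 27, 4, 3915 and 6530 genes and 4 in the interaction, with 1573 past the study's thresholds in IL and 172 in both hemispheres, and 1 list was called in CL. Voom with quality weights changed 4248 genes in IL, 0 in WT (by edgeR 217, at an unadjusted p 6521) and 15450 in cKO, had 794, 9271 and 17953 past the study's thresholds in CL, IL and cKO, 259 in both hemispheres, and called 4 lists in CL. In WT, 81 genes changed with RLE scaling, 41 with TMM from abundant genes, and 42 with scaling to total counts, which put 1488 past the study's thresholds in IL. With no scaling 14 genes changed in CL, 2126 in WT, 789 in cKO and 1 in the interaction, 6354 were past the study's thresholds in CL, 2.7e+02 (rounded) were past them in both hemispheres, 0 lists were called in CL (camera, unadjusted 9 with scaling), and 10 of the paper's lists had every library of a group above the other group, against 2.

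With no filter 22, 9, 1557 and 2561 genes changed, 17 in the interaction, 187 were past the study's thresholds in both hemispheres, and 1 list was called in CL. With the strict filter, which tests fewer genes, 1069 changed in WT and 2885 in cKO, 471, 525, 3149 and 4071 were past the study's thresholds and 39 in both hemispheres, 4 lists were called in CL, and the calls on the LXR/RXR (adjusted p = 0.242, camera) and glycolysis lists (0.127) were lost. Without gene models and sensory receptor families 0 genes changed in WT by edgeR, and 750 in CL, 433 in IL and 40 in both hemispheres were past the study's thresholds. With the sensory receptor share as a covariate 0 genes changed in WT and 0 in cKO by edgeR, 2045 and 1219 were past the study's thresholds there and 45 in both hemispheres, 7 lists were called in CL and 16 in WT, and the LXR/RXR (0.113) and glycolysis (0.0848) calls were lost. Fits of only the 6 libraries compared changed 103 genes in WT (3721 past the study's thresholds) and 11127 in cKO (14640). Thinned to the smallest library, 2, 2 and 1303 genes changed in CL, IL and WT, and 3 in the interaction. Without the WT IL library of 18425180 counts and the WT CL library of 2091512 counts, 4, 3, 2098 and 5898 genes changed and 1 in the interaction, 359 were past the study's thresholds in IL and 37 in both hemispheres, and 12 lists were called in CL.

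With an estimated correlation camera called 0, 0, 0 and 0 lists (unadjusted 9, 30, 27 and 30 with the preset one). The adjusted p in IL was then 0.12 for LXR/RXR, 0.113 for phagocytosis, phagolysosomal, lipid, disease-associated and oxidative phosphorylation genes, 0.164 for glycolysis and 0.145 for the TCA cycle. Fry called 0 lists in CL, 1 in IL and 1 in WT, with an adjusted p in IL of 0.144 for LXR/RXR and the TCA cycle, 0.142 for phagocytosis, phagolysosomal, disease-associated and oxidative phosphorylation genes, 0.0543 for lipid genes and 0.179 for glycolysis. The first 3 principal components held 75.97% of the variance, and 70.03% with every gene with a count, 90.7% with the 500 most variable genes, 72.55% with unit variance and 78.14% with a prior count of 8.

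Leaving out 1 library at a time, which leaves 2 in its group, edgeR changed 0 to 29 genes in CL, 0 to 0 in IL, 0 to 1042 in WT, 0 to 341 in cKO and 0 to 0 in the interaction. Past the study's thresholds were 1016 to 6523 in CL, 254 to 3060 in IL, 3795 to 8555 in WT, 4698 to 8362 in cKO and 18 to 270 in both hemispheres. Camera called 4 to 10 lists in CL, 24 to 31 in IL, 20 to 33 in WT and 28 to 31 in cKO, 2 to 9 of the paper's lists were apart per library, and the first 3 components held 71.91% to 79%. The adjusted p in IL ran from 5.78e-07 to 0.00382 for LXR/RXR, 3.87e-16 to 7.24e-08 for phagocytosis, 1.81e-11 to 8.64e-06 for phagolysosomal, 1.08e-12 to 8.51e-09 for lipid, 3.35e-16 to 2.1e-06 for disease-associated, 3.56e-05 to 0.00399 for glycolysis, 6.38e-06 to 0.00299 for TCA cycle and 2.99e-12 to 0.000156 for oxidative phosphorylation genes. The 29 genes in CL, with 6523 past the study's thresholds, came without the WT library of 5155202 counts. In WT 0 genes changed without the IL library of 23087202 counts, 72 without that of 25166928, 1042 without that of 18425180, and 719, 581 and 102 without the CL libraries of 12647526, 5155202 and 2091512. In cKO 0 changed without any 1 CL library (of 9743603, 16937855 or 20349883 counts), and 122, 341 and 323 without the IL libraries of 44907863, 47256174 and 43961276. In IL 254 genes were past the study's thresholds without the WT library of 18425180 counts, 3060 without that of 23087202, and 1835, 409 and 440 without the same cKO libraries in turn.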

Differences from the paper's values

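No alternative in this part was chosen after the data were seen, except where said. A count was taken to differ from the paper's when the larger was over 1.5 times the smaller. At the study's thresholds, 514 genes were past them in CL and in no other comparison, against the paper's 219. Of 23 alternatives set before the data were examined 22 also differ, and without gene models and sensory receptor families the number is 161, which does not. In IL and in no other comparison there were 77 genes, against the paper's 370. Again 22 of 23 differ, and with the sensory receptor share as a covariate the number is 365. After stroke 3312 genes were higher in WT, against the paper's value of about 750 in Fig. 2e, read by eye. Here too 22 of 23 differ, and TMM from abundant genes gives 1056, which does not. In cKO 4829 genes were lower after stroke, against the paper's value of about 10000 in Fig. 2e, read by eye. Of 23 alternatives 18 differ, and those that do not are DESeq2 (9495), scaling to total counts (10564), TMM from abundant genes (10751), only the 6 libraries compared (7881) and voom with quality weights (12849).

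The paper's values for its lists are the ratios of cKO to WT of the values it plots for IL in its supplementary data. A median was taken to differ when its sign was opposite. It also differed when it lay further off than the larger group SD of the list's mean per library. The median log2 ratio of the lipid list was 1.274 (1.943 with no scaling), against the paper's 2.375. Of 17 alternatives set before the data were examined 15 differ, and no scaling and leaving out the WT IL library of 23087202 counts (1.828) do not. For the glycolysis list the median was 0.311 (1.029 with no scaling), against the paper's 1.068, and 16 of 17 differ, all but no scaling. For the oxidative phosphorylation list it was 0.719 (1.455 with no scaling), against the paper's 1.5. There 12 of 17 differ, and no scaling, no filter (0.874), voom with quality weights (1.12), leaving out the WT IL library of 23087202 counts (1.442) and leaving out the cKO IL library of 43961276 counts (0.783) do not.

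The paper states that the genes of its plotted lists were raised in cKO IL. Of 82 with counts 76 had a positive log2 fold change, in that direction, and edgeR and DESeq2 called 0 of them (10 were higher and 1 lower at the study's thresholds). Voom with quality weights called 54 higher and none lower. It gave the WT IL libraries of 18425180, 25166928 and 23087202 counts weights of 0.743, 8.16 and 0.314. Its calls in IL, here and below, thus lean mostly on 1 WT library. At the study's thresholds 44 were higher without the WT IL library of 23087202 counts and with voom, and 24 with no scaling. The paper lists Trex1 among its lipid genes, and the deposited table has 0 counts for it in every library. The paper names Mertk among the raised LXR/RXR genes, and its log2 fold change was -0.14, while 10 of the 13 were positive. It was positive and not called with no scaling (0.509), no filter (0.040), without the cKO IL library of 47256174 counts (0.001), and without the WT IL library of 18425180 and the WT CL library of 2091512 counts (0.087, a setting chosen after the values were seen). Besides these libraries, the paper reports qPCR on independent RNA samples for several genes, among them Mertk, Apoe and Abca1. Those measurements were not re-examined here. The paper plots mt-Atp6 and mt-Atp8 as raised in cKO IL, and they had -0.75 and -3.20. Voom with quality weights gave 0.92 and 0.71, not called. No scaling gave mt-Atp6 0.11, and mt-Atp8 had 0.35 without the WT IL library of 18425180 counts. Without that library and the WT CL library of 2091512 counts, a setting chosen after the values were seen, they had 0.08 and 0.45. The paper's plotted values of mt-Atp6 are 142 times the deposited counts in WT and 364 times in cKO.

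The paper gives a rise of at least 2-fold for all rate-limiting enzymes of the TCA cycle and glycolysis. All 12 genes of these enzymes were positive, in that direction, from 0.04 for Pfkm to 1.09 for Idh3a in log2, and all but Idh3a were below 2-fold. With no scaling all but Idh2, Pfkl and Pfkm were above it, from 1.03 for Hk1 to 1.84 for Idh3a. Voom with quality weights called Pdha1 (1.08), Cs (0.85), Idh1 (1.84), Idh3a (1.64) and Pkm (1.26). Cs and Pkm were above 2-fold and not called with no filter (1.04 and 1.08), without the cKO IL library of 43961276 counts (1.05 and 1.10) and without the WT IL library of 23087202 counts (1.28 and 1.61). With no filter Pdha1 was too (1.04), and without that WT library Pdha1 (1.24) and Idh1 (2.40). The paper states that Mif, Ms4a6c and Birc5 were raised in cKO. They were positive in IL, in that direction, and edgeR called none, while voom with quality weights called all 3 in IL. The paper calls Chil3 raised in cKO after stroke, and edgeR did not call its log2 fold change of 2.59. It was called with no filter (2.80) and with voom and quality weights (3.05). Chil3 is also among the genes for which the paper reports qPCR on independent RNA samples. The paper states that lists of phagocytosis, lipid and disease-associated genes were raised in CL. Their medians were above 0 and no setting called any of them higher there. Of the lists in its CL plots, the oxidative phosphorylation genes were lower in cKO CL (median -0.34; camera, adjusted p = 0.00117). That call was lost with an estimated correlation (adjusted p = 0.999) and with fry (0.956).

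The paper reports OX40 signaling among pathways lowered in cKO IL. Of 18 genes 12 were negative, in that direction, and the list was called lower with scaling to total counts or TMM from abundant genes, and not otherwise among the scalings. It sets this beside NF-kB activation, and the NF-kB list stood higher in cKO IL (camera, adjusted p = 0.0138). That call was lost with an estimated correlation (0.228) and with scaling to total counts (0.197, median -0.04). In the mean of the NF-kB list every cKO IL library lay above every WT IL library (exact permutation test, two-sided, p = 0.1, the smallest possible). The paper reports the coagulation pathway as raised by stroke in WT, and the list was not called there under any scaling, while Plaur and F10 rose. It reports eIF2 signaling and oxidative phosphorylation as raised by stroke in cKO. In cKO the eIF2 list, the paper's oxidative phosphorylation list and those of its nuclear genes were called higher (camera), and none of them with an estimated correlation (adjusted p from 0.0699 to 0.094). In WT the eIF2 list and the nuclear genes were called too, and not with an estimated correlation (0.35 and 0.359). There the paper's list (0.151) and the genes that mitochondria encode (0.285, test downward) were not called. The paper describes its 4 groups as separated on the first components, and here the WT IL libraries lay on both sides of 0 on the first. P2ry12 did not pass the test between the genotypes. That cannot show the similar levels which the paper states, since the self-test found no 2-fold change.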

Other observations

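The splits for the interaction, for the study's thresholds, for the genes in both hemispheres and for the gene lists were chosen only after the result was seen. Genes induced by interferon stood higher in cKO IL. Ifit2, an antiviral protein, stood at 116 ± 72.6 CPM (SD, n = 3 libraries) in cKO IL and 19.4 ± 10.7 in WT IL, a log2 fold change of 2.59 (standard error 0.84). All 20 genes of the list were positive and none passed edgeR's test. As a group they were higher (camera, adjusted p = 3.06e-20; adjusted p = 0.113 with an estimated correlation). Per library every cKO IL library lay above every WT IL library (5.50 ± 0.57 and 3.76 ± 0.92 log2 CPM; exact permutation test, two-sided, p = 0.1, the smallest possible). In CL their median was -0.44 (camera, adjusted p = 0.125). After stroke 6 rose in cKO and 0 in WT by edgeR (4 higher and 2 lower in WT at an unadjusted p under 0.05; 17 and 3 rose when adjusted over the list alone), with medians of 2.71 and 0.46 (camera, adjusted p = 2.1e-14 and 0.0552; adjusted p = 0.0824 in cKO with an estimated correlation). All 76 genes of cytosolic ribosomal proteins were positive in cKO IL (camera, adjusted p = 2.22e-49; adjusted p = 0.113 with an estimated correlation), and Rpl29 passed when adjusted over the list alone. Per library the groups overlapped: the WT IL library of 23087202 counts, at 7.96, lay above 2 of the cKO IL libraries (8.10, 7.35 and 7.84), and that of 18425180 counts, at 5.00, within the range of CL (exact permutation test, two-sided, p = 0.3). In CL their median was -0.06 (adjusted p = 0.0765).

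Genes of dividing cells stood higher in cKO IL as well. Ccnb2, a cyclin, stood at 23.2 ± 3.31 CPM in cKO IL and 8.68 ± 4.15 in WT IL (log2 1.42, standard error 0.78), and Top2a, a topoisomerase, at 147 ± 65.4 and 71.9 ± 52.7 (1.03, standard error 0.59). All 27 genes of the list were positive, with a median of 0.82 (camera, adjusted p = 7.18e-12; adjusted p = 0.145 with an estimated correlation), and none passed edgeR's test. Per library the groups overlapped (exact permutation test, two-sided, p = 0.2). In CL the median was -0.09 (adjusted p = 0.0765). Regulators of pH were not called as a group, with medians of 0.10 in IL and 0.40 in CL (camera, adjusted p = 0.13 and 0.961), but in IL their mean per library was 5.13 ± 0.15 in cKO and 4.82 ± 0.08 in WT, with every cKO library above every WT library (exact permutation test, two-sided, p = 0.1, the smallest possible). Slc16a1, a lactate carrier, stood at 29.1 CPM in cKO IL and 15.0 in WT IL (0.95, standard error 0.65). Immediate early genes had a median of -0.22 in IL (adjusted p = 0.316) and 0.17 in CL (0.627), and were called lower in IL with RLE scaling (0.0315), total counts (3.31e-05) and TMM from abundant genes (4.82e-05).

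Neuronal genes fell as a group after stroke in the sorted cells, with a median of -1.54 in WT and -2.22 in cKO (camera, adjusted p = 0.00077 and 0.000861; adjusted p = 0.35 and 0.211 with an estimated correlation). Genes of astrocytes (-1.53, adjusted p = 0.0126) and oligodendrocyte precursors (-1.97, adjusted p = 0.0139) fell in WT (adjusted p = 0.35 for both with an estimated correlation) and were not called in cKO (-0.88 and -2.27, adjusted p = 0.197 and 0.361), where camera sets them against an all-gene median of -1.33 (-0.31 in WT). Per library every IL library lay below every CL library for both lists in cKO and for astrocytes in WT (exact permutation test, two-sided, p = 0.1, the smallest possible), and not for precursors in WT (p = 0.2). Of the monocyte list 7 genes rose in WT and 13 in cKO (edgeR), with medians of 2.91 and 3.61 (camera, adjusted p = 1.82e-07 and 5.63e-19; adjusted p = 0.35 and 0.0699 with an estimated correlation). In cKO over WT in CL no further list was called by camera: medians were 0.39 for monocytes, 0.10 for border-associated macrophages, -0.05 for neutrophils, -0.28 for T and NK cells, 0.37 for B cells, 0.25 for MHC class II, 0.72 for the proton pump, 0.37 for lysosomal genes, 0.57 for NF-kB, 0.60 for OX40, 0.17 for eIF2, 0.36 for coagulation and 2.63 for erythroid genes (lowest adjusted p = 0.438). Of these, the mean per library was higher in every cKO CL library than in every WT CL library for monocytes, by 0.90, neutrophils, by 0.84, and coagulation, by 1.03 (exact permutation test, two-sided, p = 0.1, the smallest possible), against the sign of the neutrophil median. For neutrophils the groups barely parted, with the highest WT library at 2.311 and the lowest cKO library at 2.315. For monocytes and coagulation the WT CL library of 2091512 counts lay lowest, at 1.36 and 1.002. The other WT CL libraries lay at 2.953 and 2.587 for monocytes and at 2.109 and 2.63 for coagulation. In IL the eIF2 list had a median of 0.46 (camera, adjusted p = 0.00115; adjusted p = 0.206 with an estimated correlation). The coagulation list had 0.09 (adjusted p = 0.0415; adjusted p = 0.164 with an estimated correlation), and its median was below 0 with RLE (-0.04), total counts (-0.23) and TMM from abundant genes (-0.17).

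With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In cKO over WT in CL, 10 of 10 splits changed at least as many genes as the real one (0 by edgeR, highest other 0), 4 put as many past the study's thresholds (1680, highest other 2783) and 10 called as many lists (2, highest other 29). In IL the numbers were 10 of 10 (0, highest other 0), 4 (842, highest other 4263) and 2 (30, highest other 31). In IL over CL of WT they were 2 (217, highest other 228), 1 (6434, highest other 6351) and 3 (25, highest other 32), and in cKO 1 (1233, highest other 0), 1 (8474, highest other 797) and 3 (30, highest other 31). In IL a split with 4263 genes, several times the real 842, points to a structure of the samples other than the genotype, as does a split with 29 lists in CL. For the interaction 40 of 40 splits changed at least as many genes (0 by edgeR, highest other 3) and 11 called at least as many lists (24, highest other 31), and for the genes past the study's thresholds in both hemispheres 18 of 100 pairs of splits gave at least 94 (highest other 296), so chance is not excluded for any of these.

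Ddx3y, a gene of the Y chromosome, has counts in every library and Xist, of the inactive X chromosome, has few or none, although the paper used both sexes and no column names the sex. These genes were chosen after their values were seen.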
